# Altering metabolism programs cell identity via NAD^+^-dependent deacetylation

**DOI:** 10.1038/s44318-025-00417-0

**Published:** 2025-04-25

**Authors:** Robert A Bone, Molly P Lowndes, Silvia Raineri, Alba R Riveiro, Sarah L Lundregan, Morten Dall, Karolina Sulek, Jose A H Romero, Luna Malzard, Sandra Koigi, Indra J Heckenbach, Victor Solis-Mezarino, Moritz Völker-Albert, Catherine G Vasilopoulou, Florian Meier, Ala Trusina, Matthias Mann, Michael L Nielsen, Jonas T Treebak, Joshua M Brickman

**Keywords:** Metabolism, Sirtuins, Enhancers, Pluripotency, Aging, Development, Metabolism, Stem Cells & Regenerative Medicine

## Abstract

Cells change their metabolic profiles in response to underlying gene regulatory networks, but how can alterations in metabolism encode specific transcriptional instructions? Here, we show that forcing a metabolic change in embryonic stem cells (ESCs) promotes a developmental identity that better approximates the inner cell mass (ICM) of the early mammalian blastocyst in cultures. This shift in cellular identity depends on the inhibition of glycolysis and stimulation of oxidative phosphorylation (OXPHOS) triggered by the replacement of d-glucose by d-galactose in ESC media. Enhanced OXPHOS in turn activates NAD + -dependent deacetylases of the Sirtuin family, resulting in the deacetylation of histones and key transcription factors to focus enhancer activity while reducing transcriptional noise, which results in a robustly enhanced ESC phenotype. This exploitation of a NAD + /NADH coenzyme coupled to OXPHOS as a means of programming lineage-specific transcription suggests new paradigms for how cells respond to alterations in their environment, and implies cellular rejuvenation exploits enzymatic activities for simultaneous activation of a discrete enhancer set alongside silencing genome-wide transcriptional noise.

## Synopsis

How alterations in cell metabolism translate into specific developmental gene programs remains a major question. This study shows that forcing OXPHOS metabolism reprograms mouse embryonic stem cells (ESCs) to a more inner cell mass (ICM)-like state via deacetylation of of chromatin and specific transcription factors.

- Replacement of D-glucose by D-galactose in ESC media inhibits glycolysis in favor of enhanced OXPHOS metabolism.
- Enhanced OXPHOS metabolism reprograms ESCs to an early embryonic, ICM-like state.
- Enhanced metabolic ESCs (EMESCs) show increased NAD^+^-dependent Sirtuin activity and deacetylation of chromatin and ICM-specific transcription factors.
- Transcription factor deacetylation mediates increased occupancy at a subset of enhancers in EMM cultured ESCs.

## Abstract (web summary)

Enforced dependence on OXPHOS metabolism in embryonic stem cells drives deacetylation of essential transcription factors and inner cell mass-like gene expression programs.

## Introduction

Cells can generate energy via two principal processes: glycolysis and oxidative phosphorylation (OXPHOS). A cell's mode of energy production is frequently altered in differentiation, but it is unclear the extent to which global shifts in metabolism can directly induce cellular phenotypes. Alterations in metabolism have been shown to influence global patterns of chromatin regulation (Dai et al, 2020), but how can the simple selection of an energy source be used to influence highly specific programs of gene expression or different cell identities? The early mammalian embryo and cell lines derived from it are characterized by distinct metabolic states that have long been assumed to be a byproduct of differentiation, and together they represent excellent models to address how metabolism dictates phenotype, rather than a phenotype driving a cell's choice of energy source.

During pre-implantation development, cells are concerned with the generation of both the embryonic and extra-embryonic lineages. In mice, the segregation of embryonic from extra-embryonic fate occurs as a result of two successive cell fate choices, the first leading to segregation of the inner cell mass (ICM) and the extra-embryonic trophectoderm (TE), and the second in which the ICM undergoes further specification into the Epiblast (Epi) and the extra-embryonic Primitive Endoderm (PrE) (Riveiro and Brickman, 2020). Epi cells retain their capacity to generate somatic, but not extra-embryonic lineages, and are therefore termed pluripotent. Previous studies have shown that the nutritional history and metabolism of stem cells are influential in directing cell fate in a variety of species (Ito et al, 2012; Chattwood et al, 2013; Moussaieff et al, 2015; Ryall et al, 2015; Sperber et al, 2015; Cornacchia et al, 2019; Khoa et al, 2020; Folmes et al, 2011). Morula-stage embryos are also known to change their metabolism as they develop into a blastocyst, relying more upon glucose metabolism and increasing levels of glycolysis (Leese, 2012; Chi et al, 2020). With the specification of the ICM at the morula stage, the TE relies on high levels of both pyruvate (glycolytic metabolism) and OXPHOS, whereas the ICM is principally dependent on OXPHOS.

Embryonic stem cells (ESCs) are immortal cell lines derived from the peri-implantation blastocyst and are considered pluripotent as they can contribute to all lineages of the embryo proper. They can be cultured in standard serum-containing media with the cytokine LIF (Serum/LIF) or in various defined conditions, including one that exploits inhibitors of two prominent differentiation-promoting signals alongside LIF (2i/LIF) (Ying et al, 2008; Morgani et al, 2017; Riveiro and Brickman, 2020). Using a fluorescent transcriptional reporter for the early endoderm gene *Hhex*, we previously identified a subpopulation of ESCs in both 2i/LIF culture and media supplemented with knockout serum replacement (KOSR) and LIF (KOSR/LIF), that co-expressed *Hhex* with Epi markers, such as NANOG, suggesting this population has earlier unsegregated ICM-like qualities (Canham et al, 2010; Morgani et al, 2013; Martin Gonzalez et al, 2016). Consistent with this notion, ESCs that co-express Epi and PrE markers can also differentiate into both the embryonic and extra-lineages of the blastocyst, and therefore exhibit greater than pluripotent, or totipotent properties (Morgani et al, 2013; Lo Nigro et al, 2017; Redó-Riveiro et al, 2024). Although this ICM-like cell type can arise in a variety of conditions, it correlates with the enrichment of modulators of lipid metabolism (Martin Gonzalez et al, 2016).

Here, we explore the role of metabolism in regulating cellular phenotypes. We exploit altered sugar metabolism to force ESCs to upregulate OXPHOS at the expense of glycolysis, leading to increased ICM-like transcriptional identity and the generation of cultures of enhanced metabolic ESCs (EMESCs). Moreover, this state appears to be about more than ICM identity, rather an exceptionally clean transcriptional signature featuring the amplification of lineage-appropriate enhancer signatures while reducing epigenetic noise, leading to diminished phenotypic variation and improved functionality. In these cultures, the OXPHOS cofactor, NAD^+^, triggers this activation of a lineage-specific transcriptional program via Sirtuin deacetylase activity. This simultaneous silencing of extraneous enhancers, alongside the tuning of activity at those that are lineage-relevant, produces an enhanced transcriptional signal-to-noise ratio that could be the basis for the role of these factors in aging.

## Results

### Altering the balance between OXPHOS and glycolysis reprograms ESCs to an early embryonic state

To confirm that ESC cultures supporting ICM-like cell types display a unique metabolic profile, we performed liquid chromatography-tandem mass spectrometry (LC-MS/MS). We found 468 differentially expressed proteins between all three conditions (Appendix Fig. S1A,B; Dataset EV1). In the cluster of proteins that were upregulated in cultures supporting ICM-like states (2i/LIF, KOSR/LIF), proteins involved in lipid metabolism were enriched (Appendix Fig. S1C,D). We next assessed the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), which are measures of OXPHOS and glycolysis, respectively, in ESCs cultured in Serum/LIF, 2i/LIF, and KOSR/LIF (Appendix Fig. S1E). We found that the OCR was significantly higher for 2i/LIF and KOSR/LIF, while the ECAR was significantly lower for KOSR/LIF, and the OCR:ECAR ratio was significantly higher in ESCs cultured in 2i/LIF and KOSR/LIF compared to Serum/LIF (Appendix Fig. S1F). Moreover, “ICM-like” cells identified based on Hhex-Venus expression in 2i/LIF (Morgani et al, 2013; Riveiro and Brickman, 2020) displayed a significantly higher OCR:ECAR ratio compared to the pluripotent fraction within the same culture (Appendix Fig. S1G,H).

We then assessed whether forcing an increased dependence on OXPHOS relative to glycolysis would be sufficient to induce an ICM-like cell state. To achieve this, we replaced D-glucose and pyruvate in Serum/LIF media with D-galactose. We refer to this media as Enhanced Metabolic Media (EMM), as it increases levels of OXPHOS and reduces dependence on glycolysis. D-galactose can only enter the glycolytic pathway due to its conversion to glucose-6-phosphate, a process requiring 2 molecules of ATP. Given that glycolysis itself only produces two molecules of ATP, glycolysis will produce no net gain of ATP and is therefore strongly inhibited (Fig. 1A, Gohil et al, 2010). As a result, the culture of ESCs in EMM should result in extensive utilization of OXPHOS to generate sufficient ATP for cell survival. Within 3 h of replacing standard ESC media with EMM, we observed a rapid simultaneous inhibition of glycolysis and stimulation of OXPHOS (Fig. 1B). This state was stabilized at 24 h, and ESCs could be maintained in this culture condition indefinitely to create Enhanced Metabolic ESCs (EMESCs). EMESCs exhibit a dramatic metabolic shift relative to ESCs, and the OCR:ECAR ratio following 24 h in EMM is considerably greater than for ESCs cultured in 2i/LIF or KOSR/LIF for three passages (Appendix Fig. S2A).

**Figure 1:**
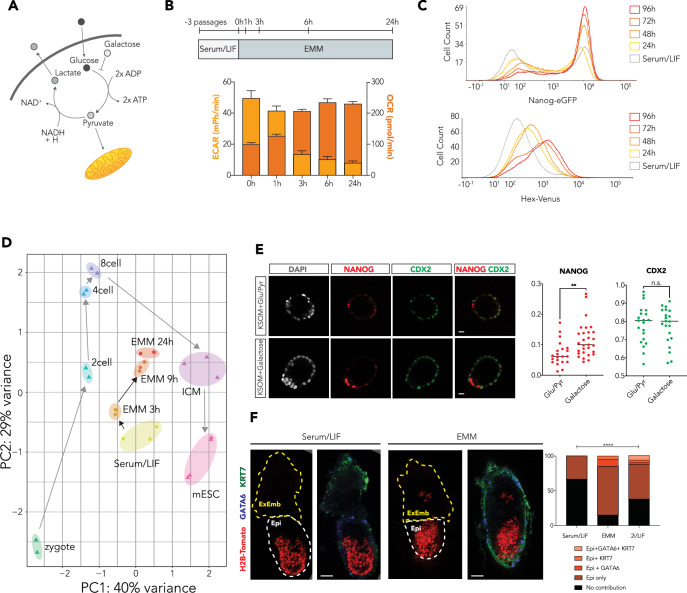
Altering the metabolism of ESCs by forcing a change in the ratio of glycolysis to OXPHOS to create EMESCs increases the capacity for self-renewal and differentiation. (**A**) Schematic depicting how EMM affects metabolic activity in ESCs. (**B**) Basal OCR and ECAR analysis of ESCs during EMM culture at early time points up to 24 h, following three passages in Serum/LIF. *n* = 24 technical replicates, from three independent experiments. Error bars represent the standard error of the mean. (**C**) Flow cytometry histogram for Nanog-eGFP reporter ESCs (top) or Hhex*-*Venus reporter ESCs (bottom) after 1–4 d EMM culture, gated on GFP- or Venus-negative cells. Example profiles taken from *n* = 4 technical replicates, from two biologically independent samples. (**D**) PCA of RNA-seq from EMM-cultured ESCs compared with scRNA-seq from pre-implantation embryos (Deng et al, 2014) against a panel of 121 ICM- Epi-, PrE-, and TE-specific markers (Canham et al, 2010). (**E**) Confocal optical sections of immunostained embryos for CDX2 and NANOG, quantified relative to the number of DAPI-positive cells. **P = 0.0037, n.s. *P* = 0.7847, unpaired two-tailed *t* test. E0.5–E5.5 mouse embryos cultured in KSOM+Glucose/Pyruvate (*n* = 21), KSOM+Galactose (*n* = 29). Scale bars: 20 μm (KSOM+Glu/Pyr) and 15 μm (KSOM+Galactose) (**F**) Images of chimeric mouse embryos (left) generated from morula injection with ESCs containing an H2B-Tomato reporter, previously cultured for two passages in Serum/LIF (*n* = 27), EMM (*n* = 20) or 2i/LIF (*n* = 34), Embryos were collected at E6.5 and immunostained for GATA6 and KRT7 to mark extra-embryonic endoderm and trophoblast, respectively, quantification of lineage contribution (right) was based on H2B-Tomato cells in the epiblast, or co-expressed with GATA6 and/or KRT7. ****P < 0.0001, two-tailed chi-square test. Scale bar: 50 μm. Source data are available online for this figure.

Culture of ESCs in EMM was found to promote the simultaneous and more homogeneous expression of fluorescent reporters for both the Epi/pluripotency marker Nanog and the PrE marker Hhex (Fig. 1C). To determine if EMM induces an ICM-like phenotype in EMESCs, we compared the transcriptome of EMM-cultured ESCs with mouse pre-implantation embryos from different developmental stages (Deng et al, 2014). While Serum/LIF-cultured ESCs are closer to the traditional naïve ESCs in this dataset, increased time in EMM shifted the transcriptome of EMM-cultured ESCs closer to that of the ICM (Fig. 1D). In addition, elevated levels of both NANOG protein and Hhex-Venus were present within the same cells (Appendix Fig. S2B). Pluripotency markers NANOG, OCT4, and SOX2 were also co-expressed with the PrE transcription factor (TF) GATA6 in a small population of EMESCs, suggesting these GATA6^+^ cells represent an unsegregated ICM-like state rather than the spontaneous PrE differentiation observed Serum/LIF conditions (Appendix Fig. S2C). We also observed no significant increase in apoptosis in the Nanog^low^ population (Appendix Fig. S2D) in response to treatment with EMM.

ESC colonies expanded in EMM were homogeneously undifferentiated (Appendix Fig. S2E), and consistent with the smaller size of EMM colonies, we observed that ESCs grown in these conditions have a considerably longer cell cycle length of about 48 h, proliferating at roughly half the rate of Serum/LIF-cultured ESCs, with a significantly increased proportion of cells in G1 phase and less in G2/M (Appendix Fig. S2F) as has been reported for 2i/LIF culture (ter Huurne et al, 2017). However, when we assessed the response of specific signaling pathways to EMM culture, it became clear that this condition has little in common with 2i/LIF; as expected based on the inclusion of the GSK3 and MEK inhibitors in 2i/LIF, levels of pERK are much higher in EMM, while active β-catenin is significantly higher in 2i/LIF (Fig. EV1A). Moreover, while pAKT follows ERK activation in EMM, pSTAT3, and pYAP levels are elevated in both EMM and 2i/LIF compared to Serum/LIF. At a transcriptional level, EMM is also different from 2i/LIF, while pluripotency makers are generally high, the levels of endoderm (*Gata4*, *Sox7*, and *cMyc*) and trophoblast (*Gata3* and *Eomes*) are higher than either Serum/LIF or 2i/LIF (Fig. EV1B).

**Figure EV1:**
Differentiation potential characteristics of EMESCs and effects of galactose on pre-implantation development. (**A**) Western blot analysis of SL-, EMM- and 2i/LIF-cultured mESCs. *n* = 6 biologically independent samples. Data are mean + s.d., unpaired two-tailed *t* test. *P* values: Active B-CATENIN SL vs EMM n.s.=0.8464, EMM vs 2i/LIF **P = 0.0040; pYAP1 SL vs EMM *P = 0.0124, EMM vs 2i/LIF n.s.=0.0559; pERK SL vs EMM ****P < 0.0001, EMM vs 2i/LIF ****P < 0.0001; pAKT SL vs EMM ****P < 0.0001, EMM vs 2i/LIF *P = 0.0148; pSTAT3 SL vs EMM **P = 0.0069, EMM vs 2i/LIF n.s. *P* = 0.7369. (**B**) RT-qPCR analysis of pluripotency genes *Oct4*, *Nanog* and *Tfcp2l1*; PrE genes *Gata4*, *Sox7* and *cMyc*; and TE genes *Gata3* and *Eomes*. *n* = 3 biologically independent samples. Data are mean + s.d., unpaired two-tailed *t* test. *P* values: *Oct4* n.s.=0.4303; *Nanog* n.s.= 0.0729; *Tcfp2l1* n.s.= 0.1515; *cMyc* **P = 0.0053; *Gata4* **P = 0.0097; *Sox7* *P = 0.0159; *Eomes* *P = 0.0297; *Gata3* *P = 0.0380. (**C**) RT-qPCR analysis of pluripotency genes *Nanog* and *Oct4*, and neural genes *Nestin* and *Zfp521* at d0 and d7 of neural differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d., *n* = 3 biologically independent samples, unpaired two-tailed *t* test. *P* values: *Nestin* n.s.=0.2267; *Zfp521* n.s.= 0.1027. (**D**) RT-qPCR analysis of pluripotency gene *Oct4* and PrE genes *Gata4*, *Gata6* and *Pdgfra* at d0, d4 and d7 of PrE differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d., *n* = 3 biologically independent samples, unpaired two-tailed *t* test. *P* values: *Gata6* **P = 0.0084; *Pdgfra* **P = 0.0050. (**E**) RT-qPCR analysis of pluripotency genes *Nanog* and *Oct4*, and TSC genes *Gata3* and *Elf5* at d0 and d7 of TSC differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d., *n* = 3 biologically independent samples, unpaired two-tailed *t* test. *Gata3* **P = 0.0011; *Elf5* *P = 0.0389. (**F**) Brightfield images of mESCs after 10 passages cultured in Serum/LIF, EMM, and 2i/LIF. Scale bar = 100 μm. (**G**–**I**) Comparitive expression of apoptosis (**G**), embryonic (**H**) and extra-embryonic (**I**) genes from transcriptomic data in mESCs cultured for 10 and 20 passages in Serum/LIF, EMM, and 2i/LIF. *n* = 3 biologically independent samples. Data are mean + s.d., unpaired two-tailed *t* test. *P* values: *Bad* SL vs 2i/LIF P20 **P = 0.0245, EMM vs 2i/LIF P20 ****P < 0.0001; *Bak1* EMM vs 2i/LIF P10 **P = 0.0012, SL vs EMM P20 **P = 0.0012, SL vs 2i/LIF P20 **P = 0.0039, EMM vs 2i/LIF P20 ****P < 0.0001; *Bid* SL vs 2i/LIF P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 ****P < 0.0001, SL vs 2i/LIF P20 ****P < 0.0001; *Caspase3* EMM vs 2i/LIF P10 *P = 0.03913, SL vs 2i/LIF P20 ****P< 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Caspase9* SL vs 2i/LIF P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs 2i/LIF P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Tnfrsfla* SL vs 2i/LIF P10 ***P = 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs 2i/LIF P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Nanog* SL vs 2i/LIF P10 *P = 0.0180, EMM vs 2i/LIF P10 **P = 0.0022, SL vs EMM P20 ***P = 0.0007, SL vs 2i/LIF P20 **P = 0.0086, EMM vs 2i/LIF P20 ****P < 0.0001; *Nr0b1* SL vs EMM P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs 2i/LIF P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Pou5f1* SL vs EMM P10 ***P = 0.0009, EMM vs 2i/LIF P10 ***P = 0.0002; *Sall4*, SL vs EMM P10 ****P < 0.0001, SL vs 2i/LIF P10 ***P = 0.0007, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 **P = 0.0050, EMM vs 2i/LIF P20 ****P < 0.0001; *Sirt1* SL vs EMM P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Sox2* SL vs EMM P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 ****P = 0.0001, EMM vs 2i/LIF P20 ****P = 0.0001; *Col4a1*, SL vs EMM P10 ****P < 0.0001, SL vs 2i/LIF P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 **p = 0.0013, EMM vs 2i/LIF P20 ****P < 0.0001; *Col4a2*, SL vs EMM P10 **P = 0.0013, SL vs 2i/LIF P10 ***P = 0.0006, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs 2i/LIF P20 **P = 0.0037, EMM vs 2i/LIF P20 **P = 0.0024; *Dusp4*, SL vs 2i/LIF P10 ****P < 0.0001, EMM vs 2i/LIF P10 ****P < 0.0001, SL vs EMM P20 ****P < 0.0001, SL vs 2i/LIF P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Gata6*, SL vs 2i/LIF P20 ****P = 0.0081, EMM vs 2i/LIF P20 ****P = 0.0037; *Lrp2*, SL vs EMM P10 *P = 0.0131, SL vs 2i/LIF P10 ****P < 0.0001, EMM vs 2i/LIF P10 *P = 0.0113, SL vs EMM P20 ****P < 0.0001, EMM vs 2i/LIF P20 ****P < 0.0001; *Sox7*, SL vs EMM P10 **P = 0.0015, EMM vs 2i/LIF P10 ***P = 0.0003, SL vs 2i/LIF P20 **P = 0.0099, EMM vs 2i/LIF P20 ***P = 0.0006. (**J**) Representative image of mouse litter, star indicates mice with contribution (left); Table depicting contribution effeciency of mESCs (two different cell lines) cultured in SL or EMM in generating chimeric mice from injected blastocysts (right).

As with in vivo ICM cells (Grabarek et al, 2012), we found that EMESCs could differentiate into both embryonic and extra-embryonic lineages in vitro, although we observed little difference in the ability of different ESC cultures to undergo embryonic neural differentiation (Fig. EV1C), EMESCs were found to be poised to form developmentally proximal extra-embryonic PrE (Anderson et al, 2017) (Fig. EV1D) and effectively initiated TE differentiation based on expression of *Gata3* and *Elf5* (Fig. EV1E). Over longer culture periods, EMESCs were found to express fewer apoptotic genes than ESCs cultured in 2i/LIF after 10 and 20 passages, indicating their long-term stability, while embryonic and extra-embryonic genes continued to be expressed (Fig. EV1F–I).

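The RNA-seq of long-term cultures covers mESCs kept in Serum/LIF, EMM or 2i/LIF, with 3 biologically independent libraries per medium after 10 passages (P10) and after 20 passages (P20), 18 libraries in all. 2i/LIF is a culture medium that holds mESCs in a naive state by blocking a pair of kinases. The authors deposited estimated counts per gene, without normalization, of which 9.982% are not whole numbers. The paper's methods name STAR and HTSeq for RNA-seq without separating the experiments, but HTSeq by default counts whole reads, so how this table was made stays open. The gene annotation is not named. The counts were rounded before testing. Totals per library ran from 13293496 to 16072649 (median 15261585) at P10 in Serum/LIF. In EMM at P10 they ran from 7329835 to 20111927 (median 10551862). In 2i/LIF at P10 they ran from 10030841 to 19619023 (median 10866656). At P20 the totals ran from 11656040 to 20305316 (median 14098217) in Serum/LIF and from 16678618 to 27912928 (median 21533269) in EMM. The P20 libraries in 2i/LIF had the widest range of totals, from 6944904 to 21090048 (median 16537757). Of 55487 genes, 16054 passed the filter on low counts, and all 6 groups shared one model, with a common dispersion of 0.0153. On the 500 most variable genes, the first principal component held 56.9% of the variance and the second 16.4%. On the first component the 2i/LIF libraries had mean scores of −51.3 ± 1.20 (SD, n = 3) at P10 and −54.3 ± 1.02 (SD, n = 3) at P20, against 34.9 ± 1.26 (SD, n = 3) and 28.5 ± 0.835 (SD, n = 3) for Serum/LIF. EMM libraries scored 11.9 ± 0.567 (SD, n = 3) at P10 and 30.3 ± 1.19 (SD, n = 3) at P20. Genes with a log2 fold change above 1 in size and an adjusted p under 0.01 numbered 1771 higher and 1773 lower in EMM than in 2i/LIF at P10, and 2561 higher and 1507 lower at P20. Against Serum/LIF, 1070 genes were higher and 1683 lower at P10, and 553 higher and 993 lower at P20. Without the fold threshold, the setting that moved these counts most, 2176 genes were higher and 2003 lower than in Serum/LIF at P20.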

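For the 6 apoptosis genes of Fig. EV1G, the median log2 fold change in EMM against 2i/LIF was −0.70 at P10 (fry adjusted p = 3.86e-09 from limma's rotation test) and −1.31 at P20 (fry adjusted p = 6.31e-11). All 6 genes were lower at both passages, over all genes tested and when adjusted over the list alone. The paper does not say how it chose the genes of this list, so a count adjusted over the list alone is not taken as independent evidence. Tnfrsf1a, at 125349362 to 125362484 on chromosome 6 of GRCm38, fell the most of the list. It had 253 ± 45.1 normalized counts (SD, n = 3) in 2i/LIF and 50.9 ± 17.1 (SD, n = 3) in EMM at P10, a log2 fold change of −2.27 (SE 0.25, edgeR adjusted p = 3.87e-07). At P20 the counts were 355 ± 30.8 (SD, n = 3) and 38.3 ± 16.0 (SD, n = 3), a log2 fold change of −3.25 (SE 0.24, edgeR adjusted p = 1.66e-09). Casp9, at 141793612 to 141815976 on chromosome 4, had a log2 fold change of −1.17 at P10 (SE 0.12, edgeR adjusted p = 1.46e-07) and −0.82 at P20 (SE 0.11, edgeR adjusted p = 5.13e-06). Bad, whose log2 fold change was −0.68 at P10 (SE 0.19, edgeR adjusted p = 0.00436), lost its call when only those 2 groups were fitted and without any one of 2i/LIF replicate 1 or EMM replicates 1 and 2. The genes of chromosomes 6 and 8 were as a whole more highly expressed in the P20 2i/LIF libraries, and Bid and Tnfrsf1a lie on chromosome 6. Without the genes of these chromosomes, in a check chosen after the data were examined, the P20 median was −1.11. Bad, Bak1, Bid and Casp9 each overlap another tested gene on the opposite strand, and the counting is not stated to use strand. Against Serum/LIF the median was −0.19 at P10 (fry adjusted p = 0.00362), with 2 genes lower over all genes tested and 1 adjusted over the list alone. At P20 it was −0.47 (fry adjusted p = 2.28e-05), with 3 genes lower over all genes tested and 4 adjusted over the list alone. The difference in the lists between passages was not tested.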

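Among the embryonic genes of Fig. EV1H (Nanog, Nr0b1, Pou5f1, Sall4, Sirt1 and Sox2), the median log2 fold change in EMM against 2i/LIF was 0.82 at P10 (fry adjusted p = 3.70e-10 from limma), with 5 genes higher and 1 lower over all genes tested and the same numbers adjusted over the list alone. At P20 it was 0.64 (fry adjusted p = 1.20e-08), with 4 higher and 1 lower by either adjustment. Nanog, at 122707489 to 122714633 on chromosome 6, was the gene that fell, with a log2 fold change of −0.97 at P10 (SE 0.11, edgeR adjusted p = 6.35e-07) and −1.63 at P20 (SE 0.11, edgeR adjusted p = 5.48e-10). Its P20 level was 10827 ± 1738 normalized counts (SD, n = 3) in 2i/LIF and 3512 ± 125 (SD, n = 3) in EMM, and without Nanog, a check also chosen after the data were examined, the P20 median was 0.79. Sirt1 had 5791 ± 283 normalized counts (SD, n = 3) in EMM at P10, against 1721 ± 102 (SD, n = 3) in 2i/LIF and 1506 ± 96.9 (SD, n = 3) in Serum/LIF. Pou5f1 at P20 had a log2 fold change of 0.01 against 2i/LIF (SE 0.09, edgeR adjusted p = 0.942), and its sign changed with single libraries left out. Against Serum/LIF the embryonic list had a median of 0.55 at P10 (fry adjusted p = 1.22e-10), with 5 genes higher by either adjustment. At P20 the median was 0.16 (fry adjusted p = 0.000439), with 2 higher and 1 lower by either adjustment, and it was 0.08 without P20 Serum/LIF replicate 3. The lower gene was Nanog, with a log2 fold change of −1.11 (SE 0.11, edgeR adjusted p = 4.41e-07). Its P20 fall was thus not limited to the comparison with 2i/LIF. At P10 Nanog had −0.26 against Serum/LIF (edgeR adjusted p = 0.0541). Sox2 and Sall4 overlap another tested gene. The extra-embryonic genes of Fig. EV1I are Col4a1, Col4a2, Dusp4, Gata6, Lrp2 and Sox7. Their fitted median against 2i/LIF was 4.94 at P10 (fry adjusted p = 6.31e-11), with 5 genes higher over all genes tested and 6 adjusted over the list alone. With Sox7 set at its bound the median was 3.71, because every P10 2i/LIF library was at or under the floor of 3 counts for Sox7, which was at least 8.33-fold higher in EMM. At P20 the median was 3.51 (fry adjusted p = 2.11e-10), with 6 genes higher by either adjustment. Col4a1 and Col4a2, which overlap by 22 bases, and Dusp4 lie on chromosome 8, and the P20 median of the other 3 genes, in the same later check, was 3.47. Gata6 was near the floor in 2i/LIF, with 2.38 ± 2.96 normalized counts (SD, n = 3) at P10 against 10.9 ± 1.87 (SD, n = 3) in EMM. Its log2 fold change of 1.81 did not pass the threshold (SE 0.61, edgeR adjusted p = 0.0172) except without P10 2i/LIF replicate 3 or with the replicate number as a block, and it was 3.61 without that library. Against Serum/LIF the list had a median of 0.64 at P10 (fry adjusted p = 0.00293), with 3 genes higher and 1 lower by either adjustment. For extra-embryonic genes, P10 EMM against Serum/LIF, the median changed sign, to −0.28, when only genes with at least 10 counts in every library were kept. That filter covers the 2i/LIF libraries too and so drops Sox7, which had the largest rise of the list against Serum/LIF (2.73). At P20 the median of the list against Serum/LIF was 0.39 (fry adjusted p = 0.000197), with 2 genes higher by either adjustment. From the lower expression of apoptotic genes than in 2i/LIF, the paper concludes that EMESCs are stable over long culture.

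**Figure D1:**
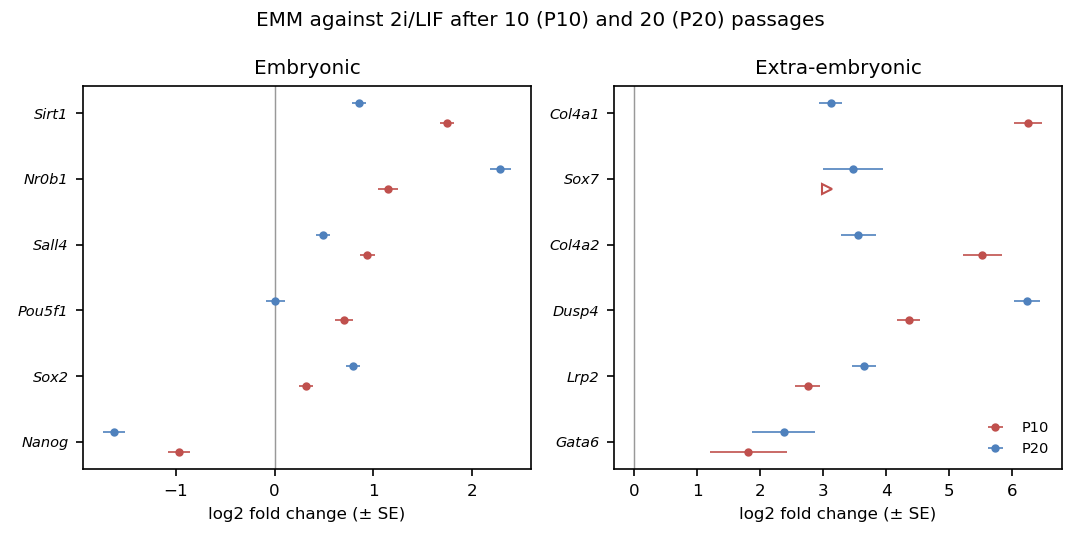
Log2 fold change (horizontal axis) of each embryonic and extra-embryonic gene in EMM against 2i/LIF at P10 (red) and P20 (blue), with bars of 1 standard error from edgeR and an open triangle at the lower bound for Sox7 at P10. Nanog is the embryonic gene furthest below 0 at both passages.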

To examine whether EMM culture affects embryonic development, we cultured mouse embryos from zygotes to late-stage blastocysts ex vivo, in galactose-containing media. Most embryos cultured in KSOM+galactose developed into normal blastocysts with higher numbers of NANOG-positive central cells, suggesting an expanded ICM (Fig. 1E). To determine whether EMESCs retain pluripotency, ESCs constitutively expressing a H2B-Tomato fluorescent reporter were cultured in Serum/LIF, EMM, or 2i/LIF media and then injected into wild-type morulae and analyzed at E6.5 (Fig. 1F). We found that the EMESCs were extremely efficient at generating chimeras, giving higher levels of epiblast contribution than either 2i/LIF or Serum/LIF-cultured ESCs (33% for Serum/LIF, 70% for EMM, 50% for 2i/LIF). Based on both position and whole-mount immunostaining for GATA6 and trophoblast marker KRT7, we also observed contribution to both extra-embryonic lineages at similar levels to what we observe for 2i/LIF (GATA6: 0% for Serum/LIF, 10% for EMM, 2.94% for 2i/LIF; KRT7: 0% for Serum/LIF, 5% for EMM, 2.94% for 2i/LIF) (Morgani et al, 2013). We next sought to determine whether the long-term functional capacity of EMESCs was improved over conventional ESCs, by allowing chimeric mice to develop to term, then assessing levels of chimerism and germline contribution. We found that the level of contribution of EMESCs to chimeric mice (determined by a lighter fur color, was improved by EMM culture (Fig. EV1J), including in a cell line (3.4) which normally does not give rise to chimeras with Serum/LIF-cultured ESCs. Together, these data illustrate that altering the metabolism of ESCs to a higher dependence on OXPHOS causes reprogramming of the cells to an earlier state and endows them with enhanced functional capacities.

### Metabolic change promotes ICM transcriptional states

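Mouse ESCs of the E14tg2a line were sequenced as RNA in Serum/LIF, which stands for 0 h, and after 3, 9 and 24 h in EMM, with 3 libraries per group and 12 in all. The sample labels and the paper give this Serum/LIF control as 0 h, while the deposited treatment protocol mentions Serum/LIF for 24 h. Which of these holds is open. EMM is Serum/LIF medium in which galactose takes the place of glucose and pyruvate. The authors deposited whole-number counts of reads per gene, without normalization, and the paper's methods name STAR and HTSeq for RNA-seq. The paper's text does not name the genome build of the RNA-seq alignment, or say whether this table holds exon reads alone. Totals per library ran from 24074132 to 29316186 (median 25863613) in Serum/LIF and from 29549385 to 35301962 (median 32019260) at 3 h. At 9 h they ran from 28284399 to 32501341 (median 31443876), and at 24 h from 28158762 to 30321067 (median 28344289). Of 52630 genes in the table, 16049 passed edgeR's filter on low counts and were tested. Counts were scaled by the TMM method, and all 4 groups were fitted in one quasi-likelihood model (common dispersion 0.00364) with Benjamini-Hochberg adjustment. Differentially expressed genes are those with a log2 fold change above 1 in size and an adjusted p under 0.01, the thresholds the paper states for its DESeq2 analysis. Normalized counts are counts divided by the TMM effective library size and multiplied by the mean effective library size of the experiment. Coordinates are those of GRCm38 in GENCODE M21. With 3 libraries against 3, no exact permutation p can be under 0.1 in a two-sided test. On the 500 most variable genes, the first principal component held 55.3% of the variance and the second 19.2%. Mean scores on the first component were −21.6 ± 1.14 (SD, n = 3) in Serum/LIF, −3.07 ± 0.339 (SD, n = 3) at 3 h, 8.24 ± 0.684 (SD, n = 3) at 9 h and 16.5 ± 0.411 (SD, n = 3) at 24 h. Differences between the groups on this component were larger than the spread between replicates. With all genes past the filter, the first component held 42.0% of the variance.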

To determine the extent of transcriptional reprogramming initiated by the immediate early shift to EMM culture, we analyzed the transcriptome of EMM-cultured ESCs at multiple time points over a 24-hour period (Appendix Fig. S3A–C). After 3 h, we observed robust transcriptional changes, with the largest of the four clusters representing downregulated genes, indicating that a major effect of EMM culture is to repress transcription (434/771 significantly differentially expressed genes, Clusters 1 + 2, Appendix Fig. S3D; Dataset EV2A). 

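At 3 h, 273 genes were higher and 405 lower in EMM than in Serum/LIF, 678 in all, of which 59.7% were lower. With no threshold on the fold change, which moved these counts most, 2622 genes were higher and 2916 lower. Scaling by library totals alone gave 226 higher and 500 lower, 68.9% lower, and moved the median log2 fold change over all tested genes by −0.07. The genes past the thresholds at 3, 9 or 24 h numbered 1814, and 58.2% of these (1055 genes) were lower at 3 h. Emx2, on chromosome 19 from 59458372 to 59465357, had 72.6 ± 6.18 normalized counts (SD, n = 3) at 3 h. Its counts were at or under the floor of 3 in every Serum/LIF library, so it was at least 21.9-fold higher in EMM. Grem1 had a log2 fold change of 2.85 (SE 0.18, edgeR adjusted p = 8.54e-09). The falls were led by Rn7sk, with a log2 fold change of −3.07 (SE 0.86, edgeR adjusted p = 0.00859). Serum/LIF replicate 1 held 417 normalized counts of Rn7sk, against 23.7 and 39.2 in the other Serum/LIF libraries, and without it the log2 fold change was −0.76 and not past the threshold. The call of Rn7sk, a non-coding RNA, was also lost without each of the EMM 3 h libraries in turn. Efna1, on chromosome 3 from 89271733 to 89281142, fell from 76.4 ± 11.8 normalized counts (SD, n = 3) to 14.8 ± 4.09 (SD, n = 3), a log2 fold change of −2.36 (SE 0.23, edgeR adjusted p = 1.11e-06). Hfe2 had a log2 fold change of −2.29 (SE 0.18, edgeR adjusted p = 1.08e-07). These changes are relative to the scaled library, and the RNA content per cell was not analysed here. From the larger number of downregulated genes, the paper concludes that EMM represses transcription.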

GO and KEGG pathway analysis revealed that clusters 2 and 3, representing genes down- and upregulated by EMM at 3 h, respectively, are associated with nucleosome/chromatin assembly, indicating that alteration in DNA/chromatin organization is an early downstream effect of the metabolic switch in EMM (Dataset EV2B).

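The nucleosome term that the paper lists for cluster 3 names 15 histone genes of the Hist1 family, of which 7 had enough counts to be tested. These 7 genes had a median log2 fold change of −2.12 at 3 h (range −2.99 to −0.999), lower in EMM, and the list did not pass the threshold (fry adjusted p = 0.0817 from limma). At 24 h the median was −1.83 (range −2.37 to −0.66, fry adjusted p = 0.0992). One gene, Hist1h3g, was past the thresholds at 3 h, over all genes tested and adjusted over the list alone, with a log2 fold change of −2.84 (SE 0.71, edgeR adjusted p = 0.00403). Hist1h3g and Hist1h3e are named here after their values were seen. Serum/LIF replicate 1 had the highest count of the 12 libraries for each of the 7 genes. Hist1h3e had 159 normalized counts in that library, against 8.88 and 14.5 in the other Serum/LIF libraries and 7.07 ± 2.73 (SD, n = 3) at 3 h. Without Serum/LIF replicate 1 the median of the list was −0.67 at 3 h and −0.29 at 24 h. With one library left out at a time, the list passed the threshold in 2 of 6 fits at 3 h and in 1 of 6 at 24 h. Several of these genes belong to multigene families, and whether the counting split reads between members was not tested, so single values are uncertain.

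**Figure D2:**
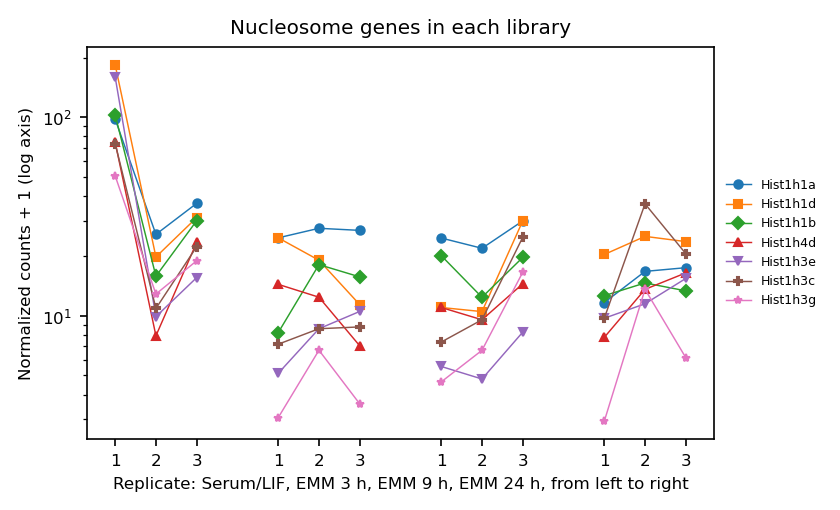
Normalized counts plus 1 (log axis) of the 7 tested nucleosome genes in each of the 12 libraries, in the order Serum/LIF, EMM 3 h, EMM 9 h and EMM 24 h, replicates 1 to 3. For each gene, the highest point is Serum/LIF replicate 1.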

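Appendix Fig. S3E lists 12 Epi genes, all of which were tested: Sall4, Nanog, Sall1, Sox2, Pou5f1, Fgf4, Stat3, Klf4, Tbx3, Esrrb, Klf2 and Nr0b1. At 3 h of EMM their median log2 fold change against Serum/LIF was 0.15 (range −0.59 to 0.73, fry adjusted p = 0.000448 from limma). Over all genes tested, 6 were higher and 3 lower at an adjusted p under 0.01, and the counts were the same adjusted over the list alone. The 3 lower were Sox2 (−0.59), Nanog (−0.33) and Sall1 (−0.30), named here after their values were seen. The paper does not say whether these samples played a part in choosing the markers. The median was 0.08 at 24 h (range −0.20 to 1.27, fry adjusted p = 0.000133), with 4 genes higher and 1 lower by either adjustment. Tbx3, on chromosome 5 from 119670669 to 119684724, rose most, from 2961 ± 228 normalized counts (SD, n = 3) to 7158 ± 365 (SD, n = 3) at 24 h, a log2 fold change of 1.27 (SE 0.06, edgeR adjusted p = 3.11e-10). It overlaps an antisense gene, Tbx3os1. The list of 25 PrE genes, which includes Gata6, Sox7, Sox17, Pdgfra and Col4a1, went both ways. Its median was −0.17 at 3 h (range −1.10 to 1.05, fry adjusted p = 0.00444, direction down), with 5 higher and 8 lower over all genes tested, and 6 and 9 adjusted over the list alone. Without Serum/LIF replicate 1 that median was −0.11. At 24 h the median was 0.32 (range −1.58 to 1.65, fry adjusted p = 0.000687, direction up), with 12 higher and 8 lower by either adjustment. The difference between times was not tested for these lists. Gpt2, on chromosome 8 from 85492576 to 85527560, fell from 2819 ± 75.9 normalized counts (SD, n = 3) to 1320 ± 29.9 (SD, n = 3) at 3 h, a log2 fold change of −1.10 (SE 0.05, edgeR adjusted p = 4.10e-10). Sox7, on chromosome 14 from 63943673 to 63950732, rose from 97.7 ± 13.2 (SD, n = 3) to 307 ± 11.0 (SD, n = 3) at 24 h, a log2 fold change of 1.65 (SE 0.10, edgeR adjusted p = 4.77e-09). Cubn had the largest fall of the list at 24 h, from 19.6 ± 2.56 (SD, n = 3) to 6.31 ± 3.74 (SD, n = 3), a log2 fold change of −1.58 (SE 0.38, edgeR adjusted p = 0.00262), and its call was lost without any one of Serum/LIF replicate 1 or EMM 24 h replicates 2 and 3. Of 9 genes of the 2-cell state, which include the Zscan4 family, only Ets2 had enough counts to be tested. Its log2 fold change at 24 h was 0.11 (SE 0.05, edgeR adjusted p = 0.114). At 3 h it was −0.18 (SE 0.05), not called over all genes tested but lower adjusted over the list alone. As a list of 1 gene, Ets2 passed the threshold at 3 h, direction down (fry adjusted p = 0.0124 over the lists at all 3 times). The other genes had at most 5 counts in each library, so a change in them was not detectable at this depth. With no filter on low counts, the median of the 9 genes at 24 h was −0.58, the opposite sign to Ets2 at that time.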

The transcription of genes that characterize both the Epi and PrE lineages were largely upregulated upon EMM culture, although genes representing the 2-cell state were unchanged (Appendix Fig. S3E). 

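The early trophoblast (TE) genes of Appendix Fig. S3E number 15, and all were tested: Elf3, Bmyc, Dab2, Cldn7, Eomes, Hand1, Tbx1, Cldn4, Dusp4, Krt8, Krt18, Gata3, Tead4, Lrp2 and Tagln2. Their median log2 fold change was 0.36 at 3 h (range −0.87 to 1.99, fry adjusted p = 1.03e-06 from limma), with 8 genes higher and 1 lower over all genes tested, and 8 higher and 2 lower adjusted over the list alone. The 24 h median was 0.39 (range −0.63 to 2.05, fry adjusted p = 2.76e-07), with 8 higher and 1 lower by either adjustment. Gata3, on chromosome 2 from 9857078 to 9890034, rose from 27.9 ± 3.44 normalized counts (SD, n = 3) to 115 ± 6.51 (SD, n = 3) at 24 h, a log2 fold change of 2.05 (SE 0.14, edgeR adjusted p = 1.42e-08). Tbx1 had the largest rise at 3 h, from 4.69 ± 3.13 (SD, n = 3) to 19.6 ± 8.77 (SD, n = 3), a log2 fold change of 1.99 (SE 0.50, edgeR adjusted p = 0.00400). These counts are low, and the call of Tbx1 was lost without any one of Serum/LIF replicates 1 and 3 or EMM 3 h replicates 1 and 2. Of the 5 late TE genes, 4 were tested, and their 24 h median was −1.43 (fry adjusted p = 5.17e-05), with 1 higher and 3 lower by either adjustment. At 3 h their median was −0.22 (range −2.36 to 2.16), with 1 higher and 2 lower by either adjustment, and the list did not pass the threshold (fry adjusted p = 0.583 over the lists at all 3 times). Cdx2, on chromosome 5 from 147300805 to 147307270, had 70.7 ± 13.4 normalized counts (SD, n = 3) in Serum/LIF and 33.8 ± 9.23 (SD, n = 3) at 24 h, a log2 fold change of −1.05 (SE 0.20, edgeR adjusted p = 0.000337). At 3 h its log2 fold change was 0.16 (SE 0.17, edgeR adjusted p = 0.468). Tmem54, on chromosome 4 from 129105548 to 129111626, went from 159 ± 22.0 (SD, n = 3) to 25.3 ± 10.7 (SD, n = 3) at 24 h, a log2 fold change of −2.65 (SE 0.21, edgeR adjusted p = 6.35e-08). It had fallen by 0.61 on the log2 scale at 3 h, a call lost without some single libraries, and by 1.03 at 9 h. Tmem54 overlaps Hpca by 57 bases on the opposite strand. Elf5, on chromosome 2 from 103411688 to 103450989, had between 0 and 3 counts in each of the 12 libraries, so no fold change can be given and a change was not detectable at this depth.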

While genes of the early trophoblast were also upregulated, we found that *Cdx2*, *Elf5*, and *Tmem54*, which characterize the differentiated trophoblast, were downregulated (Appendix Fig. S3E). 

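Appendix Fig. S3F groups pluripotency genes into 18 naive, 9 general and 11 primed markers, all tested. The EMM libraries were compared with Serum/LIF, and the data of other ESC states shown there were not used here. At 24 h the naive markers had a median log2 fold change of 0.20 (range −0.39 to 1.27, fry adjusted p = 2.76e-07 from limma), with 9 genes higher and 1 lower over all genes tested, and 10 and 1 adjusted over the list alone. The primed markers had a median of −0.93 (range −2.32 to 0.09, fry adjusted p = 1.83e-07), with none higher and 9 lower by either adjustment. The general markers had a median of −0.07 (range −0.70 to 0.07, fry adjusted p = 0.000775), with none higher and 4 lower by either adjustment. Without EMM 24 h replicate 1 the general median was −0.10. The largest rise among naive markers was that of Tbx3 and the largest fall among primed markers that of Lef1, both past the thresholds.

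**Figure D3:**
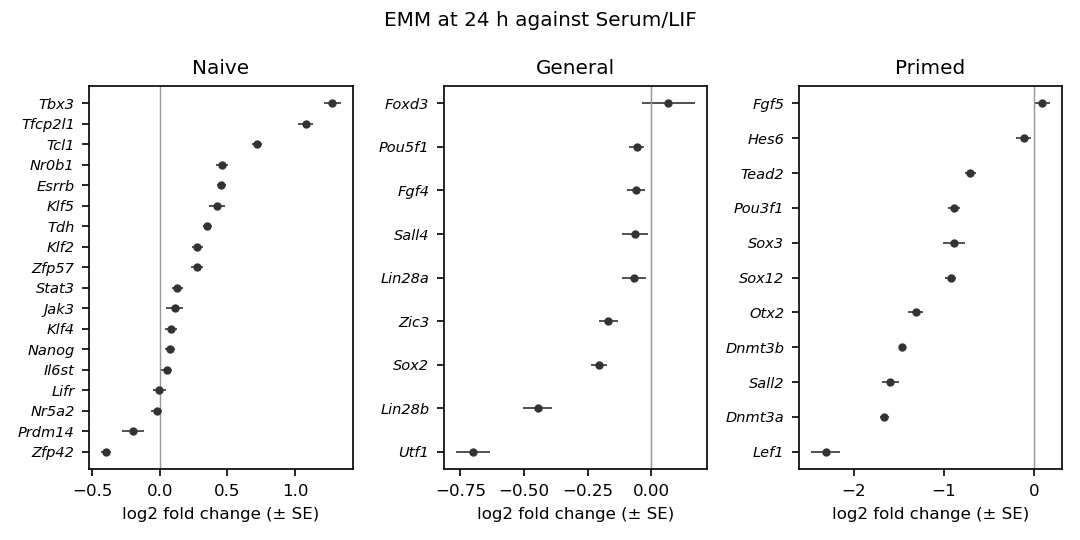
Log2 fold change (horizontal axis) of each naive, general and primed marker at 24 h of EMM against Serum/LIF, with bars of 1 standard error from edgeR. Of the 11 primed markers, 9 lie below 0 with an adjusted p under 0.01.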

When the transcriptomes of EMM-cultured ESCs were compared with those of other ESCs representing different states of pluripotency, EMM-cultured ESCs at 24 h expressed increased levels of naïve pluripotency markers, and reduced levels of primed pluripotency markers (Appendix Fig. S3F).

To determine how EMM-induced metabolic change promotes transcriptional change, we sought to define the chromatin response to the metabolic shift induced by EMM by performing time-resolved ATAC-seq at the same time points as our RNA-seq dataset (Appendix Fig. S3A,G,H). We focused on the enhancers regulating their expression (Hamilton et al, 2019) and found that for Epi-, PrE-, and TE genes (*Nanog*, *Spry4* and *Krt8*, respectively) we observed an increase in the accessibility around the active enhancer regions at 24 h (Appendix Fig. S3I). 

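The direction of change was followed through the later time points. After 9 h in EMM, 329 genes were higher and 561 lower than in Serum/LIF, 890 in all, of which 63.0% were lower. After 24 h, 561 were higher and 752 lower, 1313 in all, of which 57.3% were lower. With library totals as the scaling, 299 were higher and 604 lower at 9 h (66.9% lower), and 542 higher and 770 lower at 24 h (58.7% lower). Ripply3, on chromosome 16 from 94328420 to 94336935, had the largest rise at 24 h, from 132 ± 1.88 normalized counts (SD, n = 3) to 1955 ± 97.3 (SD, n = 3), a log2 fold change of 3.89 (SE 0.08, edgeR adjusted p = 4.98e-14). S100a13 followed with 3.06 (SE 0.07, edgeR adjusted p = 6.06e-14) and S100a1 with 3.00 (SE 0.12, edgeR adjusted p = 4.29e-11). Arrdc4, on chromosome 7 from 68736995 to 68749241, had the largest fall, from 1577 ± 51.6 normalized counts (SD, n = 3) to 105 ± 3.99 (SD, n = 3), a log2 fold change of −3.91 (SE 0.08, edgeR adjusted p = 4.98e-14). Bcas1 fell by 3.39 on the log2 scale (SE 0.25, edgeR adjusted p = 2.94e-08) and Padi3 fell by 3.38 (SE 0.40, edgeR adjusted p = 4.05e-06). These genes were ranked among those with a mean of at least 50 normalized counts in 1 of the groups compared.

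**Figure D4:**
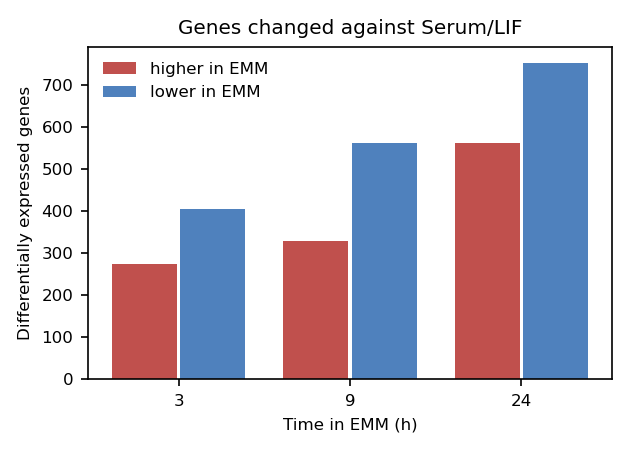
Number of differentially expressed genes (vertical axis) higher (red) and lower (blue) in EMM than in Serum/LIF at 3, 9 and 24 h (horizontal axis). The bar of lower genes is the taller of each pair, 561 against 329 at 9 h.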

While the predominant impact on gene expression was downregulation (Appendix Fig. S3D), we observed similar numbers of regions with increasing and decreasing accessibility, with a slight bias in favor of more regions opening up (Appendix Fig. S3J; Dataset EV3A). We also observed a positive correlation between RNA expression and chromatin accessibility after 24 h EMM culture (Appendix Fig. S3K; Dataset EV3B). 

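Dataset EV3B pairs genes with regions of changed accessibility, and its ATAC log2 fold changes are the paper's. For the 113 pairs (88 genes) whose gene was tested, Pearson's r across pairs was 0.649 between the log2 fold change in RNA at 24 h and that in ATAC signal (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). Spearman's rho was 0.423 (permutation test, p = 2e-05). This was 1 relation, so no adjustment applies. Pairs are not independent replicates, since genes occur with several regions and all share the same libraries. The permutation test treats them as if they were separate. For Appendix Fig. S3K the paper states thresholds of a log2 fold change above 1 and an adjusted p under 0.01. Regions with small changes are thus missing by selection in the same experiment, so r and its p do not describe all genes. With 1 mean value per gene, r was 0.640. Of the 113 pairs, 79 were higher and 22 lower in both assays, and 12 had opposite signs. Keeping only genes with at least 10 counts in every library moved r most, to 0.602. With each RNA library left out in turn, r stayed between 0.621 and 0.655.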

To provide a more robust analysis of these transcriptional states, we defined new enhancer sets involved in regulating these cell states using CUT&Tag for histone marks associated with active enhancers, H3K27ac and H3K4me1 (Fig. EV2A-F). Consistent with the overall reduction in transcription levels we observed a reduction in the number of active enhancers, from 13,705 to 3829 (Fig. EV2A), but at enhancers where the chromatin opened, we observed an increased level of acetylation, suggesting higher levels of activity (Figs. 3A and EV2F, top); a trend reflected in the opening of the shared enhancer set over time in EMM (Fig. EV2C). Conversely, we also noted a reduction of acetylation at enhancers where the chromatin is closing (Figs. 3A and EV2C, F, bottom).

**Figure EV2:**
Further characterization of the enhancer landscape of EMM-cultured ESCs. (**A**) Overlap of H3K27ac and H3K4me1 CUT&Tag peaks, defining enhancers in Serum/LIF and EMM. (**B**) GO analysis for Biological Processes of genes associated with enhancers defined by overlapping peaks for H3K27ac and H3K4me1 in ESCs cultured in Serum/LIF (top) and EMM (bottom). Discussed GO terms highlighted in blue. (**C**) Heatmaps and profiles depicting H3K27ac intensity in both Serum/LIF and EMM conditions at opening and closing enhancers. (**D**) Motif enrichment analysis of Opening versus Closing enhancers. (**E**) ATAC-seq time course metaprofiles of SL-EMM shared enhancers. (**F**) Genome browser tracks (IGV 2.14.0 software) of CUT&Tag for H3K27ac and H3K4me1, ATAC-seq and RNA-seq at the Tfcp2l1 locus (top) and Lef1 locus (bottom) at 0 h and 24 h of EMM treatment. Blue boxes depict opening enhancers, orange box depicts a closing enhancer. (**G**) GO analysis for Biological Processes of genes associated with ATAC-upregulated (top) and -downregulated (bottom) TE regions after 24 h EMM culture (noted processes in blue font).

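Of the genes at the 2 loci drawn in Fig. EV2F, Tfcp2l1 lies on chromosome 1 from 118627945 to 118685168 and Lef1 on chromosome 3 from 131110471 to 131224356. The RNA level of Tfcp2l1 was 8954 ± 714 normalized counts (SD, n = 3) in Serum/LIF, 12126 ± 566 (SD, n = 3) at 3 h, 15743 ± 471 (SD, n = 3) at 9 h and 18890 ± 497 (SD, n = 3) at 24 h. Its log2 fold change at 24 h was 1.08 (SE 0.05, edgeR adjusted p = 4.08e-10). The level of Lef1 was 180 ± 23.3 (SD, n = 3) in Serum/LIF, 166 ± 16.9 (SD, n = 3) at 3 h, 62.3 ± 11.2 (SD, n = 3) at 9 h and 36.0 ± 6.37 (SD, n = 3) at 24 h. At 3 h its log2 fold change of −0.12 was within the error (SE 0.13, edgeR adjusted p = 0.483), and at 24 h it was −2.32 (SE 0.16, edgeR adjusted p = 2.05e-08).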

Common motifs observed in open EMM enhancers include TEAD, AP1, and JAK/STAT, possibly reflecting the activation of MAPK, Hippo and LIF signaling in these cells and the presence of these GO terms for LIF, placenta, and blastocyst formation in the EMM enhancer set (Fig. EV2B,D). While motifs for the pluripotency factors OCT4 and SOX2 are better represented in closing enhancers, KLFs and ESRRB are strongly represented in EMM opening enhancers (Fig. EV2D).

We also explored regulation around the complete set of Serum/LIF-EMM shared enhancers (Fig. EV2E). As with the EMM enhancer set, ESC enhancers that respond to EMM regulate genes associated with extra-embryonic development and an assortment of metabolic responses (Fig. EV2G, top; Dataset EV3C), whereas enhancers that become less accessible at 24 h EMM culture were associated with biological processes that occur later in development (Fig. EV2G, bottom; Dataset EV3D). Collectively, EMM shuts down a large set of potentially spurious enhancers in ESCs and reinforces the activity of those associated with pre-implantation development and the signaling pathways that regulate it.

### Metabolic analysis of EMM culture reveals a role for NAD^+^-dependent Sirtuin activity

To connect the transcriptional response observed in EMM-cultured ESCs to a metabolic change, we quantified the relative abundance of metabolites in ESCs cultured in either Serum/LIF or EMM at multiple time points over a 24-h period (Fig. EV3A–C). We identified 85 metabolites that were differentially expressed between the two media conditions at all time points (Fig. EV3D; Dataset EV4). At the 3 h time point, we observed induction of L-Carnitine, with a reciprocal reduction in L-Acetylcarnitine (Fig. EV3E), indicating that ESCs are rapidly adapting to glucose depletion and catabolizing other molecules, such as fatty acids and amino acids, in order to generate intermediate metabolites for the tricarboxylic acid (TCA) cycle. 

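Cpt1a, on chromosome 19 from 3322334 to 3385733, encodes a carnitine palmitoyltransferase that brings fatty acids into mitochondria. In the time course its level was 2528 ± 121 normalized counts (SD, n = 3) in Serum/LIF, 2488 ± 60.0 (SD, n = 3) at 3 h, 3416 ± 113 (SD, n = 3) at 9 h and 3261 ± 107 (SD, n = 3) at 24 h. Against Serum/LIF the log2 fold change was 0.43 at 9 h (SE 0.04, edgeR adjusted p = 9.57e-07) and 0.37 at 24 h (SE 0.04, edgeR adjusted p = 3.83e-06), both below the fold threshold. Every library at 9 h and at 24 h had more normalized counts than every Serum/LIF library (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). At 3 h the log2 fold change was −0.02 (SE 0.04, edgeR adjusted p = 0.695), and its sign changed with single libraries left out and with no filter on low counts.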

Consistent with the need to engage fatty acid metabolism via the TCA cycle, we found that culturing ESCs in EMM elevated levels of the mitochondrial membrane fatty acid transporter CPT1A by immunofluorescence (Fig. EV3F) and in our EMM RNA-seq dataset (Fig. EV3G). Fatty acid oxidation, measured by 14C-Palmitate oxidation, was also increased in EMM (Fig. EV3H).

**Figure EV3:**
Downstream responses to EMM metabolic phenotypes and the enzymes propagating them. (**A**) Experimental outline for Serum/LIF and EMM time course used for metabolomic analysis. (**B**) PC1 vs 2 for Serum/LIF-cultured ESCs at 3 h, 9 h and 24 h in culture. (**C**) PC1 vs 2 for EMM-cultured ESCs at 3 h, 9 h and 24 h in culture. (**D**) Heatmap of enriched metabolites (Log_2_FC < 1, *P*_adj_ < 0.05) in Serum/LIF-cultured ESCs versus all time points during EMM culture, *n* = 8 technical replicates per sample. (**E**) Levels of L-Acetylcarnitine (left) and L-Carnitine (right) in Serum/LIF and EMM-cultured ESCs after 3 h culture. *P* values: L-Acetylcarnitine ****P < 0.0001; L-Carnitine ***P = 0.0004, unpaired two-tailed *t* test, *n* = 8 technical replicates per sample. (**F**) Immunostaining for CPT1A in Serum/LIF and EMM-cultured ESCs after 24 h. Data are representative of 3 biological replicates. Scale bar = 40μm. (**G**) Normalized counts from RNA-seq for *Cpt1a* in Serum/LIF and EMM-cultured ESCs after 3 h, 9 h and 24 h in the indicated condition. *P* values: n.s.=0.846 ***P = 0.0008, **P = 0.0015, unpaired two-tailed *t* test, *n* = 3 biologically independent samples. (**H**) Fatty acid oxidation assay, measuring metabolism of C^14^-labeled palmitic acid in SL- and EMM-cultured ESCs after 24 h, representative of 3 independent experiments. Data was normalized to protein levels. ****P < 0.0001, unpaired two-tailed *t* test. (**I**) Schematic for NAD^+^ salvage pathway with individual plots for the depicted metabolites after 3 h, 9 h, 24 h in EMM culture. *P* values: NAD + 9 h vs 24 h **P = 0.001; NAM 3 h vs 24 h ****P < 0.0001, 9 h vs 24 h ***P = 0.0003; NMN 3 h vs 9 h ****P < 0.001, 3 h vs 24 h **P = 0.0012, 9 h vs 24 h ***P = 0.0009; NADH 9 h vs 24 h *P = 0.0145; unpaired two-tailed *t* test, *n* = 8 technical replicates per sample.

Pathway enrichment analysis of the differentially regulated metabolites revealed that in addition to alterations in individual amino acid metabolism, “Nicotinate and Nicotinamide Metabolism” was highly enriched (Fig. 2A). These factors are the components of the NAD^+^ salvage pathway (Fig. EV3I), which is essential for many metabolic pathways throughout the cell, including the regulation of chromatin-associated proteins involved in gene transcription (Berger and Sassone-Corsi, 2016). In addition, we also identified 10/14 of the top significantly enriched metabolic pathways (Fig. 2A, blue font) as associated with NAD^+^ homeostasis. There are two main classes of NAD^+^-dependent nuclear enzymes: Sirtuins and PARPs, which often regulate each other’s activity, and are thought to compete for NAD^+^ (Bai et al, 2011; Pillai et al, 2005; Zhang et al, 2012). We therefore asked whether either of these enzymes were responsible for mediating the transcriptional effects of metabolic reprogramming induced by EMM. We found that PARylation activity of PARP enzymes was drastically reduced in EMM culture after 24 h (Appendix Fig. S4A) and that PARP inhibitors could not block EMESC induction by EMM (Appendix Fig. S4B), suggesting that the immediate early impact of NAD^+^ on transcription is likely due to Sirtuin activity.

**Figure 2:**
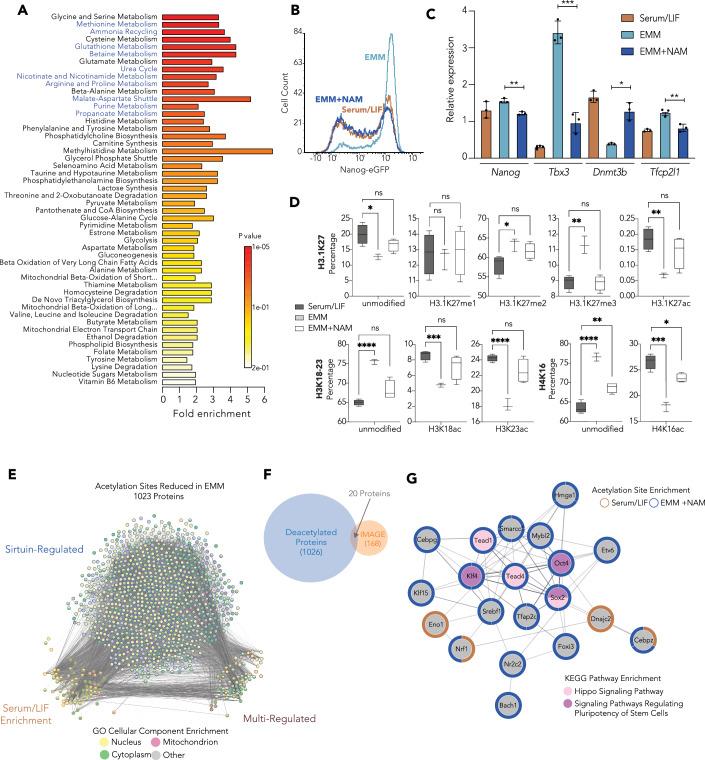
Metabolic changes driven by EMM culture and their impact on EMESC phenotypes. (**A**) Metabolite Set Enrichment Analysis (MSEA) of metabolic pathways that are differentially expressed during EMM culture, as analyzed by MetaboAnalyst 2.0 (see “Methods”). (**B**) Flow cytometry histogram for Nanog-eGFP ESCs cultured in Serum/LIF and EMM −/ + NAM for two passages. Data are representative of three experimental replicates. (**C**) RT-qPCR analysis of EMM immediate response genes in ESCs cultured in Serum/LIF and EMM −/ + NAM for 24 h. Data are mean + s.d., *n* = 3 biologically independent samples. *P* values: *Nanog* EMM vs EMM + NAM **P = 0.0093; *Tbx3* EMM vs EMM + NAM ***P = 0.0005; *Dnmt3b* EMM vs EMM + NAM *P = 0.0164; *Tcfp2l1* EMM vs EMM + NAM **P = 0.0048. Two-tailed unpaired *t* test. (**D**) Global histone PTM levels quantified by mass spectrometry. *n* = 4 biological replicates (3 for EMM). Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5× IQR. *P* values: unmodified H3K27: *P = 0.0136, ns *P* = 0.1225; H3K27me1: ns (left) *P* = 0.7916, ns (right) *P* = 0.8986; H3K27me2: *P = 0.0297, ns *P* = 0.0851; H3K27me3: **P = 0.0016, ns *P* = 0.8683; H3K27ac: **P = 0.0029, ns *P* = 0.2464; unmodified H3K18K23: ****P < 0.001, ns *P* = 0.559; H3K18ac: ***P = 0.0002, ns *P* = 0. 1430; H3K23ac: ****P < 0.001, ns *P* = 0887; unmodified H4K16: ****P < 0.001, **P = 0.0021; H4K16ac: ***P = 0.0003, *P = 0.0105. Two-tailed unpaired *t* test. (**E**) Node STRING map depicting 1023 (out of 1026 queried) proteins deacetylated in EMM relative to Serum/LIF and/or EMM + NAM (Sirtuin-regulated). (**F**) Venn diagram depicting overlap between TFs enriched in IMAGE analysis (168) and proteins that were significantly deacetylated in EMM (1023). (**G**) STRING diagram and KEGG Pathway analysis of 20 TFs enriched in acetylome and IMAGE analysis. Source data are available online for this figure.

Sirtuin-mediated deacetylation of histones and TFs has been linked to both somatic and ESC self-renewal, differentiation, and reprogramming (Ryall et al, 2015; Williams et al, 2016). Sirt1, in particular, has been shown to be both the most highly expressed Sirtuin in the mouse and human (Nowotschin et al, 2019; Li et al, 2022; Proks et al, 2025) pre-implantation embryo, and has been shown to act in reprogramming to induced pluripotent cells (Lee et al, 2012) and the maintenance of pluripotency (Williams et al, 2016). We found that the transition of ESCs to ICM-like EMESCs induced by EMM was inhibited by NAM, which acts as a potent SIRT inhibitor (Bitterman et al, 2002) (Fig. 2B,C). Based on histone-targeted mass spectrometry, we observed that EMM-cultured ESCs have reduced acetylation of histone lysines at H3K9, H3K27 and H4K16 after 24 h (Fig. 2D; Appendix Fig. S4C,D; Dataset EV5). We also noted a general decrease of histone acetylation alongside a reciprocal gain in methylation (Appendix Fig. S4E). The addition of NAM also blocked the capacity of EMM to promote the co-expression of NANOG within the GATA6-positive cells in EMM culture (Appendix Fig. S4F).

We found that the SIRT1 inhibitor Ex-527 (Gertz et al., 2013) partially blocked EMM-mediated increases in *Nanog* expression, suggesting that additional members of the Sirtuin family could be involved in the metabolic induction of ICM-like transcription (Appendix Fig. S4G). To rule out the possibility that EMM acts through general levels of histone acetylation, we used an inhibitor for the broad-acting histone acetylases CREBBP (CBP) and EP300 (A-485 Lasko et al, 2017). We found that transcription of *Nanog* was reduced to a similar degree in both Serum/LIF- and EMM-cultured ESCs after 3 h (Appendix Fig. S4H,I), indicating that a specific pattern of deacetylation regulated by Sirtuin proteins is responsible for the EMESC phenotype.

### Deacetylation of ICM-specific TFs mediates enhancer occupancy in EMESCs

We sought to identify Sirtuin-dependent deacetylations in EMM by performing an acetylome on ESCs cultured in Serum/LIF, EMM or EMM + NAM for 24 h, before immunopurification of acetyl-lysine, followed by quantitative LC-MS/MS (Fig. EV4A). As expected, the number of acetylated lysines was higher in EMM + NAM compared to Serum/LIF and EMM, since NAM is a potent inhibitor of Sirtuin deacetylases (Fig. EV4B–D). We then identified the sites that were specifically deacetylated in EMM relative to the other two conditions in response to this fundamental shift in metabolism (Figs. 2E and EV4E; Dataset EV6A). In EMM 1871 sites were deacetylated out of a total number of 6733 identified sites (Fig. EV4F,G; Dataset EV6A,B). Moreover, most of these proteins were enriched in the nucleus (77%), with 12% enriched in chromatin, indicating that the major response to the acetylome occurs in the nucleus and therefore affects nuclear processes such as transcription (Fig. EV4F,G; Dataset EV6A,B).

**Figure EV4:**
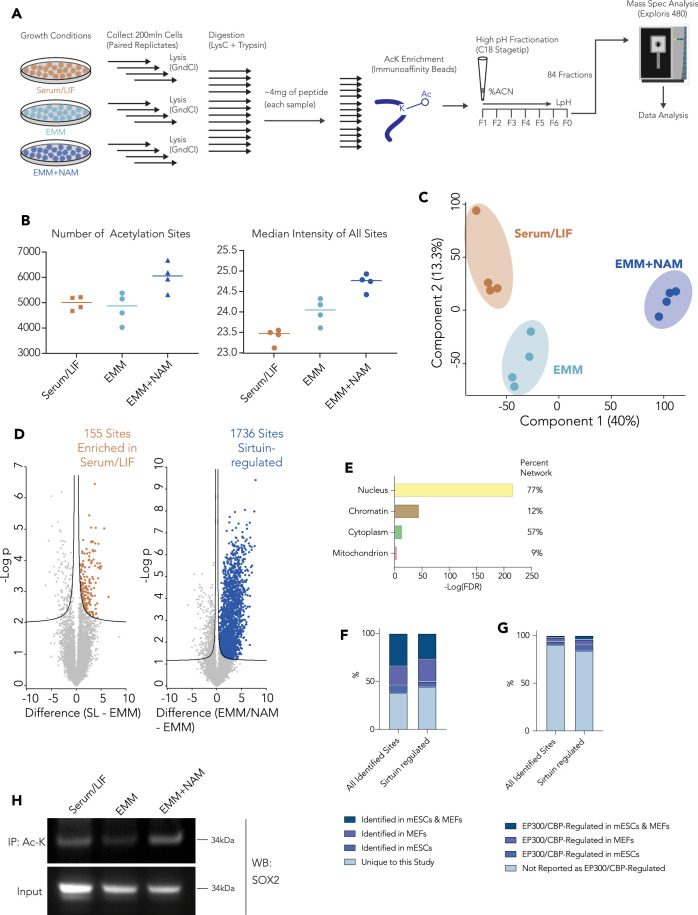
Further characterization of acetylome of EMM-cultured ESCs. (**A**) The experimental setup to determine differential acetylation in ESCs cultured in Serum/LIF, EMM and EMM + NAM for 24 h. *n* = 4 experimentally independent samples. (**B**) Total number of acetylated sites detected in samples (left); Median intensity of all acetylated sites detected in samples (right). (**C**) PCA plot of acetylated sites in different samples. (**D**) Volcano plots depicting significantly differentially acetylated sites (FDR 5%) between EMM and Serum/LIF (left) and between EMM and EMM + NAM (right). (**E**) GO Cellular Component Enrichment table for sites deacetylated in EMM, with percent network. (**F**) Bar chart depicting percentage of all identified sites (6733) and that are also identified in datasets from (Weinert et al, 2018; Narita et al, 2021). (**G**) Bar chart depicting percentage of all identified sites (6733) and the overlap between the Sirtuin-regulated sites we defined (1731) and those  regulated by EP300/CBP in datasets from (Weinert et al, 2018; Narita et al, 2021). (**H**) IP for Acetylated lysine and Western blot analysis of SOX2 in ESCs cultured for 24 h in Serum/LIF and EMM, +/− NAM. Data are representative of 3 biologically independent samples.

Acetylation is generally associated with enhancer activation, and we observed extensive acetylation of CBP and EP300 across all conditions (Dataset EV7). However, in both proteins none of the commonly identified acetylated sites in the KAT domain (Thompson et al, 2004; Wang et al, 2005) were deacetylated by Sirtuins. While we detected several Sirtuin-regulated deacetylations in CBP/EP300, they were outside of defined regulatory domains and have no known effect on catalytic function (Dataset EV7), consistent with our observation that inhibition of the KAT activity of EP300/CBP does not produce a similar phenotype to EMM (Appendix Fig. S4H,I). We next compared our dataset to previously reported EP300/CBP-dependent mouse embryonic acetylomes (Weinert et al, 2018; Narita et al, 2021). We observed considerable overlap in specific acetylated residues (Fig. EV4G; Dataset EV8A,B) and therefore assessed whether sites identified as Sirtuin-dependent were also regulated by EP300/CBP. We found that 6% of all detected acetylations were EP300/CBP-regulated (comparable to the levels of EP300/CBP regulation reported in Weinert et al, 2018; Narita et al, 2021), with only a minor enrichment of EP300/CBP-regulated sites that were also Sirtuin-dependent (Dataset EV8C–E). As EP300/CBP and Sirtuins are chromatin regulators, we focused on whether this minor enrichment is merely a byproduct of transcription and constructed a network of Sirtuin-regulated proteins associated with chromatin regulation, transcriptional activity, and stem cell maintenance (Dataset EV9). Based on the overlap of this network with sites known to be regulated by EP300/CBP, there was no enrichment of proteins with co-regulated acetylation sites. In addition to these factors, we identified acetylation sites in canonical pluripotency and ICM-related TFs that were Sirtuin-, but not EP300/CBP-regulated (e.g., SOX2, OCT4, NANOG, TEAD4, YAP1, TFAP2C, MYC; Dataset EV9).

To deduce which primary TFs within our acetylome are responsible for metabolic regulation of transcription, we used the algorithm, “Integrated analysis of Motif Activity and Gene Expression” (IMAGE) to decipher the functional elements within regulatory regions and predict TFs that are likely to be causal in inducing changes in gene expression (Grud et al, 2018). We applied IMAGE to our RNA- and ATAC-seq data across the time course for EMM induction and predicted 168 causal TFs (Dataset EV10A). KEGG pathway analysis revealed an enrichment of TFs involved with cancer, general pluripotency, and the Hippo signaling pathway. Of this set of potential causal TFs identified by IMAGE, 20 were also regulated at the level of acetylation (Fig. 2F, Dataset EV10B). This reduced list maintains KEGG pathway analysis enrichment for pluripotency and the Hippo pathways (Fig. 2G, Dataset EV10C), suggesting that the acetylation of these factors could determine the transcriptional state adopted by EMESCs.

As histone deacetylation dampens enhancer activity, we assume one or all of these TFs drive selective enhancer activation. Thus, we asked whether there was a specific TF that was deacetylated in a position that would be predicted to enhance its affinity for DNA. From the list of 20 TFs, only one has lysines that are acetylated in its DNA binding domain, SOX2 (Fig. 2G, Dataset EV10D). We had also observed that SOX2 acetylation is increased in EMM, but this acetylation is lost with the addition of NAM, (Fig. EV4H). We therefore asked how EMM influences SOX2 binding and whether this correlates with the recruitment of H3K27ac, or the recruitment of two other TFs that are deacetylated, but not in their DNA binding domain, TEAD1 and KLF4. CUT&Tag for these factors revealed that they are all found clustered with increased levels of acetylation at regulated enhancers (Fig. 3B,C), and that SOX2 binding to both open and closed enhancer regions was three- to fourfold stimulated by EMM (Fig. 3C). While the binding of both TEAD1 and KLF4 is globally reduced in EMM, their binding is enhanced at regions where SOX2 is bound, particularly in opening regions (Fig. 3C). Motif analysis of the new SOX2 peaks in EMM shows significant enrichment for these deacetylated TFs (Fig. 3D). Taken together, this suggests that SIRT1-mediated deacetylation of these factors drives their cooperative binding to sites that exhibit enhanced SOX2 binding in EMM. In this way, deacetylated histones would suppress transcriptional or epigenetic noise at the same time as the deacetylated TF drives specific enhancer activation.

**Figure 3:**
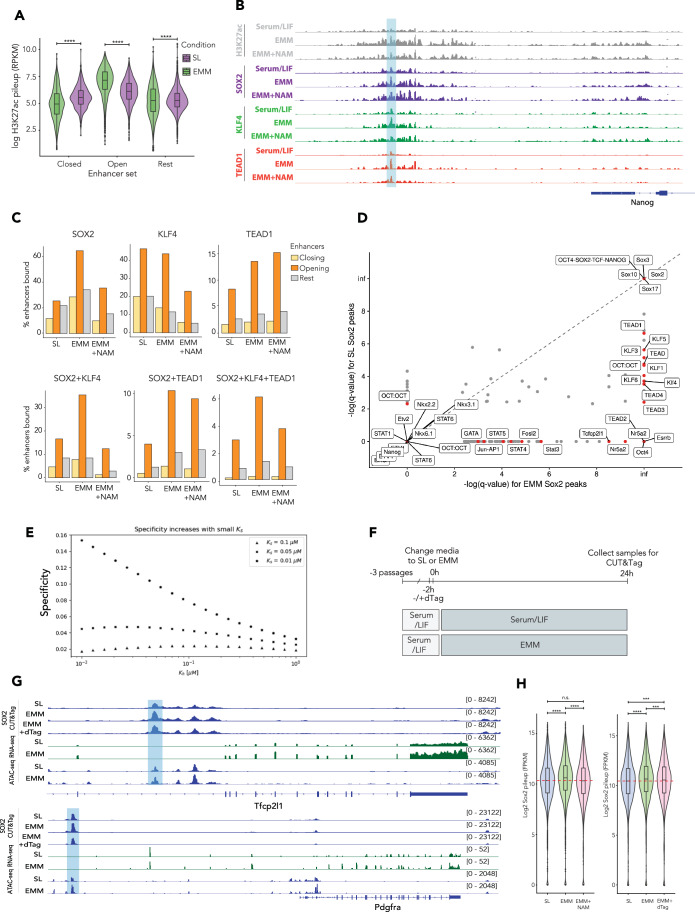
Sirtuin-dependent deacetylation of lineage-specific transcriptional regulators underlies EMM phenotype. (**A**) Violin plot depicting H3K27ac distribution at opening, closing, and non-changing enhancers in SL and EMM conditions. Peaks present in 3/3 replicates per condition for H3K27ac, ****P < 0.0001, one-way ANOVA test. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5× IQR. Bonferroni-corrected *P* values: SL Closed vs EMM Closed ****P < 0.001; SL Open vs EMM Open ****P < 0.001; SL non-changing vs EMM non-changing ****P < 0.001. Wilcoxon rank-sum test. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5× IQR. (**B**) Genome browser track (IGV 2.14.0 software of an example region showing the distribution of H3K27ac, as well as the transcription factors SOX2, KLF4 and TEAD1 at the Nanog proximal enhancer. (**C**) Percent of enhancers in each set overlapped by peaks co-bound by SOX2, KLF4, and TEAD1. Peaks present in 2/3 replicates per condition for KLF4 and TEAD1, and in 4/6 reps for SOX2. (**D**) Motif enrichment analysis on SL vs EMM peaks for SOX2 using 4/6 biological replicates over two experiments. (**E**) Mathematical model depicting the increase in specificity, e.g., SOX2 binding to pluripotency enhancers with increasing binding affinity of SOX2 to DNA versus histone binding affinity to DNA. (**F**) Experimental outline depicting SOX2 CUT&Tag assay in Sirt1-FKBP cell line. (**G**) Genome browser tracks depicting SOX2 binding in the Sirt1-FKBP ES cell line, in SL, EMM and EMM+dTag-13 conditions, with RNA-seq and ATAC-seq tracks at the *Tfcp2l1* (top) and *Pdgfra* (bottom) loci. Blue boxes depict opening enhancers. (**H**) Violin plot showing SOX2 binding (log2 read count) distribution at all SL-EMM enhancers in WT ESCs. In SL, EMM and EMM + NAM conditions. Peaks present in 3/3 replicates per condition for SOX2. Bonferroni-corrected *P* values: WT SL vs EMM ****P < 0.001; WT EMM vs EMM + NAM ****P < 0.001; WT SL vs EMM + NAM n.s. *P* = 0.11; Sirt1-dTag SL vs EMM ****P < 0.001; Sirt1-dTag EMM vs EMM+dTag ***P = 0.00033; Sirt1-dTag SL vs EMM+dTag ***P = 0.0002. Wilcoxon rank-sum test. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5× IQR.

#### SIRT1 deacetylation of SOX2 drives cooperative response to metabolic change

To probe the generality of this mechanism, we began by asking whether simultaneously enhancing histone and TF affinity would enhance specificity with a simple mass action model. We invoked cooperativity in the form of a Hill coefficient and showed a profound change in productive binding in response to simultaneously increasing both affinities (Fig. 3E). We next thought to validate the role of SIRT1 in this process by generating a conditional Sirt1 knockdown ESC line. Based on the removal of the catalytic domain at exons 4-6 (Appendix Fig. S5A), we both eliminate SIRT1 protein and the ability of EMM to promote histone deacetylation (Appendix Fig. S5B–D), indicating that SIRT1 is likely responsible for histone deacetylation in response to EMM. Consistent with previous observations in standard ESC conditions (Baltus et al, 2009), we also observed that SIRT1 was required to deacetylate SOX2 in EMM (Fig. EV4H; Appendix Fig. S5E).

Having shown that SIRT1 is required to deacetylate SOX2 in EMM, we sought to demonstrate the specific influence of SIRT1 on SOX2 occupancy of chromatin in EMM. To do this, we rescued Sirt1-KO ESCs with a SIRT1-FKBP fusion under the control of tetracycline (Appendix Fig. S5F–H), in which a homozygous knockout mutant was rescued by SIRT1-FKBP that can be rapidly degraded by the addition of the molecule dTag-13. Using these mutants, we demonstrate that histone deacetylation in response to EMM is reduced when SIRT1 is rapidly degraded (Appendix Fig. S5I). In parallel, we found that the majority of EMM-stimulated SOX2 binding at enhancers is SIRT1-dependent, and this is most pronounced where the ATAC signal is weakest (Figs. 3F–H and EV5A,B).

**Figure EV5:**
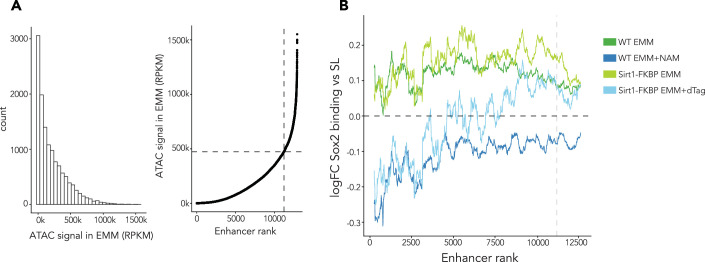
Extra analysis of SIRT1 deacetylation of SOX2, and of SOX2 CUT&Tag in Sirt1-FKBP cell lines. (**A**) Histogram ATAC signal count showing the number of SL-EMM merged enhancers plotted against ATAC signal in EMM (left), and enhancers ranked by ATAC signal (right). (**B**) Sliding window analysis of SOX2 signal pileup at enhancers ranked by ATAC signal in EMM, with the signal normalized to SL (for WT samples) and SL GFP+ (Sirt1-FKBP samples).

Finally, in order to assess whether deacetylation of SOX2 in its HMG domain is sufficient to drive the EMM response, we generated SOX2 constructs with the three potential SIRT1 target lysines identified in the HMG domain mutated to either arginine (mimicking deacetylated lysine, 3K-R) or glutamine (mimicking acetylated lysine, 3K-Q), and assessed their capacity to generate ESC colonies in EMM in a SOX2-FKBP ESC line (Liu et al, 2021) (Fig. 4A,B). Two of these residues (K67 and K97) were identified in our acetylome (Fig. 2G), and one (K75) was previously identified as a SIRT1-regulated lysine (Mu et al, 2015). Rescue of SOX2 expression with the K-R construct modestly enhances the capacity of SOX2-depleted ESCs to generate naïve colonies, whereas the K-Q construct totally blocks the ability of EMM to induce its enhanced self-renewal phenotype and generate naïve colonies (Fig. 4C). These data suggest that a general metabolic change can elicit a specific phenotype by the simultaneous deacetylation of chromatin alongside a sequence-specific TF.

**Figure 4:**
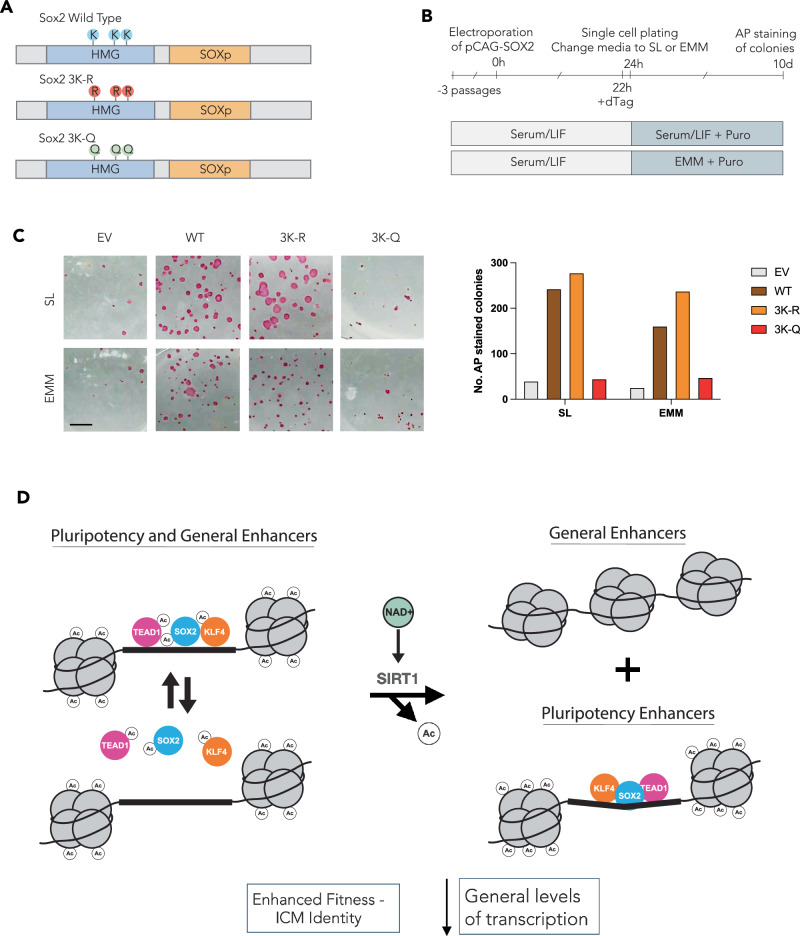
Specific deacetylation of SOX2 by SIRT1 is required for EMM phenotype. (**A**) Schematics of SOX2 WT, 3K-R (deacetylation phenotype), and 3K-Q (acetylation phenotype). (**B**) Experimental outline depicting colony assay formation in SOX2-FKBP cell line treated with dTag-13 and transfected SOX2 transgenes. (**C**) Images of Alkaline Phosphatase-stained colonies after 9 days culture in SL or EMM with Puromycin selection, with quantification of AP-stained colonies from two experiments (right). Scale bar  = 50 mm. (**D**) Model depicting how activated SIRT1 regulates transcription factors and histones to promote an ICM-like (pluripotent) identity, downstream of a metabolic shift induced by EMM culture. Source data are available online for this figure.

## Discussion

We found that ESCs can be reprogrammed metabolically to a more ICM-like state by forcing enhanced dependence on OXPHOS at the expense of glycolysis. The induction of ICM-like EMESCs was rapid and exploited alterations in NAD^+^ metabolism derived from this metabolic switch, that drive deacetylation of essential TFs. In general, this enhanced specificity is achieved by simultaneously increasing the affinity of the TF and that of chromatin, to reduce epigenetic or transcriptional noise at the same time as enhancing a specific transcriptional response. Based on our work with the pluripotency network, we find this likely involves a trigger TF with deacetylation in its DNA binding domain, coupled to cooperativity with a suite of other deacetylated TFs.

Increased levels of NAD^+^ turnover appear to be responsible for the transcriptional response observed in EMESCs, and lineage-specific responses to alterations in the ratio of OXPHOS to glycolysis. This is reminiscent of observations that suggest NAD^+^ recycling is linked with increased levels of stem cell potency and reduced cell aging in a wide variety of contexts (Calvanese et al, 2010; Son et al, 2016; Liu et al, 2019). Sirtuins and PARPs, the two major groups of NAD^+^-consuming nuclear enzymes, appear to be disproportionally affected by EMM culture, with PARP activity reduced as Sirtuin-mediated deacetylation increases. This could reflect the fact that Sirtuins are more sensitive to fluctuations in local NAD^+^ levels than PARPs (Houtkooper et al, 2010; Mendoza-Alvarez and Alvarez-Gonzalez, 1993), making these deacetylases the logical drivers of NAD^+^ mediated cellular phenotypes. In particular, Sirtuins are known to have regenerative properties in a variety of species (Bonkowski and Sinclair, 2016), and perhaps their capacity to activate early embryonic programs is central to some of these phenomena. In particular, the molecular mechanism we describe here (see Model, Fig. 4D), in which reduction of transcriptional noise occurs with the elevation of specific signals, could underlie how these factors attenuate the aging process. Thus, this family of chromatin modifiers could enhance lineage-specific signatures while reducing non-specific transcription that leads to the phenotype variation produced in response to aging.

While the acquisition of an EMESC ICM-like state relied on “activating” deacetylation of key TFs, it was also accompanied by an apparent reduction in histone acetylation. This is consistent with the observation that the primary response to EMM is transcriptional inhibition. How then does the activation of Sirtuin deacetylases lead to the observed increases in accessibility at ICM-like enhancers and accompanying changes in gene expression, despite these reductions in histone acetylation? We detected robust acetylation of EP300 and CBP in all conditions and the treatment of ESCs with a KAT inhibitor did not phenocopy EMM, but rather produced the same global inhibition of transcription that had been observed previously (Lasko et al, 2017; Weinert et al, 2018). Thus, Sirtuin activity may result in reduced histone, but not regulatory EP300/CBP acetylation, suggesting deacetylated TFs can directly recruit EP300/CBP to specific enhancers. As a result, we observed that enhancer sequences marked by H3K27ac exhibit enhanced accessibility in EMM, despite the overall reduction in H3K27ac levels. That the dominant lineage-specific transcriptional output of the Sirtuin family in response to metabolic reprogramming occurs via the deacetylation of TFs associated with ICM identity might explain why these enzymes have been linked to the acquisition of pluripotency (Staszkiewicz et al, 2013; Williams et al, 2016; Kim et al, 2018). Moreover, we observe two classes of Sirtuin-responsive TFs (Fig. 4D), in the instance of SOX2, the deacetylation occurs in the DNA binding domain and has global effect on SOX2 binding. For the other class of TFs, the deacetylation occurs elsewhere and appears to drive enhanced occupancy, but in regions where SOX2 is also present.

While ESCs in states that resemble earlier stages of development, such as in 2i/LIF, are characterized by higher levels of histone acetylation (Marks and Stunnenberg, 2014), the opposite is observed in EMESCs. Yet, despite these reduced levels of histone acetylation, EMESCs exhibit enhanced contribution to chimeras and extra-embryonic differentiation. Does this mean that EMESCs have a less noisy and higher fidelity steady state than ground-state ESCs? Perhaps OXPHOS establishes a ground state for all development, while the enhanced dependence on glycolysis in Epi, PrE and TE restricts lineage choice. Around implantation, cells in the ICM are reliant upon OXPHOS, which is subsequently downregulated as cells transit into peri-implantation epiblast, and glycolysis is upregulated (Shyh-Chang et al, 2013). Similarly, TE cells also have higher rates of glucose metabolism than ICM cells (Houghton, 2006). When embryos are cultured in reduced nutrient conditions, the addition of pyruvate increases the number of TE cells (Ermisch et al, 2020), consistent with our observation that the number of ICM cells are increased in embryos deprived of glucose metabolism.

Although initial inspection of the TFs deacetylated in EMESCs reveals a number of naïve pluripotency factors, these are all expressed in the ICM and a number of them are also expressed in the early PrE in addition to the Epi (Morgani and Brickman, 2015; Frum et al, 2013; Wicklow et al, 2014; Nowotschin et al, 2019, Linneberg-Aggerholm et al, 2024). The culture of embryos in EMM appears to generate a development stasis, in which there are more NANOG-positive cells in a manner that is reminiscent to diapause. In this respect, it is intriguing that a recently published report links the principal EMM component, galactose to human diapause (Iyer et al, 2024).

To link an ubiquitous cellular process such as energy metabolism to cell programming requires an intricate set of metabolically coupled enzymes that can act directly on transcriptional programs. Here, we identified a way in which a binary metabolic switch could program a complex change in cell states and potentially links metabolic fitness to lineage choice. Thus, an enhanced dependence on OXPHOS characterized here by higher levels of fatty acid oxidation and the suppression of glycolysis induces an ICM-like foundation state for lineage specification. This implies that reducing metabolic or transcriptional noise enhances differentiation competence and that this metabolically “quiet” state was selected to have the greatest developmental potential. Moreover, the decay of this transcriptional signal-to-noise ratio could be an essential component of aging (Bartz et al, 2023), as progenitor or stem cells produce a spectrum of unwanted phenotypes in response to reducing this ratio. Consequently, this phenomenon and the ability of NAD^+^-coupled Sirtuin activity to counteract it, could underlie the reduced fitness of stem cell populations that occurs with aging and the ability of these enzymes to act on this process.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
E14tg2a Wild-Type ESCs (Mus musculus)	Gift from Kunath lab, University of Edinburgh	N/A
Hex-Venus reporter ESCs (Mus musculus)	Canham et al, 2010	N/A
H2B-Tomato reporter ESCs (Mus musculus)	This study	N/A
Nanog-EGFP reporter ESCs (Mus musculus)	Gift from Thompson lab, USCF	N/A
Sirt1-GFP-FKBP ESCs (Mus musculus)	This study	N/A
Sox2-mCherry-FKBP ESCs (Mus musculus)	Gift from De Wit lab, NCI, Amsterdam	N/A
**Recombinant DNA**		
pTET-Sirt1-FKBP-GFP	This study	N/A
pCAG-FLAG.SOX2 WT	This study	N/A
pCAG-FLAG.SOX2 3K-R	This study	N/A
pCAG-FLAG.SOX2 3K-Q	This study	N/A
**Antibodies**		
Rat anti-NANOG	eBioscience	14-5761
Rabbit anti-GFP conjugated to Alexa Fluor 488	Thermo Scientific	A-21311
Goat anti-GATA6	R&D	AF1700
Mouse anti-CYTOKERATIN7	Santa Cruz	sc70936
Mouse anti-H4K16ac	Thermo Scientific	MA5-27794
Rabbit anti-H3K9ac	Abcam	ab10812
Rabbit anti-H3K27ac	Abcam	ab4729
Rabbit anti-HISTONE H3.3	Merck	cs207327
Goat anti-SOX2	R&D	RDP320-025
Goat anti-OCT3/4	Santa Cruz	sc8629
Mouse anti-CDX2	BioGenex	#MU392A-UC
ANNEXIN V-FITC conjugated	Sigma-Aldrich	A13199
Mouse anti-CPT1A	Abcam	ab128568
Goat anti-KLF4	R&D	AF3158
Rabbit anti-H3K4me1	Abcam	ab8895
Rabbit anti-TEAD1	CST	D9X2L
Rabbit anti-phospho-ERK1/2	CST	4370
Mouse anti-ERK1/2	CST	9107
Mouse anti-Active B-CATENIN (anti-ABC)	Millipore	05-665
Rabbit anti-phospho-AKT (Ser473)	CST	4060
Mouse anti-AKT	CST	2966
Rabbit anti-phospho-STAT3 (Tyr705) XP	CST	9145
Mouse anti-STAT3	CST	9139
Rabbit Poly/Mono-ADP Ribose (E6F6A)	CST	83732
**Oligonucleotides and other sequence-based reagents**		
**CRISPR guides**		
Sirt1-KO CRISPR guide1	fw oligo: CACCGGTCTGGGAAGTCCACCGCA	N/A
	rv oligo: AAACTGCGGTGGACTTCCCAGACC	N/A
Sirt1-KO CRISPR guide2	fw oligo: CACCGATAAAGAGTTCTCACGTGT	N/A
	rv oligo: AAACACACGTGAGAACTCTTTATC	N/A
**qPCR primers**		
*Nanog*	fw oligo: CCTCCAGCAGATGCAAGAA	N/A
	rv oligo: GCTTGCACTTCATCCTTTGG	N/A
*Tbx3*	fw oligo: TTGCAAAGGGTTTTCGAGAC	N/A
	rv oligo: TGCAGTGTGAGCTGCTTTCT	N/A
*Dnmt3b*	fw oligo: TGAATGACAAGAAAGACATCTCAAG	N/A
	rv oligo: CGGGTAGGTTACCCCAGAAG	N/A
*Tfcp2l1*	fw oligo: CCAAGTCTCCTCTTTTGGATTTC	N/A
	rv oligo: CCTAGAGGAGTTCTGAACATACATGA	N/A
*Oct4*	fw oligo: GTTGGAGAAGGTGGAACCAA	N/A
	rv oligo: CTCCTTCTGCAGGGCTTTC	N/A
*cMyc*	fw oligo: CCTAGTGCTGCATGAGGAGA	N/A
	rv oligo: TCTTCCTCATCTTCTTGCTCTTC	N/A
*Gata4*	fw oligo: TTCGCTGTTTCTCCCTCAAG	N/A
	rv oligo: CAATGTTAACGGGTTGTGGA	N/A
*Sox7*	fw oligo: GCGGAGCTCAGCAAGATG	N/A
	rv oligo: GGGTCTCTTCTGGGACAGTG	N/A
*Eomes*	fw oligo: ACCGGCACCAAACTGAGA	N/A
	rv oligo: AAGCTCAAGAAAGGAAACATGC	N/A
*Gata3*	fw oligo: TTATCAAGCCCAAGCGAAG	N/A
	rv oligo: TGGTGGTGGTCTGACAGTTC	N/A
*Nestin*	fw oligo: CTGCAGGCCACTGAAAAGT	N/A
	rv oligo: TTCCAGGATCTGAGCGATCT	N/A
*Zfp521*	fw oligo: GAAACCGAGATCCCTCAAAGA	N/A
	rv oligo: TTCTGGCCTCTTCTTGCAGT	N/A
*Gata6*	fw oligo: GGTCTCTACAGCAAGATGAATGG	N/A
	rv oligo: TGGCACAGGACAGTCCAAG	N/A
*Pdgfra*	fw oligo: GTCGTTGACCTGCAGTGGA	N/A
	rv oligo: CCAGCATGGTGATACCTTTGT	N/A
*Elf5*	fw oligo: GCAGCTCTGCAGCATGAC	N/A
	rv oligo: TTCAGCATCATTGAAAAAGGAG	N/A
**Chemicals, enzymes, and other reagents**		
DMEM no glucose	Thermo-Fisher	11966025
Advanced DMEM/F-12	Gibco	12634010
Neurobasal media	Thermo-Fisher	21103049
KnockOut DMEM	Thermo-Fisher	10829018
KnockOut Serum Replacement (KSR)	Gibco	10828028
Opti-MEM	Gibco	31985062
L-Glucose	Sigma-Aldrich	G8270
L-Galactose	Sigma-Aldrich	G7134
l-Glutamine	Sigma-Aldrich	G7513
MEM nonessential amino acid solution	Sigma-Aldrich	M7145
2-Mercaptoethanol	Thermo-Fisher	31350010
Sodium Pyruvate	Thermo-Fisher	11360070
Bovine serum albumin solution (BSA)	Sigma-Aldrich	A8412
Trypsin	Sigma-Aldrich	T4799
Accutase	Sigma-Aldrich	SF006
DPBS	Sigma-Aldrich	D8537
Fetal bovine serum	Generated in-house	N/A
LIF	Generated in-house	N/A
N2 Supplement	Thermo-Fisher	17502048
B27 Supplement	Thermo-Fisher	17504044
Nicotinamide (NAM)	Sigma-Aldrich	N3376
PD0325901	Axon Medchem	1408
CHIR99021	Sigma-Aldrich	SML1046
G418	InvivoGen	ant-gn-1
Lipofectamine 2000	Thermo-Fisher	11668027
6-well plates	Sigma-Aldrich	CLS3516
10 cm dishes	Sigma-Aldrich	CLS430293
Hoechst 33342	Invitrogen	H3570
DAPI	Sigma-Aldrich	D9542
**Software**		
LAS X	Leica Microsystems	
Fiji	ImageJ	
ImarisX64 9.5.1	Oxford Instruments	
FCS Express v6	BD Biosciences	
BD FACSDiva™	BD Biosciences	
Metaboanalyst 2.0	Chong et al, 2019	
MaxQuant v 1.6.0.1, 1.6.15	MaxQuant	
Perseus v 1.6.0.2, 1.6.14	MaxQuant	
IGV_2.14.0	Broad Institute	
**Other**		
SH800S Cell sorter	Sony Biotechnology	
LSR Fortessa	BD bioscience	
SP8 confocal microscope	Leica	

### Cell culture

ESC lines were maintained in complete ESC medium: DMEM no glucose (Gibco #11966025) supplemented with 10% FBS (Gibco), 4.5 g/L d-glucose (Sigma-Aldrich), 100 mM 2-mercaptoethanol (Sigma-Aldrich), 100 mM MEM nonessential amino acids, 2 mM l-glutamine, 1 mM sodium pyruvate (all from Gibco), and 1000 units/ml LIF (made in-house) on gelatinized tissue culture flasks (Corning). EMM is as described above, but without the addition of glucose and pyruvate, and with 4.5 g/L d-galactose. For 2i/LIF and KOSR/LIF culture, ESCs were maintained, as previously described in Martin Gonzalez et al (Martin Gonzalez et al, 2016).

Neural monolayer differentiation was performed as outlined by (Ying et al, 2003). In brief, cells were collected, washed in N2B27, and seeded at a density of 10^4^/cm^2^, with daily media changes. Cells were cultured for 7 days before analysis of differentiation by RT-qPCR. To differentiate ESCs toward PrE, cells were cultured as previously described in (Anderson et al, 2017). In brief, ESCs were plated at 5 × 10^4^ cells/cm^2^ onto gelatinized plates in endoderm base medium, (RPMI 1640 medium with Glutamax (Gibco), supplemented with B27 minus insulin (Gibco A1895601)) for 24 h. Activin A (20 ng/ml) and CHIR99021 (3 µM) were added to base medium for subsequent culture, and the media was changed every other day. Cells were cultured for 5 days before analysis of differentiation by RT-qPCR. To differentiate ESCs toward trophoblast, ESCs were cultured as previously described in (Morgani et al, 2013). In brief, 10^4^ cells were plated per well of a six-well plate into trophoblast stem cell medium (70% mouse embryonic fibroblast-conditioned medium (R&D) and 30% TS cell medium [RPMI, GIBCO; glutamine and sodium pyruvate, GIBCO; 0.1 mM 2-mercaptoethanol, Sigma; 20% fetal calf serum). A total of 25 ng/ml Fgf4 (Peprotech) was added to the medium along with 1 mg/ml heparin sulfate (Sigma). Cells were cultured for 7 days before analysis of differentiation by RT-qPCR.

### Generation of Sirt1-KO and Sirt1-FKBP cell lines

Sirt1 CRISPR-KO cell lines were generated in mouse E14Ju ESCs from the 129/Ola background (Hamilton and Brickman, 2014) excising the catalytic domain of Sirt1 with guide RNAs that targeted Exon4 and Exon6 of Sirt1 (see Appendix Fig. S5a). Sirt1-FKBP ESC lines were generated by adding a Sirt1-GFP-FKBP construct (see Appendix Fig. S5f), downstream of a Tet-inducible promoter, into Sirt1-KO ESCs. All cell lines were checked regularly for appropriate antibiotic resistance, and in the case of Sirt1-FKBP, cells were checked by flow cytometry for GFP expression to ensure correct expression.

### Seahorse assays

ESCs were seeded into 96-well Seahorse plates precoated with gelatin at 40 × 10^4^ cells per well. Oxygen Consumption Rate (OCR) and extracellular acidification rate (ECAR) were determined by the XF cell mito-stress test (#101706-100, Seahorse Biosciences) as described previously (Mahato et al, 2014), and basal measurements were taken from the third recorded time point. Values were normalized to total protein levels per well.

### Embryo culture

Oocytes were collected from the oviducts of prepubescent hormone-stimulated C57BL/6NRj females and fertilized in vitro according to CARD protocols, adapted by Infrafrontier (infrafrontier.eu/knowledgebase/protocols/cryopreservation-protocols). The resulting zygotes were cultured in KSOM medium (made in-house), which contained either d-glucose or d-galactose. These embryos were then cultured for 5 days to reach the equivalent of an E4.5 in vivo embryo. Embryos were cultured in distinct microdrops for each condition, overlaid with embryo culture mineral oil (Sigma). Embryos were cultured at 37 °C, 5% CO_2_ and 90% relative humidity. Embryos were then stained for NANOG (Epi marker) and CDX2 (TE marker) to analyze any differences between conditions. Animal work was carried in accordance with European legislation, authorized by the Danish National Animal Experiments Inspectorate (Dyreforsøgstilsynet, license no. 2023-15-0201-01513 and 2023-15-0202-00199) and performed according to national guidelines. Mice were maintained in a 12-h light/dark cycle in the designated facilities at the University of Copenhagen, Denmark.

### Morula injection and E6.5 contribution

E2.5 morula embryos were de-compacted in PB1 medium without calcium and magnesium for 20 min at room temperature, and 5 H2B-Tomato tagged ESCs, previously cultured in EMM, Serum/LIF or 2i/LIF, were introduced by microinjection. Resultant embryos were transferred to E0.5 pseudo-pregnant mothers. At E6.5, embryos were dissected from the decidua and contribution of H2B-Tomato ESCs was assessed. Embryos were stained for GATA6 (Visceral and Parietal endoderm marker) and KRT7 (Trophectoderm marker).

### Alkaline phosphatase staining

ESCs were plated at clonal density and cultured for 9–10 days. Alkaline phosphatase staining was carried out with the diagnostic kit 86-R (Sigma) as per the manufacturer’s instructions. Colonies were scored as 100% differentiated or undifferentiated or as mixed colonies containing both undifferentiated and differentiated cells. Colonies were imaged either using a Nikon AZ-100 microscope for 15-cm dishes or by scanning the six-well plates and were quantified using Fiji.

### Immunofluorescence

Cells were washed and fixed in 4% formaldehyde (Fisher Scientific, PI-28906), blocked, and permeabilized in 5% donkey serum and 0.3% Triton. Antibodies were incubated overnight in 1% BSA and 0.3% Triton in PBS and subsequently visualized with the appropriate secondary antibody (Alexa Fluor, Molecular Probes) and imaged using a Leica TCS SP8 confocal microscope and analyzed using Imarisx64 9.5.1 software.

### Western blot analysis and immunoprecipitation

Blotting was performed as previously described (Hamilton et al, 2013), except that primary antibodies were detected using fluorescently conjugated secondary antibodies (Alexa Fluor, Molecular Probes), visualized using a Chemidoc MP (Bio-Rad) and quantified using Fiji.

For immunoprecipitation, ESCs were cultured in Serum/LIF, EMM or EMM + NAM for 24 h, washed in ice-cold PBS, lysed in Young lysis buffer 1 (YB1: 50 mM HEPES KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40 and 0.25% Triton X-100, supplemented with 1× cOmplete^TM^ EDTA-free protease inhibitor tablets (Roche) and 10 mM Sodium Butyrate), then sonicated. Immunoprecipitation was performed against 10 μg protein with 1 μg antibody in YB1. Antibody–protein complexes were collected with the appropriate magnetic bead and extensively washed in YB1 and eluted in 1× Laemmli buffer. Samples were then analyzed by western blot.

### Fluorescence-activated cell sorting (FACS) and flow cytometry

Cells were dissociated with Accutase (A6964, Sigma) and incubated with the appropriate antibody in 10% FCS:PBS for 30 min, washed extensively, and analyzed on an LSR Fortessa (BD Biosciences). Dead cells were excluded based on DAPI inclusion. For FACS followed by Seahorse assays, Hhex-Venus ESCs were stained for PECAM-1 as described previously (Canham et al, 2010), and sorted with a BD FACS Aria III cell sorter. Cells were collected in 10% FCS:PBS, then reconstituted in Serum/LIF, 2i/LIF, or KOSR/LIF and seeded in Seahorse plates, as described above. For flow cytometry, cells were treated as above and analyzed using a BD LSR Fortessa. Data was analyzed with FCS Express 6 software (BD Biosciences). Histograms shown in the manuscript are for 10,000 events, gated for DAPI-negative signal.

### Real-time qPCR

The total RNA was collected using either Trizol (Invitrogen) or the RNeasy Mini Kit (QIAGEN). Genomic DNA was eliminated by DNase treatment (QIAGEN), and 1 μg of total RNA was used for first-strand synthesis with SuperScript III reverse transcriptase according to the manufacturer’s instructions. cDNA corresponding to 10 ng total RNA was used for real-time (RT)-qPCR analysis using the Roche LC480, and target amplification was detected with the Universal Probe Library system. Values were normalized to the geometric mean for *GAPDH*, *Pgk1* and *Sdha* expression.

### RNA-seqs

Total RNA was purified by standard methods and rRNA depleted using the Ribo-Zero kit (Illumina, as per the manufacturer’s instructions). Libraries were prepared for Illumina sequencing using the NEBNext Ultra kit as per the manufacturer’s instructions. For all conditions, three biological replicate samples were collected from independent experiments. RNA-seq libraries were prepared on-bead using the NEBNext Ultra kit as per the manufacturer’s instructions and subsequently sequenced using a Next-Seq 500 Sequencer (Illumina).

### ATAC-seq

ATAC-seq was performed following methods previously described (Buenrostro et al, 2013). Adherent cells were treated with Accutase to obtain a single-cell suspension. Cells were counted and resuspended to obtain 50,000 cells per sample in ice-cold PBS. Cells were pelleted and resuspended in lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% IGEPAL). Following a 10 min centrifugation at 4 °C, nucleic extracts were resuspended in transposition buffer for 30 min at 37 °C and purified using a QIAGEN MinElute PCR Purification kit following the manufacturer’s instructions. Transposed DNA was eluted in a 10 mL volume and amplified by PCR with Nextera primers (Buenrostro et al, 2013) to generate paired-indexed libraries. A maximum of 12 cycles of PCR was used to prevent saturation biases based on optimization experiments performed using RT-qPCR. Library quality control was carried out using the Bioanalyzer High-Sensitivity DNA analysis kit. Libraries were sequenced as paired-end 50 bp reads, sequenced using a Next-Seq 500 Sequencer (Illumina). For all conditions, two biological replicate samples were collected from independent experiments.

### Metabolome

Cells (500,000 per sample) were cultured in Serum/LIF or EMM for 3 h, 9 h, and 24 h, then spun down at 500 × *g* for 3 min, aspirated, and resuspended in 1 ml 0.9% NaCl. Samples were spun down and aspirated again, then stored at −80 °C until further processing. Metabolite extraction from the frozen pellets was then performed by adding 200 µL pre-chilled 50%MeOH with 0.0007 mg/ml D5-tryptophan, followed by sonication (5 °C for 2 rounds, 30 s each) and centrifugation (0 °C at 15,000 × *g* for 10 min). In total, 150 µl supernatant was collected and frozen at −80 °C, with 10 µL from each sample collected in one tube to make a Quality Control (QC). Pellets were reconstituted with 250 µL MilliQ H_2_O, then sonicated and the protein concentration was measured using the Bicinchoninic acid (BCA) assay (Pierce).

LC-MS analysis was performed as described before by (Dall et al, 2018), with few modification of the A and B solvent composition, injection volume and MSMS analysis. Briefly, metabolite extracts, QC samples and blanks were defrosted on ice, vortexed and set in a pre-chilled vial. Samples were maintained at 4 °C throughout the analysis. Chromatographic separation was performed using UHPLC Dionex Ultimate 3000 (Thermo Scientific, Germany) with Luna Polar C18 column (1.6 μm, 2.1 × 100 mm, Phenomenex, USA) with EVO C18 guard column (sub-2 μm, 2.1 mm, Phenomenex, USA) kept at 40 °C. Solvent A and B were 0.1% formic acid in acetonitrile and 0.1% formic acid in LC-MS grade water, respectively. A flow rate of 0.3 mL/min was applied with a gradient elution profile: 95% B 0–1 min, 95%–5% B 1.0–10.0 min, 5% B 10.0–12.0 min, 5–95% B 12.0–12.5 min, 95% B 12.5-14-5 min. LC was coupled with QToF Impact II mass spectrometer (Bruker Daltonics, Germany). Samples were analyzed in positive and negative mode. In total, 10 μL of the extract was injected in the positive mode and 20 μL in the negative mode. MS spectra were acquired in the mass range 50–1000 mass to charge ratio (*m/z*) at 2.00 Hz spectra rate using the source settings for positive mode: absolute threshold 50 cts per 1000 sum, End Plate Offset 500 V, Capillary 4500 V, Nebulizer 2.0 Bar, Dry Gas 10.0 l/min, Dry Temperature 220 °C; Transfer: Funnel 1RF 150.0 Vpp, Funnel 2FR 200.0 Vpp, isCID Eergy 0.0 eV, Hexapole RF 50.0 Vpp; Quadrupole: Ion Enegry 4.0 eV, Low Mass 100.0 *m/z*; Collision Cell: Collision Energy 7.0 eV, Transfer Time 65.0 μs, Collision RF 650.0 Vpp, Pre Pulse Storage 5.0 μs. In negative mode Capillary voltage was set to 3000 and other parameters were identical as described above for both modes.

MSMS analysis of the QC samples for metabolite identification purposes was performed at the same LC-MS settings as the MS scans and collision energy set to 25 for both negative and positive modes. Raw data are available through MetaboLights platform: www.ebi.ac.uk/metabolights/MTBLS2691 (identification number of the study MTBLS2691) (Haug et al, 2020). Raw data from the positive and negative mode were analyzed separately using MetaboScape 4.0 (Vasilopoulou et al, 2020) (Bruker Daltonics, Germany). Mass calibration was based on sodium formate clusters and lock-mass calibration with hexakis(2,2-difluoroethoxy)phosphazene (Apollo Scientific Ltd, UK). Feature detection was performed using an intensity threshold of 1000 counts in the positive mode and 500 in the negative. Metabolites annotation of detected molecular features with assigned MS/MS spectra was performed using HMDB Metabolite Library and MetaboBASE Personal MSMS library (Bruker Daltonics, Germany). Identified compounds were inspected manually for peak shape, retention time and structure. Final data were normalized by the intensity of internal standard within each sample and multiplied by its average value in the samples. Molecular feature was retained in the final data, if its intensity was over double compared to the blanks injections and its reproducibility was within 30% of CV in QC samples. Data were analyzed using Metaboanalyst 2.0 software (Chong et al, 2019).

### Fatty acid oxidation detection

FAO detection was performed as previously described, adapted to use in mouse ESCs (Dall et al, 2018). Briefly, mouse ESCs were plated at a density of 100,000 cells/well in a gelatin-coated 96-well plate. ^14^C-labeled palmitate/BSA complexes were then prepared as described previously (Dall et al, 2019), then added to Serum/LIF and EMM media. Overall, 30 μl of 1M NaOH/well was added to a glass-fiber filter 96-well plate (catalog no. 6005199, PerkinElmer Life Sciences), and clamped on top of the culture plate, separated by a custom-made perforated rubber insert. The back of the filter plate was sealed with a back cover seal (catalog no. 6005199, PerkinElmer Life Sciences), and the plates were wrapped in parafilm. The mESCs were incubated at 37 °C for 4 h, and the filter plate was recovered to detect ^14^CO_2_ release. The filter plate was dried at 50 °C for 1 h. Counts from wells with cells stimulated with media without [^14^C]palmitate were subtracted as background. Wells with ^14^C-media but without cells were included as an internal control and showed the background level of counts/min on the filter (data not shown).

### MS of histone PTMs

Cells were seeded in 15-cm dishes (5 × 10^6^ cells per dish, one dish per cell line) and collected 2 d later by trypsinization and washing in PBS. Cell pellets (1 × 10^7^ cells) were snap-frozen and shipped on dry ice to EpiQMAx GmbH. Sample preparation and MS analysis were performed according to the EpiQMAx GmbH protocols (https://www.epiqmax.com/service#solutions).

### Proteome and acetylome

#### Sample preparation

For proteome analysis, four mESC lines (E14-early passage (ep), E14-late passages (lp), E14-ZscancE, E14-FUCCI) served as biological replicates and were each cultured in either Serum/LIF (SL), 2iLIF (N2B27, CHIR99021, PD03, LIF), or KOSR/LIF (Gibco) for more than three passages. Cell pellets were collected and frozen at −20 °C. For lysis, pellets were thawed on ice and resuspended in 6 M Guanidinium Hydrochloride (GndCl) with 5 mM TCEP, 10 mM CAA, 100 mM Tris pH 8.5 and heated to 99 °C for 10 min. Lysates were sonicated and then digested with LysC (Wako), (enzyme:protein ratio of 1:100 (w/w)) for 2 h at room temperature (RT), followed by dilution with 25 mM Tris pH 8.5 to 2 M GndCl and further digested overnight with trypsin (Sigma-Aldrich) at 1:100 (w/w) at 37 °C. Peptides were basified to 40 mM ammonium hydroxide then purified by StageTip (C18 material) high pH fractionation. For this, StageTips were first activated in 100% methanol, then equilibrated in 80% acetonitrile in 50 mM ammonium hydroxide, and finally washed twice in 50 mM ammonium hydroxide. Samples were loaded on the equilibrated StageTips and washed twice with 50 mM ammonium hydroxide. StageTip fractionation elution was performed with 40 μL of 50 mM ammonium hydroxide containing increasing amounts of acetonitrile (5, 10, 15, 20, 27, 35%). Eluted sample fractions were dried to completion in a SpeedVac at 60 °C, dissolved in 12 μL 0.1% formic acid, and stored at −20 °C until MS analysis.

For lysine acetylation analysis, mESCs were grown in conventional Serum/LIF media and switched to media with D-galactose (Sigma) replacing D-glucose and pyruvate (labeled Gal), with or without 20 mM NAM (labeled NAM) and collected after 24 h and compared to cells with a media change of conventional Serum/LIF (labeled Glu). Cells were washed three times in ice-cold PBS, before being harvested and resuspended with 10 volumes of 6 M Guanidinium Hydrochloride (GndCl in 50 mM Tris pH 8.5) and snap-frozen in liquid nitrogen. Pellets were then thawed, reduced and alkylated in 5 mM TCEP and CAA at room temperature (RT), before sonication and measurement of protein content by Bradford (QIAGEN). Proteins were then digested with LysC (1:200) for 3 h at RT, then dilution with 3 volumes of ammonium bicarbonate (ABC), and incubated with trypsin (1:200) overnight at RT. Peptides were then acidified to 0.5% TFA and loaded onto a SepPak C18 Classic Cartridge (VWR), eluted with 30% ACN in 0.1% TFA, frozen, and lyophilized for 5 days. To enrich for acetylated peptides, samples were incubated with PTMScan Acetyl-Lysine (Ac-K) beads (CST) for 2 h at 4 °C, following the commercial protocol for buffer, wash, and elution conditions. Peptides were then purified by StageTip (C18 material) and fractionated at high pH as described above. Specifically, samples were eluted with 75 μl of 2, 4, 7,10, 15, or 25% ACN in 50 mM ammonium hydroxide. Flow-through during sample loading was collected, acidified and reloaded onto a new StageTip that had been activated with 30% ACN in 0.1% formic acid, washed two times with 0.1% formic acid. This fraction (F0) was then eluted with 75 μL of 25% ACN in 0.1% formic acid, then dried and reconstituted the same as the other fractions.

### Mass spectrometry

MS samples were analyzed on an EASY-nLC 1200 system (Thermo) coupled to either a Q Exactive HF-X Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo) for the proteome analysis or an Orbitrap Exploris 480 mass spectrometer (Thermo) for acetylome analysis. Separation of peptides was performed using 15 cm columns (75 μm internal diameter) packed in-house with ReproSil-Pur 120 C18-AQ 1.9-μm beads (Dr. Maisch). Elution of peptides from the column was achieved using a gradient ranging from buffer A (0.1% formic acid) to buffer B (80% acetonitrile in 0.1% formic acid), at a flow rate of 250 nl/min. Gradient length was 80 min per sample (proteome) and 70 min per sample (acetylome), including ramp-up and washout. The column was heated to 40 °C using a column oven, and ionization was achieved using a NanoSpray Flex ion source (Thermo). Spray voltage set at 2 kV, ion transfer tube temperature to 275 °C, and RF funnel level to 40%. Measurements were performed with a full scan range of 300–1750 *m/z*, MS1 resolution of 60,000 (HF-X) or 120,000 (Exploris), MS1 AGC target of 3,000,000 (HF-X) or normalized AGC target of 200% (Exploris) and MS1 maximum injection time of 60 ms (HF-X) or auto (Exploris). Precursors with charges 2–6 were selected for fragmentation using an isolation width of 1.3 *m/z* and fragmented using higher-energy collision disassociation (HCD) with a normalized collision energy of 25%. Precursors were excluded from re-sequencing by setting a dynamic exclusion or 60 s. MS2 AGC target was set to 200,000 and minimum MS2 AGC target to 20,000 (HF-X) or normalized AGC target of 200% (Exploris). For proteome runs, MS2 maximum injection time was 60 ms, MS2 resolution was 30,000, and loop count was 12. For acetylome runs, a MS2 maximum injection time of auto, MS2 resolution of 60,000, and loop count of 7.

### CUT&Tag

CUT&Tag was performed as previously described (Kaya-Okur et al, 2019, 2020) with slight alterations. All SIRT1-FKBP samples were isolated by FACS based on GFP levels (except Sirt1-dTag samples), and 2 × 10^5^ cells per sample replicate were used for downstream processing. Primary antibody incubation was done at 4 °C overnight, Tn5 was purchased from EMBL Heidelberg, and DNA precipitation was performed over the weekend at −80 °C. DNA was amplified with 12 PCR cycles and the samples were sequenced paired end on an Illumina Next-Seq 500.

### Model development for SOX2 binding to chromatin

The objective of the model was to investigate if it is possible to obtain an increase in *specific binding* of pluripotency transcription factors, TF, (e.g., Sox2) as a result of hypothesized, SIRT1-mediated increase in binding affinity of histones, K_h_, and pluripotency transcription factors, K_s_.

The specificity of binding, which we denote as specificity, is given by the probability of the specific site to be bound to the pluripotency enhancers, here referred to as specific sites, $${N}_{s}$$

1 $${Specificity}=\left[T:{N}_{s}\right]/{N}_{s}=\frac{{\left({T}_{f}/{K}_{s}\right)}^{2}}{1+{\left({T}_{f}/{K}_{s}\right)}^{2}+{H}_{f}/{K}_{h}}$$

We assume that TFs bind to specific sites N_s_ cooperatively, with hill coefficient 2. In addition TF can bind to unspecific sites, N_u_, albeit with different dissociation constants, K_s_ and K_u_, and the specific binding is tenfold stronger than unspecific K_s_ = 0.1K_u_.

We also assumed that the number of unspecific binding sites is in excess of the specific N_u_ > >N_s_, and that the total number of histones, H, is in excess over the total number of TFs, H > > T.

The expression for specificity has two unknowns, T_f_ and H_f_, which can be found from mass conservation equations. Given that TFs and histones can bind to both N_s_ and N_u_, we can write the mass conservation equations for H, T, N_s_ and N_u_.

Expressing the complexes through free concentrations and binding affinities, and using the assumptions N_u_ > >N_s_, and H > > TF, we obtain four equations with four unknown free concentrations for histones, H_f_; TFs, T_f_; specific sites N_sf_; and unspecific sites, N_uf_. These equations were solved with the help of Python library SymPy, and the resulting expressions for T_f_ and H_f_, were used for calculating specificity in Eq. (1). The estimates of parameter values and related references are given in the following table:

**Table:** 

Parameter	Value	Description	Reference
H	10 μM	Total histone concentration	Hihara et al., 2012
T	0.1 μM	Total TF concentration	Strebinger et al, 2019
N_s	0.01 μM	Total specific site concentration	Boyer et al, 2005
N_u	10 μM	Total unspecific site concentration	Boyer et al, 2005
K_s	1–100 nM	TF dissociation constant to specific sites	Mistri et al, 2018
K_u	10*K_s	TF dissociation constant to unspecific sites	Kolesov et al, 2007
K_h	1–100 nM	Histone dissociation constant	Caterino et al, 2011; White et al, 2016

### Statistical analysis

Quantitative data are presented as mean ± s.d. unless otherwise indicated. Statistical analyses were performed using Prism software (GraphPad). Details for statistical analyses, including replicate numbers, are included in figure legends.

#### Data analysis for RNA- and ATAC-seq

For RNA-seq, sequencing reads (60 bases) were aligned using the STAR package. Allocation of reads at introns (and exons) were examined using Table Browser (UCSC) to define the corresponding genomic intervals. Reads per gene per class were counted using HTSeq with the categorized alignment files as input. Genes were considered significantly regulated if they exhibited Log_2_FC > 1, and *P*_adj_ < 0.01.

For ATAC-seq, regions were considered significantly regulated if they exhibited Log_2_FC > 1, and *P*_adj_ < 0.01. Metaprofiles were generated from bigWig files using deepTools software (Ramírez et al, 2014). Enhancer gene association was performed using GREAT (http://great.stanford.edu/).

Data processing and analysis were performed using Computerome, the National Life Science Supercomputer at DTU (www.computerome.dk), and the Bioconductor package, DESeq2 (Love et al, 2014).

The IMAGE pipeline was performed to identify active motifs from our ATAC-seq and RNA-seq data. The pipeline was obtained from (Grud et al, 2018), and is also available on GitHub (https://github.com/JesperGrud/IMAGE). The IMAGE pipeline required as input: our ATAC-seq data normalized by library size, our RNA-seq raw count matrix, and the primary assembly genome of mm10 from GENCODE in fasta format. Pipeline results were processed using custom scripts derived from the IMAGE pipeline GitHub (https://github.com/JesperGrud/IMAGE).

#### Data analysis for proteome and acetylome

All MS RAW data were analyzed using the freely available MaxQuant software (Cox & Mann, 2008), v. 1.6.0.1 (proteome) and v. 1.6.15 (acetylome) using the Andromeda search engine, and subsequent analysis was performed using Perseus v. 1.6.0.2 (proteome) or v.1.6.14 (acetylome). For generation of theoretical spectral libraries, the *Mus musculus* FASTA database was downloaded from UniProt on the 25 July, 2017 (proteome) or the 21 July, 2020 (acetylome). In silico digestion of proteins to generate theoretical peptides was performed with trypsin, allowing up to three missed cleavages. Allowed variable modifications were oxidation of methionine (default), protein N-terminal acetylation (default) for all samples. Additional variable modifications included Acetyl (K) and Phospho (STY). The second peptide search was enabled. Matching between runs was enabled with an alignment window of 20 min and a match time window of 0.7 min. For proteome, Label-free quantification (LFQ) was enabled based on (Cox et al, 2014) and maximum variable modifications per peptide were reduced to 3. Stringent MaxQuant 1% FDR data filtering at the PSM- and protein levels was applied (default). For acetylome analysis, peptide intensities were median normalized in Perseus. Proteins or acetylated peptides only identified by one site and potential contaminants were removed and then data was filtered for proteins or sites identified in at least 75% of the replicates in at least one condition. Conditions were compared using a two-way ANOVA (proteome) or two sample Student’s *t* tests (acetylome) with 5% FDR. Cytoscape software was used with the String App and Omics Visualizer to create protein networks with functional enrichment of GO Terms and KEGG pathways.

#### Data analysis for CUT&Tag

Reads were aligned to the mm10 primary assembly using Bowtie2 (Langmead and Salzberg, 2012). Reads were quality filtered using Samtools (Danecek et al, 2021), and duplicates marked and removed using Picard (Picard Toolkit.” 2019. Broad Institute, GitHub Repository. https://broadinstitute.github.io/picard/). Fragment bedgraphs were produced using DeepTools bamCoverage (Ramírez et al, 2016). Peak calling was performed using SEACR (Meers et al, 2019). Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. SEACR relaxed was used for transcription factors, and SEACR stringent was used for histone marks, using normalized mode with condition-matched IgG samples as controls. Peaks called in 2/3 replicates for Tead1 and Klf4, and in 4/6 replicates over two experiments for Sox2 were used. Active enhancers were defined as regions with called peaks for both H3K27ac and H3K4me1 in all replicates. Read fragments at ± 200 bp regions centered on enhancer summits were counted using Bedtools map (Quinlan and Hall, 2010).

## Supplementary information

Appendix

Peer Review File

Data Set EV1

Data Set EV2

Data Set EV3

Data Set EV4

Data Set EV5

Data Set EV6

Data Set EV7

Data Set EV8

Data Set EV9

Data Set EV10

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Expanded View Figures

## Data Availability

The ATAC-seq and RNA-seq data have been deposited in the Gene Expression Omnibus, under the accession number GSE173543. The mass spectrometry metabolome data have been deposited with the Metabolites repository with the dataset identifier MTBLS2691. The mass spectrometry proteome and acetylome data have been deposited with the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD025468. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00417-0.

## References

[CR1] Anderson KGV, Hamilton WB, Roske FV, Azad A, Knudsen TE, Canham MA, Forrester LM, Brickman JM (2017) Insulin fine-tunes self-renewal pathways governing naive pluripotency and extra-embryonic endoderm. Nat Cell Biol 19:1164–117728945231 10.1038/ncb3617

[CR2] Bai P, Cantó C, Oudart H, Brunyánszki A, Cen Y, Thomas C, Yamamoto H, Huber A, Kiss B, Houtkooper RH et al (2011) PARP-1 inhibition increases mitochondrial metabolism through SIRT1 activation. Cell Metab 13:461–46821459330 10.1016/j.cmet.2011.03.004PMC3086520

[CR3] Baltus GA, Kowalski MP, Zhai H, Tutter AV, Quinn D, Wall D, Kadam S (2009) Acetylation of Sox2 induces its nuclear export in embryonic stem cells. Stem Cells 27:2175–218419591226 10.1002/stem.168

[CR4] Bartz J, Jung H, Wasiluk K, Zhang L, Dong X (2023) Progress in discovering transcriptional noise in aging. IJMS 24:370136835113 10.3390/ijms24043701PMC9966367

[CR5] Berger SL, Sassone-Corsi P (2016) Metabolic signaling to chromatin. Cold Spring Harb Perspect Biol 8:1–2310.1101/cshperspect.a019463PMC508852726492570

[CR6] Bitterman KJ, Anderson RM, Cohen HY, Latorre-Esteves M, Sinclair DA (2002) Inhibition of silencing and accelerated aging by nicotinamide, a putative negative regulator of yeast Sir2 and human SIRT1. J Biol Chem 277:45099–4510712297502 10.1074/jbc.M205670200

[CR7] Bonkowski MS, Sinclair DA (2016) Slowing ageing by design: the rise of NAD+ and sirtuin-activating compounds. Nat Rev Mol Cell Biol 17:679–69027552971 10.1038/nrm.2016.93PMC5107309

[CR8] Boyer LA, Lee TI, Cole MF, Johnstone SE, Levine SS, Zucker JP, Guenther MG, Kumar RM, Murray HL, Jenner RG et al (2005) Core transcriptional regulatory circuitry in human embryonic stem cells. Cell 122:947–95616153702 10.1016/j.cell.2005.08.020PMC3006442

[CR9] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013) Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods 10:1213–121824097267 10.1038/nmeth.2688PMC3959825

[CR10] Calvanese V, Lara E, Suárez-Álvarez B, Dawud RA, Vázquez-Chantada M, Martínez-Chantar ML, Embade N, López-Nieva P, Horrillo A, Hmadcha A et al (2010) Sirtuin 1 regulation of developmental genes during differentiation of stem cells. Proc Natl Acad Sci USA 107:13736–1374120631301 10.1073/pnas.1001399107PMC2922228

[CR11] Canham MA, Sharov AA, Ko MSH, Brickman JM (2010) Functional heterogeneity of embryonic stem cells revealed through translational amplification of an early endodermal transcript. PLoS Biol 8:e100037920520791 10.1371/journal.pbio.1000379PMC2876051

[CR12] Caterino TL, Fang H, Hayes JJ (2011) Nucleosome linker DNA contacts and induces specific folding of the intrinsically disordered H1 carboxyl-terminal domain. Mol Cell Biol 31:2341–234821464206 10.1128/MCB.05145-11PMC3133241

[CR13] Chattwood A, Nagayama K, Bolourani P, Harkin L, Kamjoo M, Weeks G, Thompson CRL (2013) Developmental lineage priming in dictyostelium by heterogeneous Ras activation. eLife 2013:1–2010.7554/eLife.01067PMC383863424282234

[CR14] Chi F, Sharpley MS, Nagaraj R, Roy SS, Banerjee U (2020) Glycolysis-independent glucose metabolism distinguishes TE from ICM fate during mammalian embryogenesis. Dev Cell 53:9–26.e432197068 10.1016/j.devcel.2020.02.015PMC7289320

[CR15] Chong J, Yamamoto M, Xia J (2019) MetaboAnalystR 2.0: from raw spectra to biological insights. Metabolites 9:5730909447 10.3390/metabo9030057PMC6468840

[CR16] Cornacchia D, Zhang C, Zimmer B, Chung SY, Fan Y, Soliman MA, Tchieu J, Chambers SM, Shah H, Paull D et al (2019) Lipid Deprivation induces a stable, naive-to-primed intermediate state of pluripotency in human PSCs. Cell Stem Cell 25:120–136.e1031155483 10.1016/j.stem.2019.05.001PMC7549840

[CR17] Cox J, Hein MY, Luber CA, Paron I, Nagaraj N, Mann M (2014) Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Mol Cell Proteom 13:2513–252610.1074/mcp.M113.031591PMC415966624942700

[CR18] Cox J, Mann M (2008) MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat Biotechnol 26:1367–137219029910 10.1038/nbt.1511

[CR19] Dai Z, Ramesh V, Locasale JW (2020) The evolving metabolic landscape of chromatin biology and epigenetics. Nat Rev Genet 21:737–75332908249 10.1038/s41576-020-0270-8PMC8059378

[CR20] Dall M, Penke M, Sulek K, Matz-Soja M, Holst B, Garten A, Kiess W, Treebak JT (2018) Hepatic NAD+ levels and NAMPT abundance are unaffected during prolonged high-fat diet consumption in C57BL/6JBomTac mice. Mol Cell Endocrinol 473:245–25629408602 10.1016/j.mce.2018.01.025

[CR21] Dall M, Trammell SAJ, Asping M, Hassing AS, Agerholm M, Vienberg SG, Gillum MP, Larsen S, Treebak JT (2019) Mitochondrial function in liver cells is resistant to perturbations in NAD+ salvage capacity. J Biol Chem 294:13304–1332631320478 10.1074/jbc.RA118.006756PMC6737221

[CR22] Danecek P, Bonfield JK, Liddle J, Marshall J, Ohan V, Pollard MO, Whitwham A, Keane T, McCarthy SA, Davies RM et al (2021) Twelve years of SAMtools and BCFtools. GigaScience 10:giab00833590861 10.1093/gigascience/giab008PMC7931819

[CR23] Deng Q, Ramskold D, Reinius B, Sandberg R (2014) Single-cell RNA-Seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science 343:193–19624408435 10.1126/science.1245316

[CR24] Ermisch AF, Herrick JR, Pasquariello R, Dyer MKC, Lyons SM, Broeckling CD, Rajput SK, Schoolcraft WB, Krisher RL (2020) A novel culture medium with reduced nutrient concentrations supports the development and viability of mouse embryos. Sci Rep 10:1–1532518371 10.1038/s41598-020-66019-4PMC7283311

[CR25] Folmes CDL, Nelson TJ, Martinez-Fernandez A, Arrell DK, Lindor JZ, Dzeja PP, Ikeda Y, Perez-Terzic C, Terzic A (2011) Somatic oxidative bioenergetics transitions into pluripotency-dependent glycolysis to facilitate nuclear reprogramming. Cell Metab 14:264–27121803296 10.1016/j.cmet.2011.06.011PMC3156138

[CR26] Frum T, Halbisen MA, Wang C, Amiri H, Robson P, Ralston A (2013) Oct4 cell-autonomously promotes primitive endoderm development in the mouse blastocyst. Dev Cell 25:610–62223747191 10.1016/j.devcel.2013.05.004PMC4076445

[CR27] Gertz M, Fischer F, Nguyen GTT, Lakshminarasimhan M, Schutkowski M, Weyand M, Steegborn C (2013) Ex-527 inhibits Sirtuins by exploiting their unique NAD^+^-dependent deacetylation mechanism. Proc Natl Acad Sci USA 110:E2772–8123840057 10.1073/pnas.1303628110PMC3725051

[CR28] Gohil VM, Sheth SA, Nilsson R, Wojtovich AP, Lee JH, Perocchi F, Chen W, Clish CB, Ayata C, Brookes PS et al (2010) Nutrient-sensitized screening for drugs that shift energy metabolism from mitochondrial respiration to glycolysis. Nat Biotechnol 28:249–25520160716 10.1038/nbt.1606PMC3135002

[CR29] Grabarek JB, Zyzyńska K, Saiz N, Piliszek A, Frankenberg S, Nichols J, Hadjantonakis AK, Plusa B (2012) Differential plasticity of epiblast and primitive endoderm precursors within the ICM of the early mouse embryo. Development 139:129–13922096072 10.1242/dev.067702PMC3231774

[CR30] Grud J, Madsen S, Rauch A, Hauwaert EL Van, Schmidt SF, Winnefeld M, Mandrup S (2018) Integrated analysis of motif activity and gene expression changes of transcription factors. Genome Res 28:243–25510.1101/gr.227231.117PMC579378829233921

[CR31] Hamilton WB, Kaji K, Kunath T (2013) ERK2 suppresses self-renewal capacity of embryonic stem cells, but is not required for multi-lineage commitment. PLoS ONE 8:e6090723613754 10.1371/journal.pone.0060907PMC3628700

[CR501] Hamilton WB, Brickman, JM (2014) Erk Signaling Suppresses Embryonic Stem Cell Self-Renewal to Specify Endoderm. Cell Reports 9:2056–207010.1016/j.celrep.2014.11.03225533345

[CR88] Hamilton WB, Mosesson Y, Monteiro RS et al (2019) Dynamic lineage priming is driven via direct enhancer regulation by ERK. Nature 575;355–36010.1038/s41586-019-1732-zPMC761816931695196

[CR32] Haug K, Cochrane K, Nainala VC, Williams M, Chang J, Jayaseelan KV, O’Donovan C (2020) MetaboLights: a resource evolving in response to the needs of its scientific community. Nucleic Acids Res 48:D440–D44431691833 10.1093/nar/gkz1019PMC7145518

[CR33] Hihara S, Pack C-G, Kaizu K, Tani T, Hanafusa T, Nozaki T, Takemoto S, Yoshimi T, Yokota H, Imamoto N et al (2012) Local nucleosome dynamics facilitate chromatin accessibility in living mammalian cells. Cell Rep 2:1645–165623246002 10.1016/j.celrep.2012.11.008

[CR34] Houghton FD (2006) Energy metabolism of the inner cell mass and trophectoderm of the mouse blastocyst. Differentiation 74:11–1816466396 10.1111/j.1432-0436.2006.00052.x

[CR35] Houtkooper RH, Cantó C, Wanders RJ, Auwerx J (2010) The secret life of NAD+: an old metabolite controlling new metabolic signaling pathways. Endocr Rev 31:194–22320007326 10.1210/er.2009-0026PMC2852209

[CR36] Ito K, Carracedo A, Weiss D, Arai F, Ala U, Avigan DE, Schafer ZT, Evans RM, Suda T, Lee C et al (2012) A PML–PPAR-δ pathway for fatty acid oxidation regulates hematopoietic stem cell maintenance. Nat Med 18:1350–135822902876 10.1038/nm.2882PMC3566224

[CR37] Iyer DP, Khoei HH, Van Der Weijden VA, Kagawa H, Pradhan SJ, Novatchkova M, McCarthy A, Rayon T, Simon CS, Dunkel I et al (2024) mTOR activity paces human blastocyst stage developmental progression. Cell 187:6566–6583.e2239332412 10.1016/j.cell.2024.08.048PMC7617234

[CR38] Kaya-Okur HS, Janssens DH, Henikoff JG, Ahmad K, Henikoff S (2020) Efficient low-cost chromatin profiling with CUT&Tag. Nat Protoc 15:3264–328332913232 10.1038/s41596-020-0373-xPMC8318778

[CR39] Kaya-Okur HS, Wu SJ, Codomo CA, Pledger ES, Bryson TD, Henikoff JG, Ahmad K, Henikoff S (2019) CUT&Tag for efficient epigenomic profiling of small samples and single cells. Nat Commun 10:193031036827 10.1038/s41467-019-09982-5PMC6488672

[CR40] Khoa LTP, Tsan YC, Mao F, Kremer DM, Sajjakulnukit P, Zhang L, Zhou B, Tong X, Bhanu NV, Choudhary C et al (2020) Histone acetyltransferase MOF blocks acquisition of quiescence in ground-state ESCs through activating fatty acid oxidation. Cell Stem Cell 27:441–458.e1032610040 10.1016/j.stem.2020.06.005PMC7758074

[CR41] Kim AY, Lee EM, Lee EJ, Kim JH, Suk K, Lee E, Hur K, Hong YJ, Do JT, Park SY et al (2018) SIRT2 is required for efficient reprogramming of mouse embryonic fibroblasts toward pluripotency. Cell Death Dis 9:89330166528 10.1038/s41419-018-0920-3PMC6117269

[CR42] Kolesov G, Wunderlich Z, Laikova ON, Gelfand MS, Mirny LA (2007) How gene order is influenced by the biophysics of transcription regulation. Proc Natl Acad Sci USA 104:13948–1395317709750 10.1073/pnas.0700672104PMC1955771

[CR43] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–35922388286 10.1038/nmeth.1923PMC3322381

[CR44] Lasko, L., Jakob, C., Edalji, R. et al (2017) Discovery of a selective catalytic p300/CBP inhibitor that targets lineage-specific tumours. Nature 550;128–13228953875 10.1038/nature24028PMC6050590

[CR45] Lee YL, Peng Q, Fong SW, Chen ACH, Lee KF, Ng EHY, Nagy A, Yeung WSB (2012) Sirtuin 1 facilitates generation of induced pluripotent stem cells from mouse embryonic fibroblasts through the miR-34a and p53 pathways. PLoS ONE 7:e4563323029150 10.1371/journal.pone.0045633PMC3448677

[CR46] Leese HJ (2012) Metabolism of the preimplantation embryo: 40 years on. Reproduction 143:417–42722408180 10.1530/REP-11-0484

[CR47] Li J, Zhang J, Hou W, Yang X, Liu X, Zhang Y, Gao M, Zong M, Dong Z, Liu Z et al (2022) Metabolic control of histone acetylation for precise and timely regulation of minor ZGA in early mammalian embryos. Cell Discov 8:9636167681 10.1038/s41421-022-00440-zPMC9515074

[CR500] Linneberg-Agerholm M, Sell AC, Redó-Riveiro A, Perera M, Proks M, Knudsen TE, Barral A, Manzanares M, Brickman JM. (2024) The primitive endoderm supports lineage plasticity to enable regulative development. Cell. 187:4010–4029.e1610.1016/j.cell.2024.05.051PMC1129032238917790

[CR48] Liu NQ, Maresca M, Van Den Brand T, Braccioli L, Schijns MMGA, Teunissen H, Bruneau BG, Nora EP, De Wit E (2021) WAPL maintains a cohesin loading cycle to preserve cell-type-specific distal gene regulation. Nat Genet 53:100–10933318687 10.1038/s41588-020-00744-4PMC7610352

[CR49] Liu X, Wang M, Jiang T, He J, Fu X, Xu Y (2019) IDO1 maintains pluripotency of primed human embryonic stem cells by promoting glycolysis. Stem Cells 37:1158–116531145821 10.1002/stem.3044

[CR50] Lo Nigro A, de Jaime-Soguero A, Khoueiry R, Cho DS, Ferlazzo GM, Perini I, Abon Escalona V, Aranguren XL, Chuva de Sousa Lopes SM, Koh KP et al (2017) PDGFRα+ cells in embryonic stem cell cultures represent the in vitro equivalent of the pre-implantation primitive endoderm precursors. Stem Cell Rep 8:318–33310.1016/j.stemcr.2016.12.010PMC531146928089671

[CR51] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:1–2110.1186/s13059-014-0550-8PMC430204925516281

[CR52] Mahato B, Home P, Rajendran G, Paul A, Saha B, Ganguly A, Ray S, Roy N, Swerdlow RH, Paul S (2014) Regulation of mitochondrial function and cellular energy metabolism by protein kinase C-λ/ι: A novel mode of balancing pluripotency. Stem Cells 32:2880–289225142417 10.1002/stem.1817PMC4198455

[CR53] Marks H, Stunnenberg HG (2014) Transcription regulation and chromatin structure in the pluripotent ground state. Biochim et Biophys Acta Gene Regul Mechan 1839:129–13710.1016/j.bbagrm.2013.09.00524096207

[CR54] Martin Gonzalez J, Morgani SM, Bone RA, Bonderup K, Abelchian S, Brakebusch C, Brickman JM (2016) Embryonic stem cell culture conditions support distinct states associated with different developmental stages and potency. Stem Cell Rep 7:177–19110.1016/j.stemcr.2016.07.009PMC498309927509134

[CR55] Meers MP, Bryson TD, Henikoff JG, Henikoff S (2019) Improved CUT&RUN chromatin profiling tools. eLife 8:e4631431232687 10.7554/eLife.46314PMC6598765

[CR56] Mendoza-Alvarez H, Alvarez-Gonzalez R (1993) Poly(ADP-ribose) polymerase is a catalytic dimer and the automodification reaction is intermolecular. J Biol Chem 268:22575–225808226768

[CR57] Mistri TK, Arindrarto W, Ng WP, Wang C, Lim LH, Sun L, Chambers I, Wohland T, Robson P (2018) Dynamic changes in Sox2 spatio-temporal expression promote the second cell fate decision through *Fgf4* / *Fgfr2* signaling in preimplantation mouse embryos. Biochem J 475:1075–108929487166 10.1042/BCJ20170418PMC5896025

[CR58] Morgani S, Nichols J, Hadjantonakis AK (2017) The many faces of pluripotency: in vitro adaptations of a continuum of in vivo states. BMC Developmental Biol 17:10–1210.1186/s12861-017-0150-4PMC547028628610558

[CR59] Morgani SM, Brickman JM (2015) LIF supports primitive endoderm expansion during pre-implantation development. Development 142:3488–349926395492 10.1242/dev.125021

[CR60] Morgani SM, Canham MA, Nichols J, Sharov AA, Migueles R, Ko MSH, Brickman JM (2013) Totipotent embryonic stem cells arise in ground-state culture conditions. Cell Rep 3:1945–195723746443 10.1016/j.celrep.2013.04.034PMC3701323

[CR61] Moussaieff A, Rouleau M, Aberdam D, Nahmias Y, Moussaieff A, Rouleau M, Kitsberg D, Cohen M, Levy G, Barasch D (2015) Glycolysis-mediated changes in acetyl-CoA and histone acetylation control the early differentiation of embryonic stem cells. Cell Metab 21:392–40225738455 10.1016/j.cmet.2015.02.002

[CR62] Mu W-L, Wang Y-J, Xu P, Hao D-L, Liu X-Z, Wang T-T, Chen F, Chen H-Z, Lv X, Liu D-P (2015) Sox2 deacetylation by Sirt1 is involved in mouse somatic reprogramming. Stem Cells 33:2135–214725940188 10.1002/stem.2012

[CR63] Narita T, Ito S, Higashijima Y, Chu WK, Neumann K, Walter J, Satpathy S, Liebner T, Hamilton WB, Maskey E et al (2021) Enhancers are activated by p300/CBP activity-dependent PIC assembly, RNAPII recruitment, and pause release enhancers are activated by p300/CBP activity-dependent PIC assembly, RNAPII recruitment, and pause release. Mol Cell 81:2166–218210.1016/j.molcel.2021.03.00833765415

[CR64] Nowotschin S, Setty M, Kuo YY, Liu V, Garg V, Sharma R, Simon CS, Saiz N, Gardner R, Boutet SC et al (2019) The emergent landscape of the mouse gut endoderm at single-cell resolution. Nature 569:361–36730959515 10.1038/s41586-019-1127-1PMC6724221

[CR65] Pillai JB, Isbatan A, Imai SI, Gupta MP (2005) Poly(ADP-ribose) polymerase-1-dependent cardiac myocyte cell death during heart failure is mediated by NAD+ depletion and reduced Sir2α deacetylase activity. J Biol Chem 280:43121–4313016207712 10.1074/jbc.M506162200

[CR066] Proks M, Salehin N, Brickman JM (2025) Deep learning-based models for preimplantation mouse and human embryos based on single-cell RNA sequencing. Nat Methods 22:207–21610.1038/s41592-024-02511-3PMC1172549739543284

[CR66] Quinlan AR, Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26:841–84220110278 10.1093/bioinformatics/btq033PMC2832824

[CR67] Ramírez F, Dündar F, Diehl S, Grüning BA, Manke T (2014) DeepTools: a flexible platform for exploring deep-sequencing data. Nucleic Acids Res 42:187–19110.1093/nar/gku365PMC408613424799436

[CR68] Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dündar F, Manke T (2016) deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res 44:W160–W16527079975 10.1093/nar/gkw257PMC4987876

[CR69] Redó-Riveiro A, Al-Mousawi J, Linneberg-Agerholm M, Proks M, Perera M, Salehin N, Brickman JM (2024) Transcription factor co-expression mediates lineage priming for embryonic and extra-embryonic differentiation. Stem Cell Rep 19:174–18610.1016/j.stemcr.2023.12.002PMC1087485738215757

[CR70] Riveiro AR, Brickman JM (2020) From pluripotency to totipotency: an experimentalist’s guide to cellular potency. Development 147:dev18984532847824 10.1242/dev.189845

[CR71] Ryall JG, Dell’Orso S, Derfoul A, Juan A, Zare H, Feng X, Clermont D, Koulnis M, Gutierrez-Cruz G, Fulco M et al (2015) The NAD+-dependent sirt1 deacetylase translates a metabolic switch into regulatory epigenetics in skeletal muscle stem cells. Cell Stem Cell 16:171–18325600643 10.1016/j.stem.2014.12.004PMC4320668

[CR72] Shyh-Chang N, Daley GQ, Cantley LC (2013) Stem cell metabolism in tissue development and aging. Development 140:2535–254723715547 10.1242/dev.091777PMC3666381

[CR73] Son MJ, Kwon Y, Son T, Cho YS (2016) Restoration of mitochondrial NAD+ levels delays stem cell senescence and facilitates reprogramming of aged somatic cells. Stem Cells 34:2840–285127428041 10.1002/stem.2460

[CR74] Sperber H, Mathieu J, Wang Y, Ferreccio A, Hesson J, Xu Z, Fischer KA, Devi A, Detraux D, Gu H et al (2015) The metabolome regulates the epigenetic landscape during naive-to-primed human embryonic stem cell transition. Nat Cell Biol 17:1523–153526571212 10.1038/ncb3264PMC4662931

[CR75] Staszkiewicz J, Power RA, Harkins LL, Barnes CW, Strickler KL, Rim JS, Bondioli KR, Eilersten KJ (2013) Silencing histone deacetylase-specific isoforms enhances expression of pluripotency genes in bovine fibroblasts. Cell Reprogramming 15:397–40410.1089/cell.2013.0026PMC378733624020699

[CR76] Strebinger D, Deluz C, Friman ET, Govindan S, Alber AB, Suter DM (2019) Endogenous fluctuations of OCT 4 and SOX 2 bias pluripotent cell fate decisions. Mol Syst Biol 15:e900231556488 10.15252/msb.20199002PMC6759502

[CR77] ter Huurne M, Chappell J, Dalton S, Stunnenberg HG (2017) Distinct cell-cycle control in two different states of mouse pluripotency. Cell Stem Cell 21:449–455.e428985526 10.1016/j.stem.2017.09.004PMC5658514

[CR78] Thompson PR, Wang D, Wang L, Fulco M, Pediconi N, Zhang D, An W, Ge Q, Roeder RG, Wong J et al (2004) Regulation of the p300 HAT domain via a novel activation loop. Nat Struct Mol Biol 11:308–31515004546 10.1038/nsmb740

[CR79] Vasilopoulou CG, Sulek K, Brunner AD, Meitei NS, Schweiger-Hufnagel U, Meyer SW, Barsch A, Mann M, Meier F (2020) Trapped ion mobility spectrometry and PASEF enable in-depth lipidomics from minimal sample amounts. Nat Commun 11:1–1131949144 10.1038/s41467-019-14044-xPMC6965134

[CR80] Wang D, Thompson P, Cole PA, Cotter RJ (2005) Structural analysis of a highly acetylated protein using a curved-field reflectron mass spectrometer. Proteomics 5:2288–229615887180 10.1002/pmic.200401167

[CR81] Weinert BT, Narita T, Satpathy S, Srinivasan B, Hansen BK, Schölz C, Hamilton WB, Zucconi BE, Wang WW, Liu WR et al (2018) Time-resolved analysis reveals rapid dynamics and broad scope of the CBP/p300 acetylome. Cell 174:1–1429804834 10.1016/j.cell.2018.04.033PMC6078418

[CR82] White AE, Hieb AR, Luger K (2016) A quantitative investigation of linker histone interactions with nucleosomes and chromatin. Sci Rep 6:1912226750377 10.1038/srep19122PMC4707517

[CR83] Wicklow E, Blij S, Frum T, Hirate Y, Lang RA, Sasaki H (2014) HIPPO pathway members restrict SOX2 to the inner cell mass where it promotes ICM fates in the mouse blastocyst. PLoS Genet 10:e100461825340657 10.1371/journal.pgen.1004618PMC4207610

[CR84] Williams EO, Taylor AK, Bell EL, Lim R, Kim DM, Guarente L (2016) Sirtuin 1 promotes deacetylation of Oct4 and maintenance of naive pluripotency. Cell Rep 17:809–82027732856 10.1016/j.celrep.2016.09.046PMC5081691

[CR85] Ying Q-L, Nichols J, Chambers I, Smith A (2003) BMP induction of Id proteins suppresses differentiation and sustains embryonic stem cell self-renewal in collaboration with STAT3. Cell 115:281–29214636556 10.1016/s0092-8674(03)00847-x

[CR86] Ying QL, Wray J, Nichols J, Batlle-Morera L, Doble B, Woodgett J, Cohen P, Smith A (2008) The ground state of embryonic stem cell self-renewal. Nature 453:519–52318497825 10.1038/nature06968PMC5328678

[CR87] Zhang T, Berrocal JG, Yao J, DuMond ME, Krishnakumar R, Ruhl DD, Ryu KW, Gamble MJ, Kraus WL (2012) Regulation of poly(ADP-ribose) polymerase-1-dependent gene expression through promoter-directed recruitment of a nuclear NAD + synthase. J Biol Chem 287:12405–1241622334709 10.1074/jbc.M111.304469PMC3320990

# Supplementary material for: Altering metabolism programs cell identity via NAD+-dependent deacetylation
**Source:** EMBO J. 2025 Apr 25;44(11):3056–84. doi: 10.1038/s44318-025-00417-0
**Supplement:** Supplementary file 1 — Appendix

## Appendix File

### Table of Contents

|                                                                                                                                        |    |
|----------------------------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1: Proteomic and Metabolic Signatures Associated with Distinct ESC Culture Conditions. ....                           | 2  |
| Appendix Figure S2: Characterization of the Metabolic and Cell Cycle Characteristics of EMESCs .....                                   | 4  |
| Appendix Figure S3: Differentiation Potential Characteristics of EMESCs and Effects of Galactose on Pre-Implantation Development. .... | 6  |
| Appendix Figure S4: Further Characterization of Acetylome of EMM-cultured ESCs. ....                                                   | 8  |
| Appendix Figure S5: Sirt1-KO and Sirt1-FKBP cell line validation. ....                                                                 | 10 |
| References. ....                                                                                                                       | 12 |

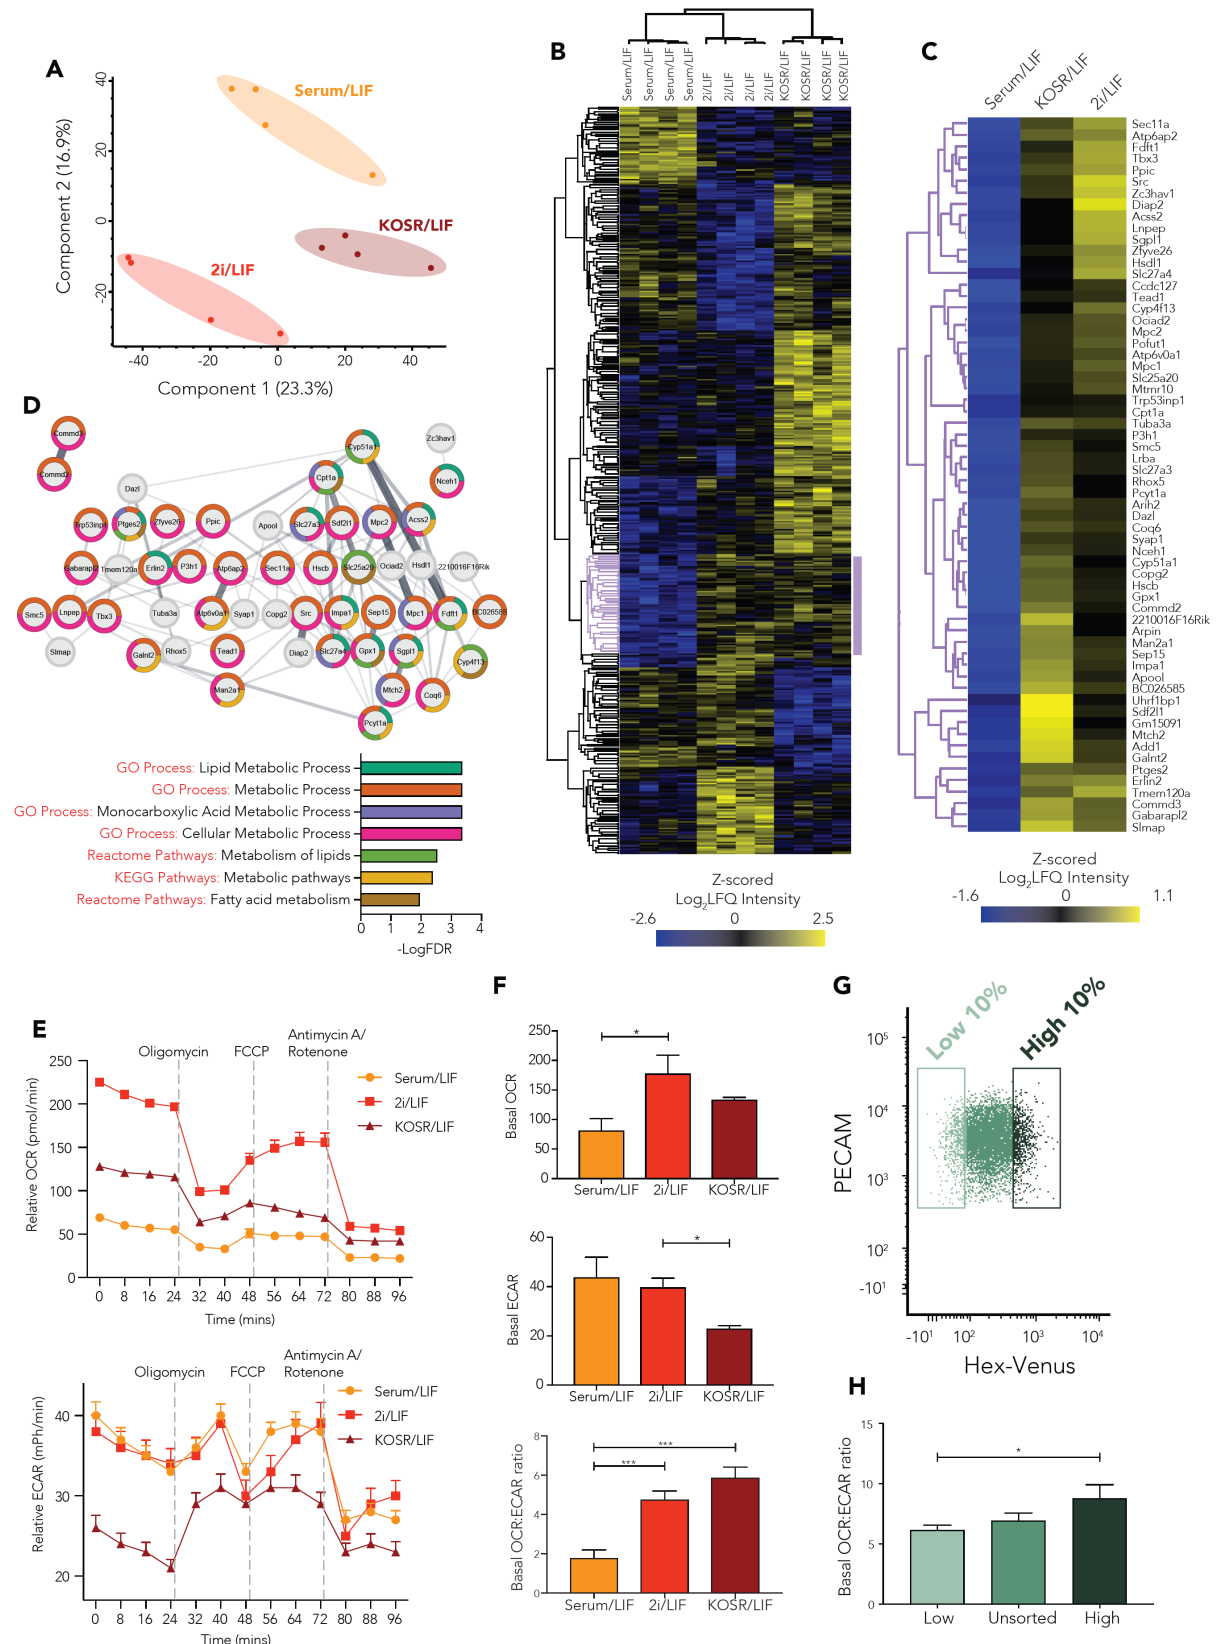

Appendix Figure S1: Proteomic and Metabolic Signatures Associated with Distinct ESC Culture Conditions.

A) PCA analysis of differentially expressed proteins in ESCs cultured in Serum/LIF-, 2i/LIF and KOSR/LIF.

B) Heatmap for differentially expressed proteins ( $\log_2(\text{FC}) > 1$ ,  $P_{\text{adj}} < 0.05$ ) between Serum/LIF-, 2i/LIF- and KOSR/LIF-cultured ESCs after 3 passages,  $n=4$  biologically independent samples, see also Supplementary Table 1.

C) Commonly upregulated proteins between 2i/LIF- and KOSR/LIF-cultured ESCs, relative to Serum/LIF-cultured ESCs (purple branch of left panel in (A)).

D) STRING diagram of proteins upregulated in 2i/LIF- and KOSR/LIF-cultured ESCs, relative to Serum/LIF-cultured ESCs (top); Gene Ontology (GO) Biological Processes, Reactome and (Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways table of proteins upregulated in 2i/LIF- and KOSR/LIF-cultured ESCs, relative to Serum/LIF-cultured ESCs (bottom).

E) Graphs depicting full mito-stress test, with addition of  $1\mu\text{M}$  Oligomycin,  $3\mu\text{M}$  FCCP and  $1\mu\text{M}$  Antimycin A/Rotenone at  $t=25, 49$  and  $73$  mins respectively.

F) Basal OCR (top), ECAR (middle) and OCR:ECAR ratio (bottom) analysis for between Serum/LIF-, 2i/LIF- and KOSR/LIF-cultured ESCs.  $n=24$  technical replicates, from 3 independent experiments. Bar charts depict mean and S.E.M, p-values: OCR Serum/LIF vs 2i/LIF  $*p=0.0153$ ; ECAR 2i/LIF vs KOSR/LIF  $*p=0.0182$ ; OCR/ECAR Serum/LIF vs 2i/LIF  $***p=0.0008$ , Serum/LIF vs KOSR/LIF  $***p=0.0004$ ; unpaired two-tailed t-test.

G) Dot plot showing FACS for populations of Hhex-Venus-sorted ESCs cultured in 2i/LIF, where boxes denote the 10% low and 10% high fractions. Representative of 2 biologically independent samples.

H) Basal OCR:ECAR ratio analysis comparing Hhex-Venus 10% low, unsorted and 10% high fractions of ESCs cultured in 2i/LIF.  $n=10$  technical replicates from 2 biologically independent samples. Bar charts depict mean and SEM, p-values:  $*p=0.0161$ ; unpaired two-tailed t-test.

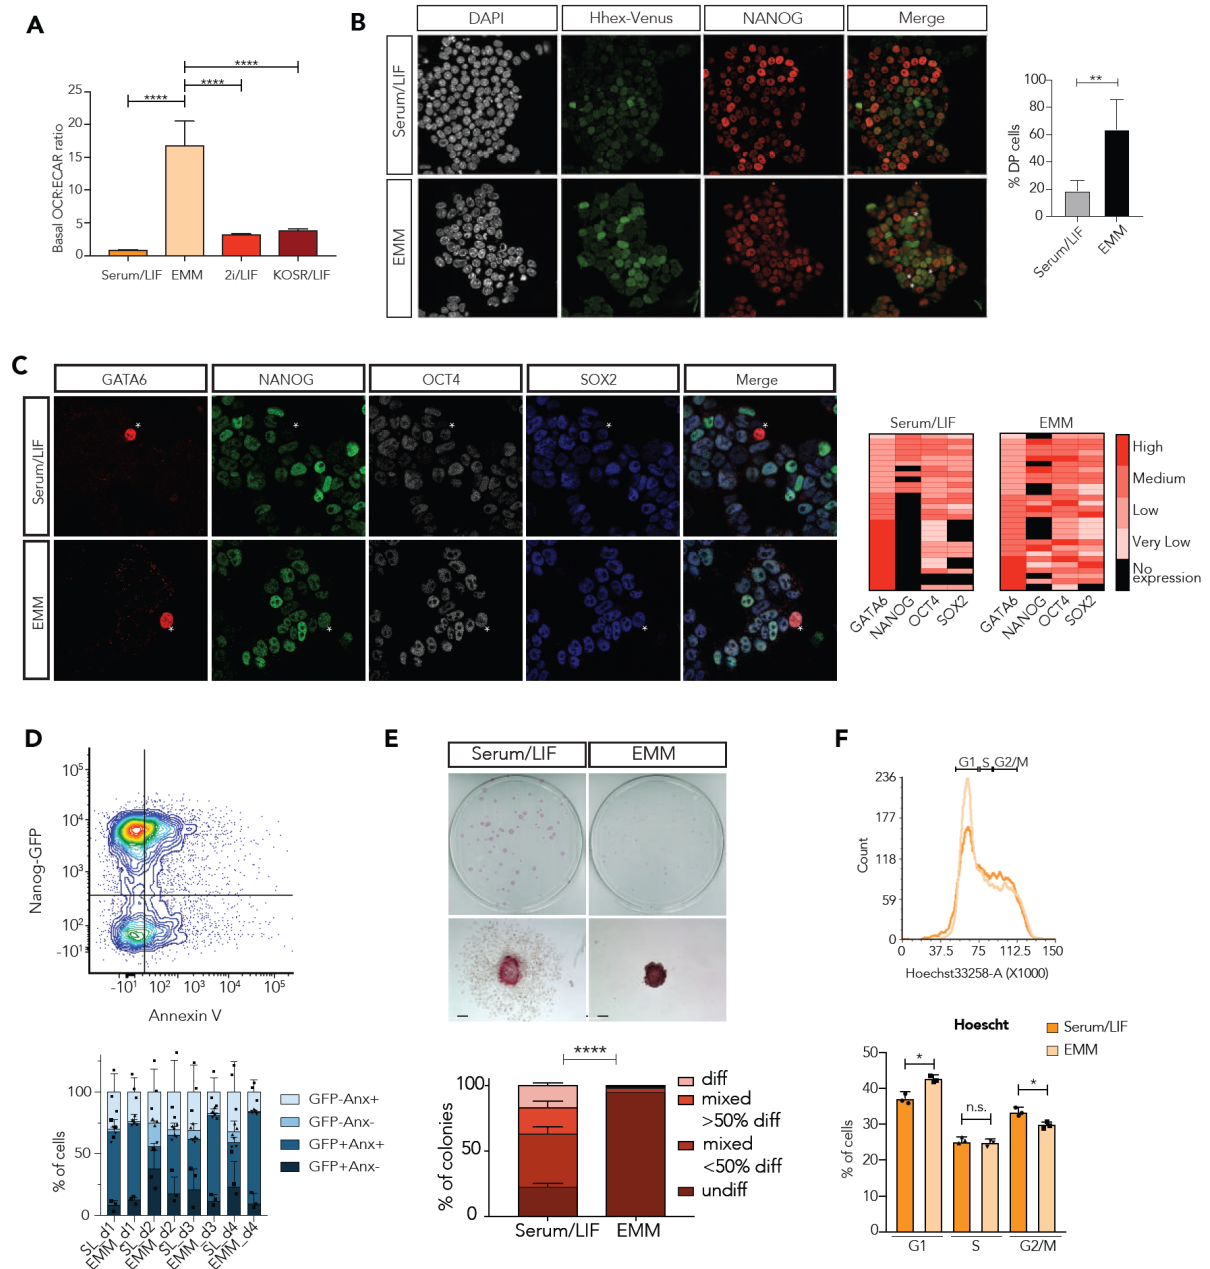

## Appendix Figure S2: Characterization of the Metabolic and Cell Cycle Characteristics of EMESCs.

A) Basal OCR:ECAR ratio for ESCs cultured in Serum/LIF, 2i/LIF, and KOSR/LIF for 3 passages, and EMESCs cultured in EMM for 48h. n=24 technical replicates, from 3 independent experiments. Bar chart depicts mean and S.E.M. \*\*\*\*p<0.001, unpaired two-tailed t-test.

B) Hhex-Venus reporter ESCs cultured for 2 passages in Serum/LIF or EMM, then immunostained for NANOG and Hhex-Venus (GFP antibody). White asterisk marks example

cells with co-expression. Quantification of double positive (DP) cells as a percentage of total Hhex-Venus positive cells, from 6 images of 2 biologically independent samples per condition, \*\*p=0.0099, unpaired two-tailed t-test. Scale bar = 20μm.

C) Immunostaining of Serum/LIF-cultured ESCs or EMESCs (48h) for GATA6, NANOG, OCT4 and SOX2, with quantification of 30 individual GATA6<sup>+</sup> cells taken from 3 independent experiments. Scale bar = 20μm.

D) Annexin V staining of EMESCs after d1-4 in EMM culture. FACS plot depicts Nanog-eGFP reporter co-expression with Annexin V (representative of 3 independent experiments), with quantification of Annexin V staining in Nanog<sup>high</sup> and Nanog<sup>low</sup> gates (gated against GFP-negative cells) at all timepoints.

E) ESC and EMESC colonies from individual cells cultured in Serum/LIF or EMM respectively for 9 days, stained for alkaline phosphatase activity (Representation of colonies from each condition). Scale bar = 800μm. Quantification of ESC colonies from 3 biologically independent samples per condition, \*\*\*\*p <0.0001, two-tailed chi-square test.

F) Cell cycle profiles of Serum/LIF-cultured ESCs and EMESCs after 2 passages, following staining with Hoescht33342 and analyzed by Flow Cytometry. EMESCs displayed increased proportion in G1 phase (37.21% to 42.73%), and decreased proportion in G2/M (38.10% to 31.72%), \*p<0.05, unpaired two-tailed t-test.

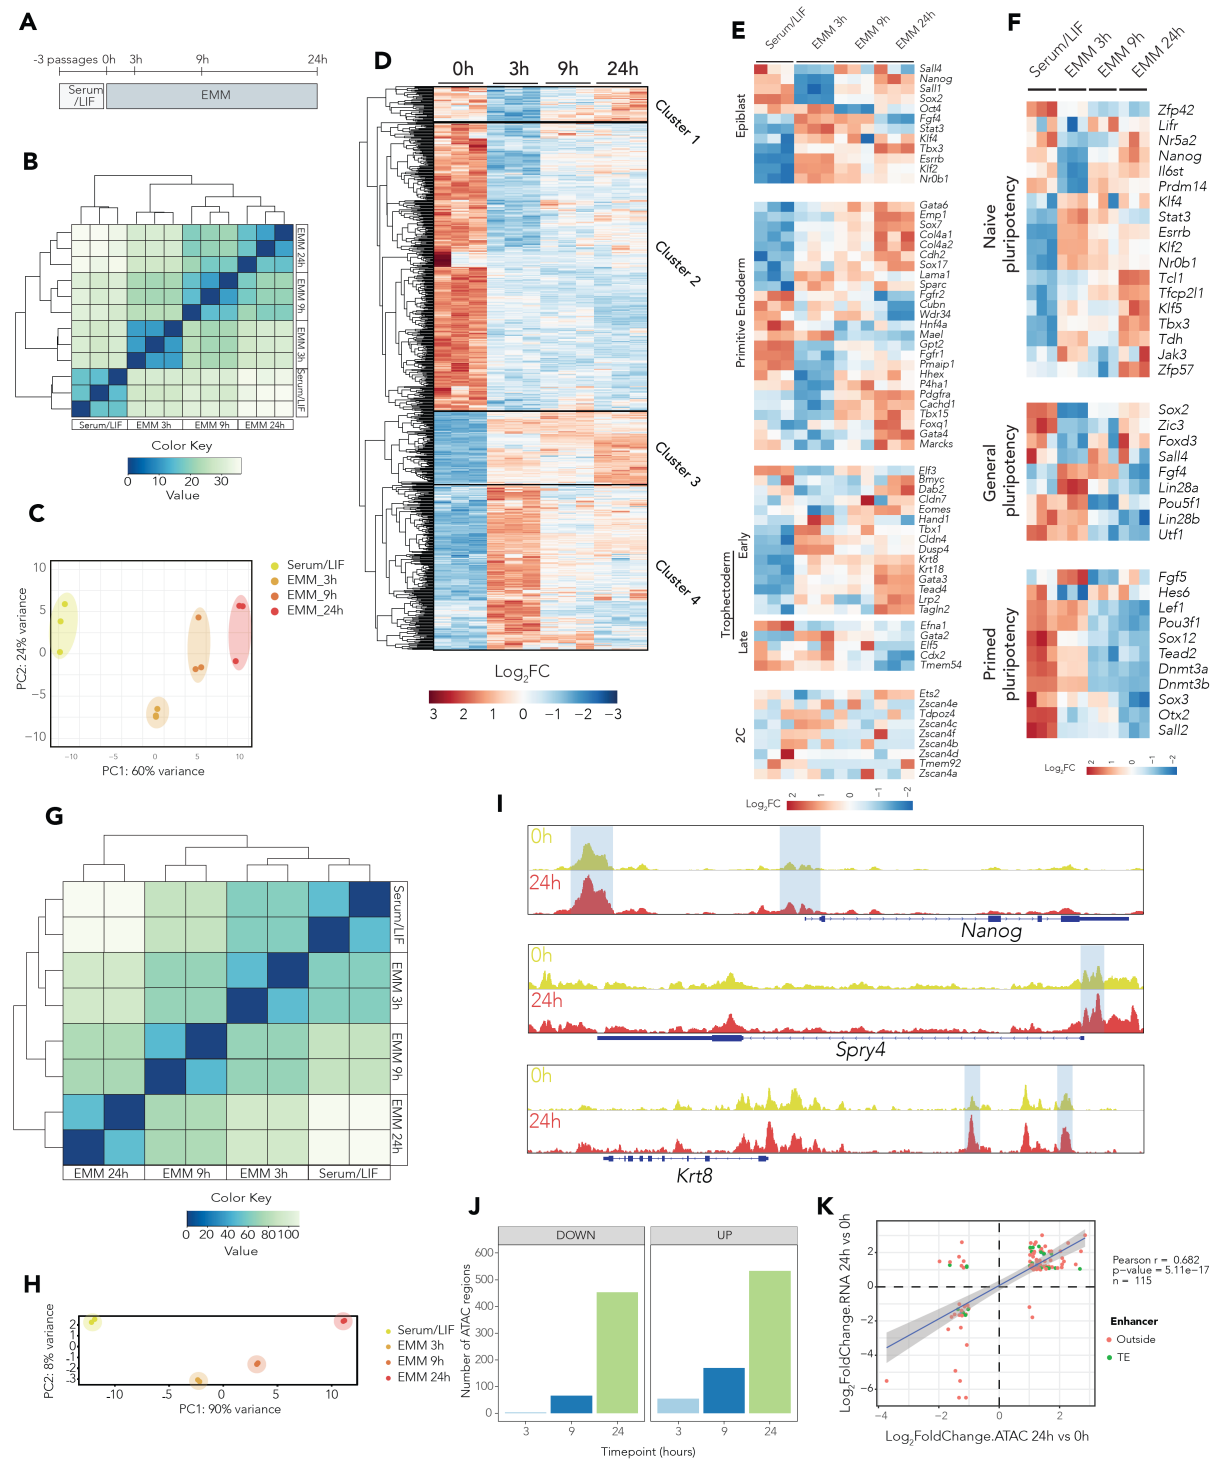

**Appendix Figure S3: Early Transcriptional and Chromatin Accessibility Changes in Response to Culture in EMM.**

A) Experimental outline for EMM time course used for ATAC- and RNA-seq analysis.

- B) Unbiased hierarchical clustering of whole-transcriptome RNA-seq datasets for ESCs cultured in Serum/LIF or EMM for 3h, 9h, and 24h. n=3 experimentally independent samples.
- C) PCA for RNAseq of ESCs cultured in Serum/LIF or EMM for 3h, 9h, and 24h.
- D) RNA-seq heatmap of differentially expressed genes ( $\text{Log}_2\text{FC} > 1$ ,  $P_{\text{adj}} < 0.01$ ) observed in ESCs cultured in Serum/LIF or EMM, with 4 clusters.
- E) RNA-seq heat map depicting changes in Epi, PrE, TE and 2C marker gene transcription during EMM timecourse.
- F) RNA-seq heat map depicting changes in naïve, general, and primed pluripotency marker gene transcription in response to EMM.
- G) Unbiased hierarchical clustering of whole-epigenome ATAC-seq datasets for ESCs cultured in Serum/LIF or EMM for 3h, 9h, and 24h. n=2 experimentally independent samples.
- H) PCA of ATAC-seq for ESCs cultured in Serum/LIF or EMM for 3h, 9h, and 24h.
- I) ATAC-seq profiles of *Nanog*, *Spry4* and *Krt8* genes depicting increased chromatin accessibility at enhancer regions between 0h and 24h of EMM culture, shaded boxes depict EP300 peaks from ChIP-seq data (Hamilton *et al*, 2019).
- J) Numbers of significantly up- or down-regulated ( $\text{Log}_2\text{FC} > 1$ ,  $P_{\text{adj}} < 0.01$ ) ATAC-seq regions relative to Serum/LIF at 3, 9 and 24h EMM culture.
- K) Scatterplot depicting changes in RNA expression after 24h EMM, with associated ATAC-regions at 24h EMM ( $\text{Log}_2\text{FC} > 1$ ,  $P_{\text{adj}} < 0.01$ ). TEs shown as green dots.

A) Western blot analysis of PARP activity (auto-PARylation, left) in ESCs cultured in Serum/LIF-+ or EMESCs cultured in EMM-+ PARP inhibitor Olaparib (10 $\mu$ M) for 24h. Representative of 2 biological replicates.

B) RT-qPCR of EMM-early response genes (*Tbx3* and *Dnmt3b*) in ESCs cultured in Serum/LIF-+ or EMESCs cultured in EMM-+ PARP inhibitor Olaparib (10 $\mu$ M) for 24h. Data are mean + s.d. n=3 biologically independent samples. p-values: *Tbx3* n.s.=0.3186; *Dnmt3b* n.s.=0.1770, unpaired two-tailed t-test.

C) Western blot analysis of protein levels H3K9ac, H3K27ac and H4K16ac levels, relative to total H3 levels in ESCs cultured in Serum/LIF and EMESCs cultured in EMM-/ +NAM for 24h. Data are representative of 3 biologically independent samples.

D) Global histone acetylation levels quantified by mass spectrometry. n=4 biological replicates (3 for EMM). Multiple unpaired t-tests. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5 $\times$  IQR. p-values: H3K4ac n.s.=0.1432; H3K9ac n.s.=0.1816; H3K14ac n.s.=0.1091; H3K18ac \*\*\*\*p<0.0001; H3K23ac \*\*\*\*p<0.0001; H3.1K27ac \*\*p=0.0029; H3.3K27ac n.s.=0.2620; H3.1K36ac \*\*p=0.0015; H3.3K36ac \*p=0.0132; H3K56ac n.s.=0.6347; H3K79ac n.s.=0.1628; H4K4..17\_1ac \*\*\*\*p<0.0001; H4K4..17\_2ac \*\*\*\*p<0.0001; H4K4..17\_3ac \*\*\*p=0.0001; H4K4..17\_4ac \*p=0.0128.

E) Global histone methylation levels quantified by mass spectrometry. n=4 biological replicates (3 for EMM). Two-way ANOVA. Lines indicate median, boxes represent first and third quartiles and whiskers extend 1.5 $\times$  IQR. p-values: H3K4me1 \*\*\*p=0.0003; H3K9me2 \*p=0.0216; H3K9me3 SL vs EMM+NAM \*p=0.0216, EMM vs EMM+NAM \*\*\*p=0.0003; H3.1K27me3 SL vs EMM \*p=0.0368, EMM vs EMM+NAM \*p=0.0179; H3.1K36me1 \*p=0.0216.

F) Immunostaining of EMM+NAM-cultured (48h) ESCs for GATA6, NANOG, OCT4 and SOX2, with quantification of 30 individual GATA6+ cells taken from 3 independent experiments. **Scale bar = 20μm.**

G) RT-qPCR analysis of *Nanog* mRNA affected by EMM culture in ESCs cultured in Serum/LIF, and EMESCs cultured in EMM, EMM+NAM (20mM), and Ex-527 (10μM) for 24h. Data are mean + s.d., unpaired two-tailed t-test. p-values: EMM vs EMM+NAM \*\*p=0.0012; EMM vs EMM+10uM Ex527 \*p=0.0301.

H) RT-qPCR analysis for *Nanog* mRNA in Serum/LIF-cultured ESCs and EMESCs after 1h and 3h culture -+A-485 (10nM). Data are mean + s.d., \*\*\*\*p<0.0001, unpaired two-tailed t-test.

I) Western blot analysis for and H3K27ac in Serum/LIF-cultured ESCs and EMESCs after 1h and 3h culture -+A-485 (10nM).

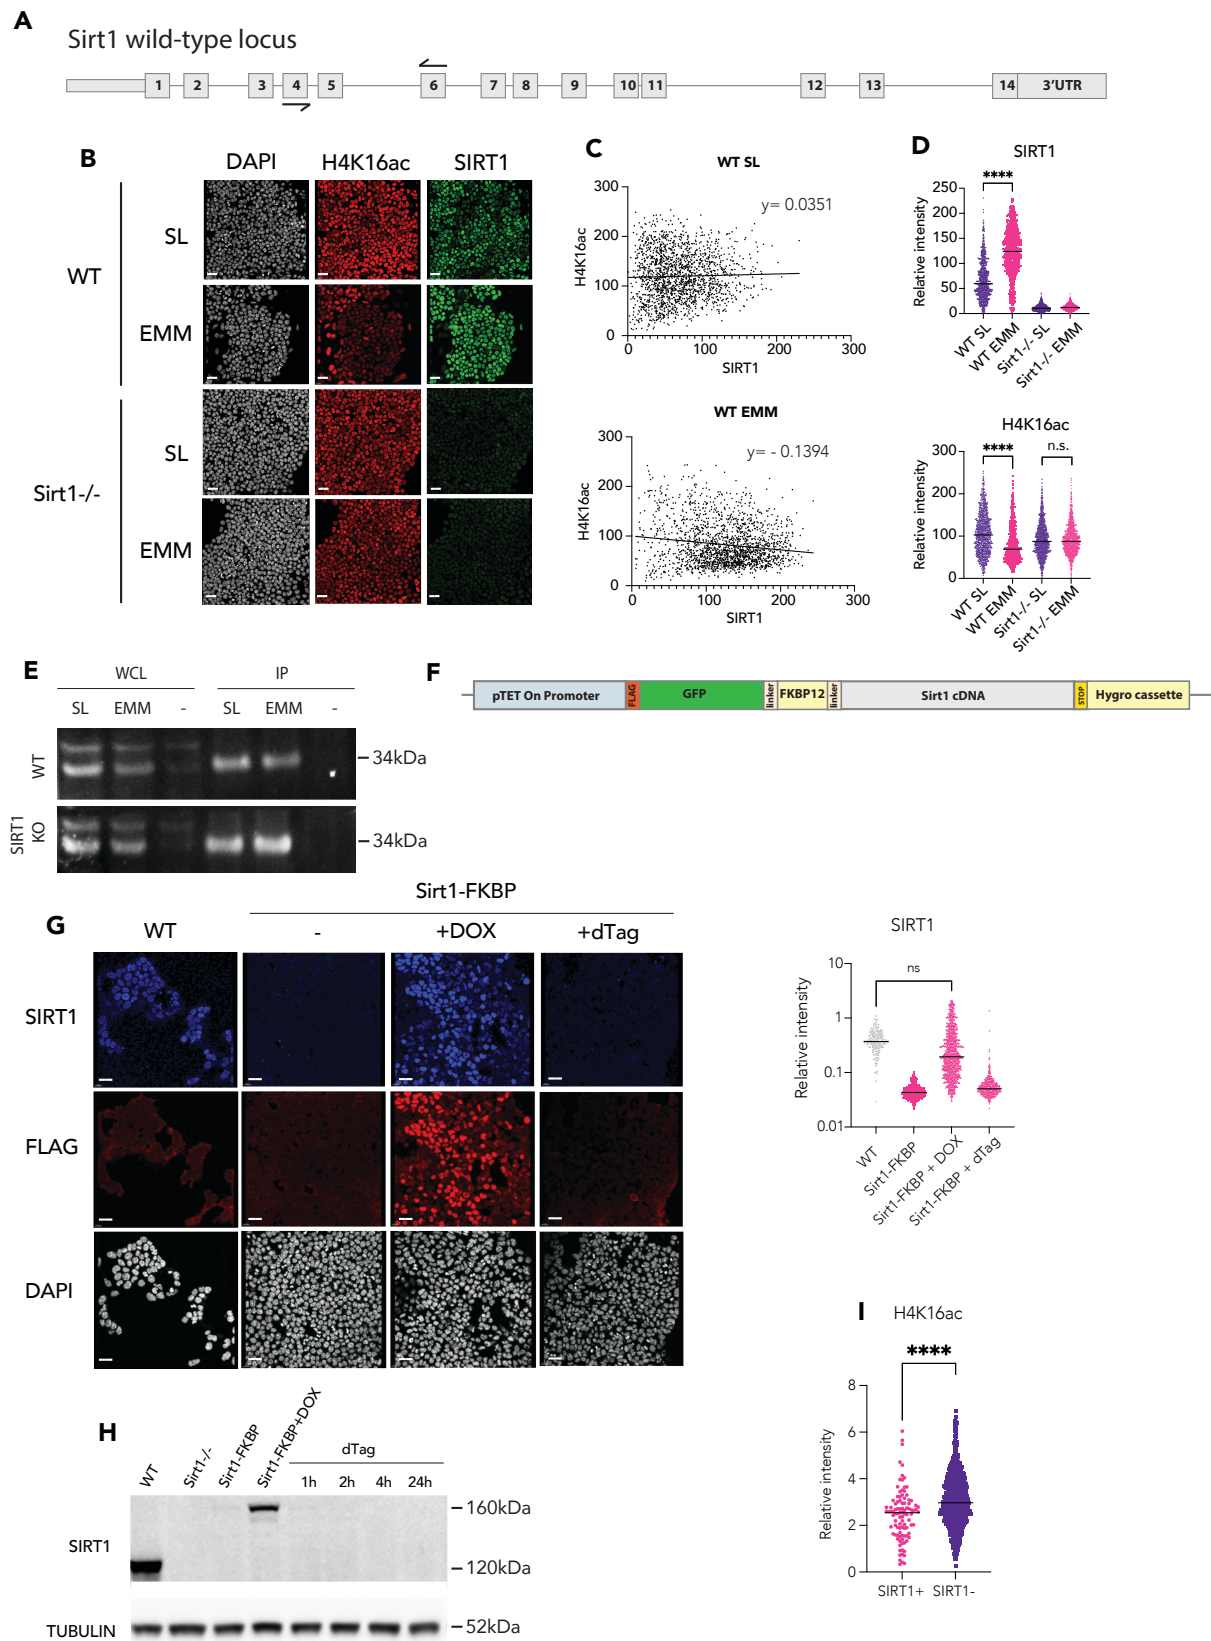

Appendix Figure S5: Sirt1-KO and Sirt1-FKBP cell line validation.

A) Sirt1 endogenous locus, depicting CRISPR guides cutting at exons 4 and 6, used to generate Sirt1<sup>-/-</sup> KO mESC lines.

B) IF for H4K16ac and SIRT1 in SL- and EMM-cultured ESCs, both for WT and Sirt1<sup>-/-</sup> background.

**Scale bar = 30μm.**

C) Dot plot depicting correlation between SIRT1 and H4K16ac levels in SL- (top) and EMM- (bottom) cultured ESCs.

D) Quantification of SIRT1 (top) and H4K16ac (bottom) in SL- and EMM-cultured ESCs, both for WT and Sirt1<sup>-/-</sup> background. Samples from 2 independent experiments, \*\*\*\*p<0.0001, n.s.=0.5101, unpaired two-tailed t-test.

E) IP for Acetylated lysine and Western blot analysis of SOX2 in ESCs cultured for 24h in Serum/LIF and EMM, and IgG control (-) in both WT and in Sirt1-KO ESCs. Data are representative of 3 biologically independent samples.

F) Cartoon of TET On-inducible eGFP-FLAG-Sirt1-FKBP12 construct, used to generate Sirt1-FKBP mESC lines in Sirt1 KO background.

G) IF for FLAG and SIRT1 in WT and Sirt1-FKBP mESCs with addition of DOX (48h) and/ dTag-13 (24h)(left); Quantification of SIRT1 levels in WT mESCs, and in Sirt1-FKBP mESCs -/+DOX, -/+ dTag-13 (right). Samples from 2 independent experiments, n.s.=0.1452, unpaired two tailed t-test. **Scale bar = 30μm.**

H) Western Blot analysis of SIRT1 expression in WT and Sirt1-FKBP mESCs, with timecourse of dTag-13 addition. Depiction of 3 biologically independent samples.

I) IF Quantification of H4K16ac levels in SIRT1- and SIRT1+ ESCs. Samples from 2 independent experiments, \*\*\*\*p<0.0001, unpaired two-tailed t-test.

## **References**

Hamilton WB, Mosesson Y, Monteiro RS, Emdal KB, Knudsen TE, Francavilla C, Barkai N, Olsen JV & Brickman JM (2019) Dynamic lineage priming is driven via direct enhancer regulation by ERK. *Nature* 575: 355–360

# Supplementary material for: Altering metabolism programs cell identity via NAD+-dependent deacetylation
**Source:** EMBO J. 2025 Apr 25;44(11):3056–84. doi: 10.1038/s44318-025-00417-0
**Supplement:** Supplementary file 16 — Expanded View Figures

## Expanded View Figures

**Figure EV1. Differentiation potential characteristics of EMESCs and effects of galactose on pre-implantation development.**

(A) Western blot analysis of SL-, EMM- and 2i/LIF-cultured mESCs.  $n = 6$  biologically independent samples. Data are mean + s.d., unpaired two-tailed  $t$  test.  $P$  values: Active B-CATENIN SL vs EMM n.s.=0.8464, EMM vs 2i/LIF  $^{**}P = 0.0040$ ; pYAP1 SL vs EMM  $^{*}P = 0.0124$ , EMM vs 2i/LIF n.s.=0.0559; pERK SL vs EMM  $^{****}P < 0.0001$ , EMM vs 2i/LIF  $^{****}P < 0.0001$ ; pAKT SL vs EMM  $^{****}P < 0.0001$ , EMM vs 2i/LIF  $^{*}P = 0.0148$ ; pSTAT3 SL vs EMM  $^{**}P = 0.0069$ , EMM vs 2i/LIF n.s.  $P = 0.7369$ . (B) RT-qPCR analysis of pluripotency genes *Oct4*, *Nanog* and *Tcfp2l1*; PrE genes *Gata4*, *Sox7* and *cMyc*; and TE genes *Gata3* and *Eomes*.  $n = 3$  biologically independent samples. Data are mean + s.d., unpaired two-tailed  $t$  test.  $P$  values: *Oct4* n.s.=0.4303; *Nanog* n.s.= 0.0729; *Tcfp2l1* n.s.= 0.1515; *cMyc*  $^{**}P = 0.0053$ ; *Gata4*  $^{**}P = 0.0097$ ; *Sox7*  $^{*}P = 0.0159$ ; *Eomes*  $^{*}P = 0.0297$ ; *Gata3*  $^{*}P = 0.0380$ . (C) RT-qPCR analysis of pluripotency genes *Nanog* and *Oct4*, and neural genes *Nestin* and *Zfp521* at d0 and d7 of neural differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d.,  $n = 3$  biologically independent samples, unpaired two-tailed  $t$  test.  $P$  values: *Nestin* n.s.=0.2267; *Zfp521* n.s.= 0.1027. (D) RT-qPCR analysis of pluripotency gene *Oct4* and PrE genes *Gata4*, *Gata6* and *Pdgfra* at d0, d4 and d7 of PrE differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d.,  $n = 3$  biologically independent samples, unpaired two-tailed  $t$  test.  $P$  values: *Gata6*  $^{**}P = 0.0084$ ; *Pdgfra*  $^{**}P = 0.0050$ . (E) RT-qPCR analysis of pluripotency genes *Nanog* and *Oct4*, and TSC genes *Gata3* and *Elf5* at d0 and d7 of TSC differentiation. ESCs and EMESCs were cultured in Serum/LIF or EMM respectively for 2 passages prior to d0. Data are mean + s.d.,  $n = 3$  biologically independent samples, unpaired two-tailed  $t$  test. *Gata3*  $^{**}P = 0.0011$ ; *Elf5*  $^{*}P = 0.0389$ . (F) Brightfield images of mESCs after 10 passages cultured in Serum/LIF, EMM, and 2i/LIF. Scale bar = 100  $\mu$ m. (G-I) Comparative expression of apoptosis (G), embryonic (H) and extra-embryonic (I) genes from transcriptomic data in mESCs cultured for 10 and 20 passages in Serum/LIF, EMM, and 2i/LIF.  $n = 3$  biologically independent samples. Data are mean + s.d., unpaired two-tailed  $t$  test.  $P$  values: *Bad* SL vs 2i/LIF P20  $^{**}P = 0.0245$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Bak1* EMM vs 2i/LIF P10  $^{**}P = 0.0012$ , SL vs EMM P20  $^{**}P = 0.0012$ , SL vs 2i/LIF P20  $^{**}P = 0.0039$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Bid* SL vs 2i/LIF P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Caspase3* EMM vs 2i/LIF P10  $^{*}P = 0.03913$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Caspase9* SL vs 2i/LIF P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Tnfrsf1a* SL vs 2i/LIF P10  $^{***}P = 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Nanog* SL vs 2i/LIF P10  $^{*}P = 0.0180$ , EMM vs 2i/LIF P10  $^{**}P = 0.0022$ , SL vs EMM P20  $^{***}P = 0.0007$ , SL vs 2i/LIF P20  $^{**}P = 0.0086$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Nr0b1* SL vs EMM P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Pou5f1* SL vs EMM P10  $^{***}P = 0.0009$ , EMM vs 2i/LIF P10  $^{***}P = 0.0002$ ; *Sall4*, SL vs EMM P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P10  $^{***}P = 0.0007$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{**}P = 0.0050$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Sirt1* SL vs EMM P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Sox2* SL vs EMM P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{****}P = 0.0001$ , EMM vs 2i/LIF P20  $^{****}P = 0.0001$ ; *Col4a1*, SL vs EMM P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{**}P = 0.0013$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Col4a2*, SL vs EMM P10  $^{**}P = 0.0013$ , SL vs 2i/LIF P10  $^{***}P = 0.0006$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{**}P = 0.0037$ , EMM vs 2i/LIF P20  $^{**}P = 0.0024$ ; *Dusp4*, SL vs 2i/LIF P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{****}P < 0.0001$ , SL vs EMM P20  $^{****}P < 0.0001$ , SL vs 2i/LIF P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Gata6*, SL vs 2i/LIF P20  $^{****}P = 0.0081$ , EMM vs 2i/LIF P20  $^{****}P = 0.0037$ ; *Lrp2*, SL vs EMM P10  $^{*}P = 0.0131$ , SL vs 2i/LIF P10  $^{****}P < 0.0001$ , EMM vs 2i/LIF P10  $^{*}P = 0.0113$ , SL vs EMM P20  $^{****}P < 0.0001$ , EMM vs 2i/LIF P20  $^{****}P < 0.0001$ ; *Sox7*, SL vs EMM P10  $^{**}P = 0.0015$ , EMM vs 2i/LIF P10  $^{***}P = 0.0003$ , SL vs 2i/LIF P20  $^{**}P = 0.0099$ , EMM vs 2i/LIF P20  $^{***}P = 0.0006$ . (J) Representative image of mouse litter, star indicates mice with contribution (left); Table depicting contribution efficiency of mESCs (two different cell lines) cultured in SL or EMM in generating chimeric mice from injected blastocysts (right).

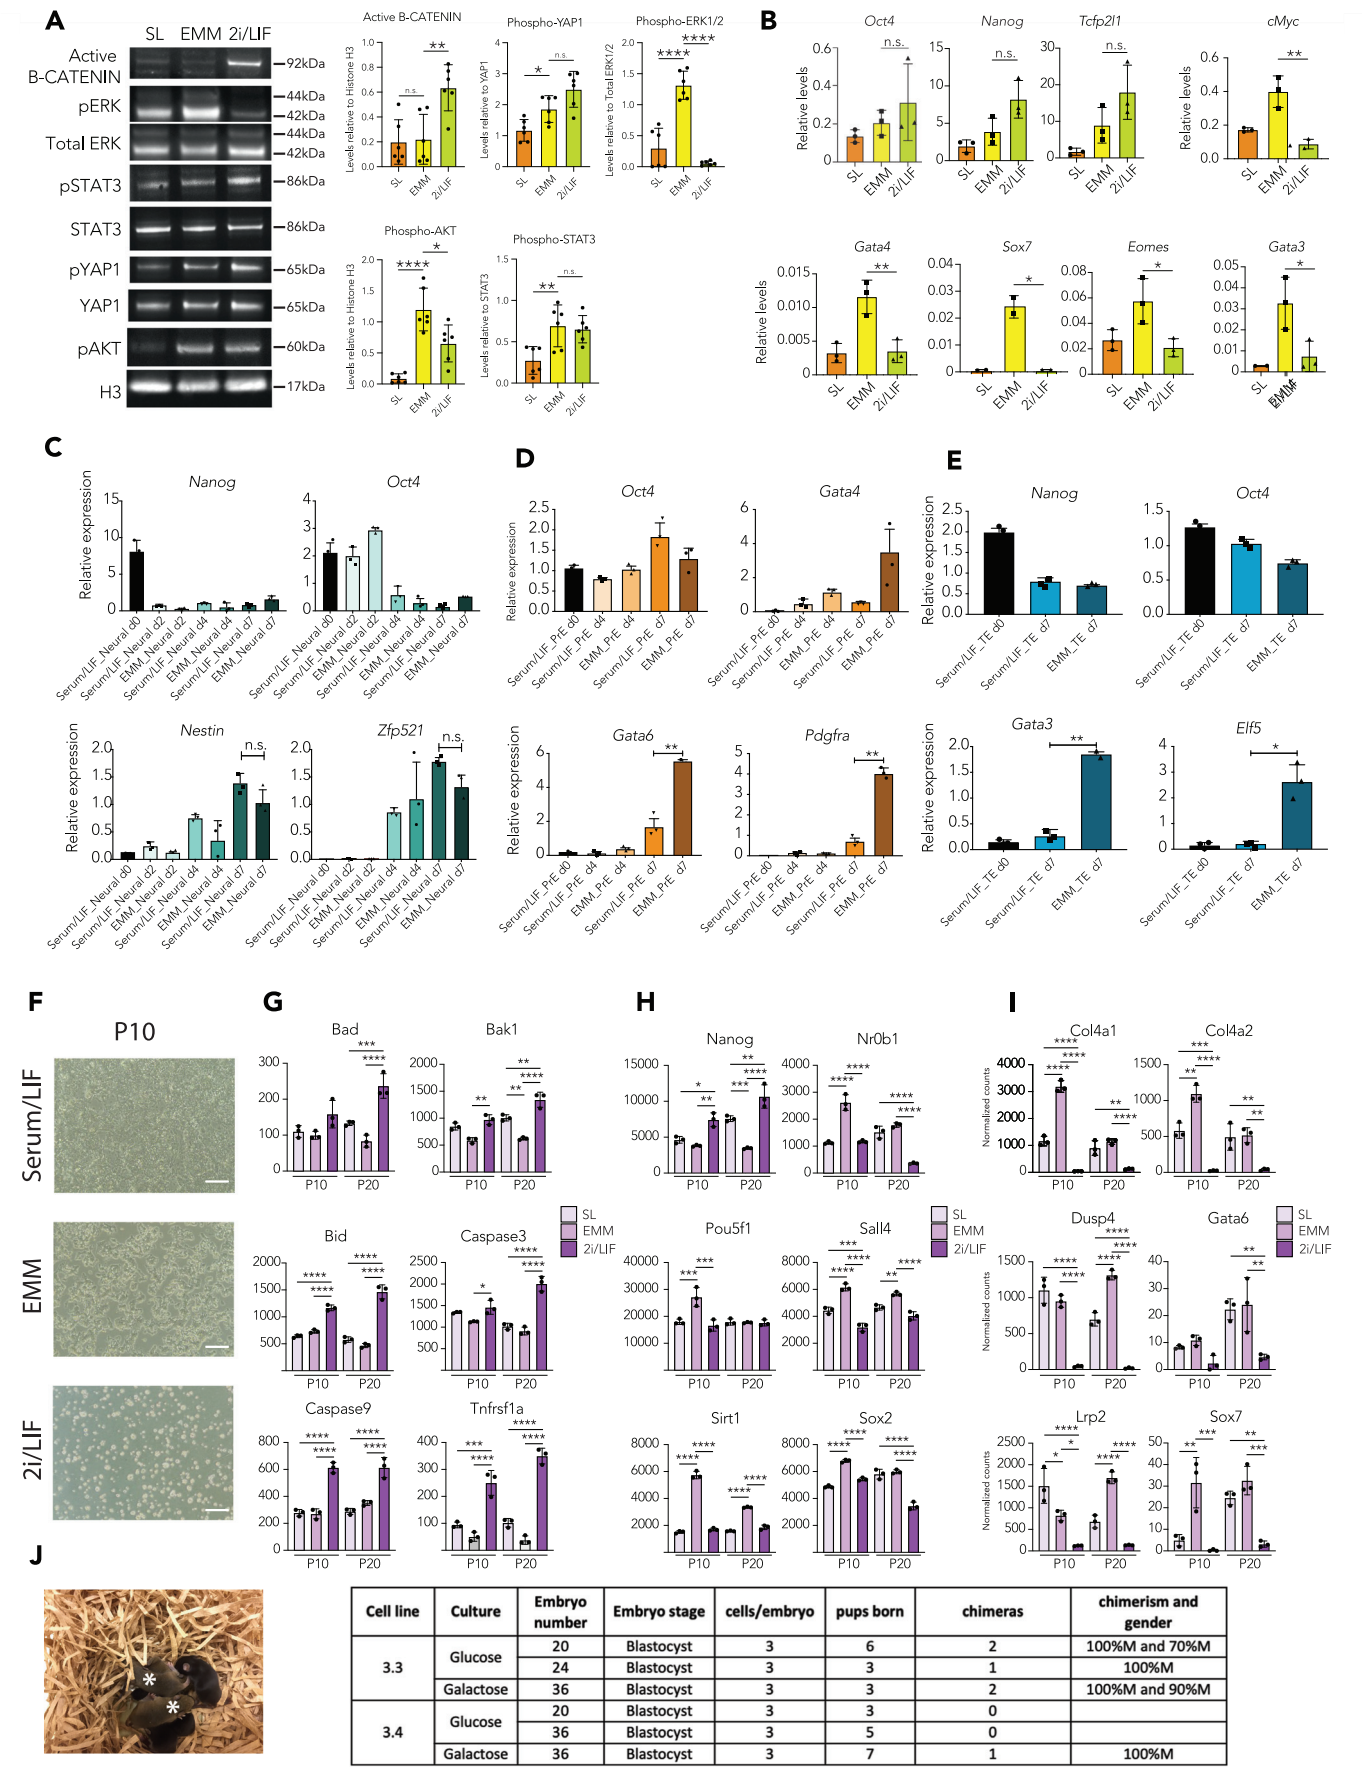

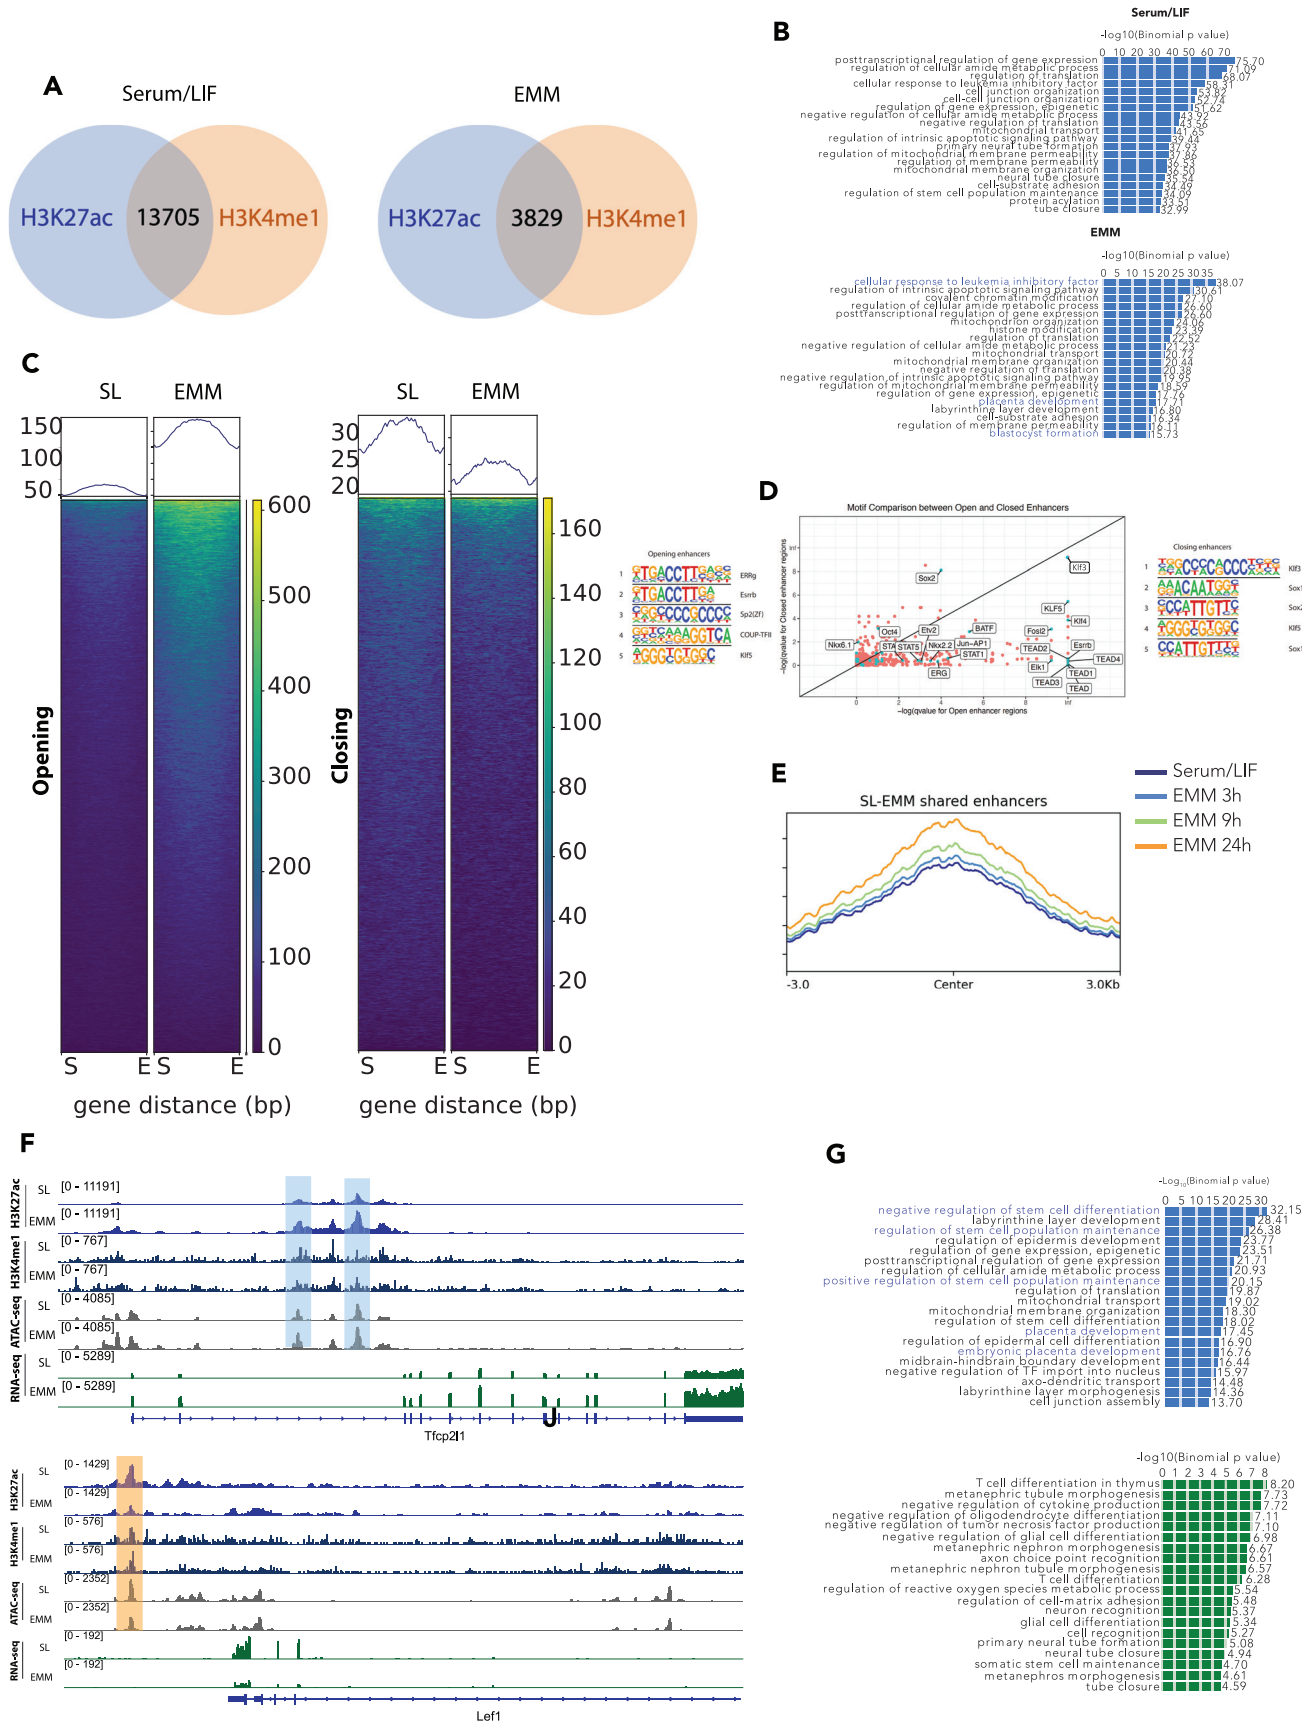

◀ **Figure EV2. Further characterization of the enhancer landscape of EMM-cultured ESCs.**

(A) Overlap of H3K27ac and H3K4me1 CUT&Tag peaks, defining enhancers in Serum/LIF and EMM. (B) GO analysis for Biological Processes of genes associated with enhancers defined by overlapping peaks for H3K27ac and H3K4me1 in ESCs cultured in Serum/LIF (top) and EMM (bottom). Discussed GO terms highlighted in blue. (C) Heatmaps and profiles depicting H3K27ac intensity in both Serum/LIF and EMM conditions at opening and closing enhancers. (D) Motif enrichment analysis of Opening versus Closing enhancers. (E) ATAC-seq time course metaprofiles of SL-EMM shared enhancers. (F) Genome browser tracks (IGV 2.14.0 software) of CUT&Tag for H3K27ac and H3K4me1, ATAC-seq and RNA-seq at the *Tfcp2l1* locus (top) and *Lef1* locus (bottom) at 0 h and 24 h of EMM treatment. Blue boxes depict opening enhancers, orange box depicts a closing enhancer. (G) GO analysis for Biological Processes of genes associated with ATAC-upregulated (top) and -downregulated (bottom) TE regions after 24 h EMM culture (noted processes in blue font).

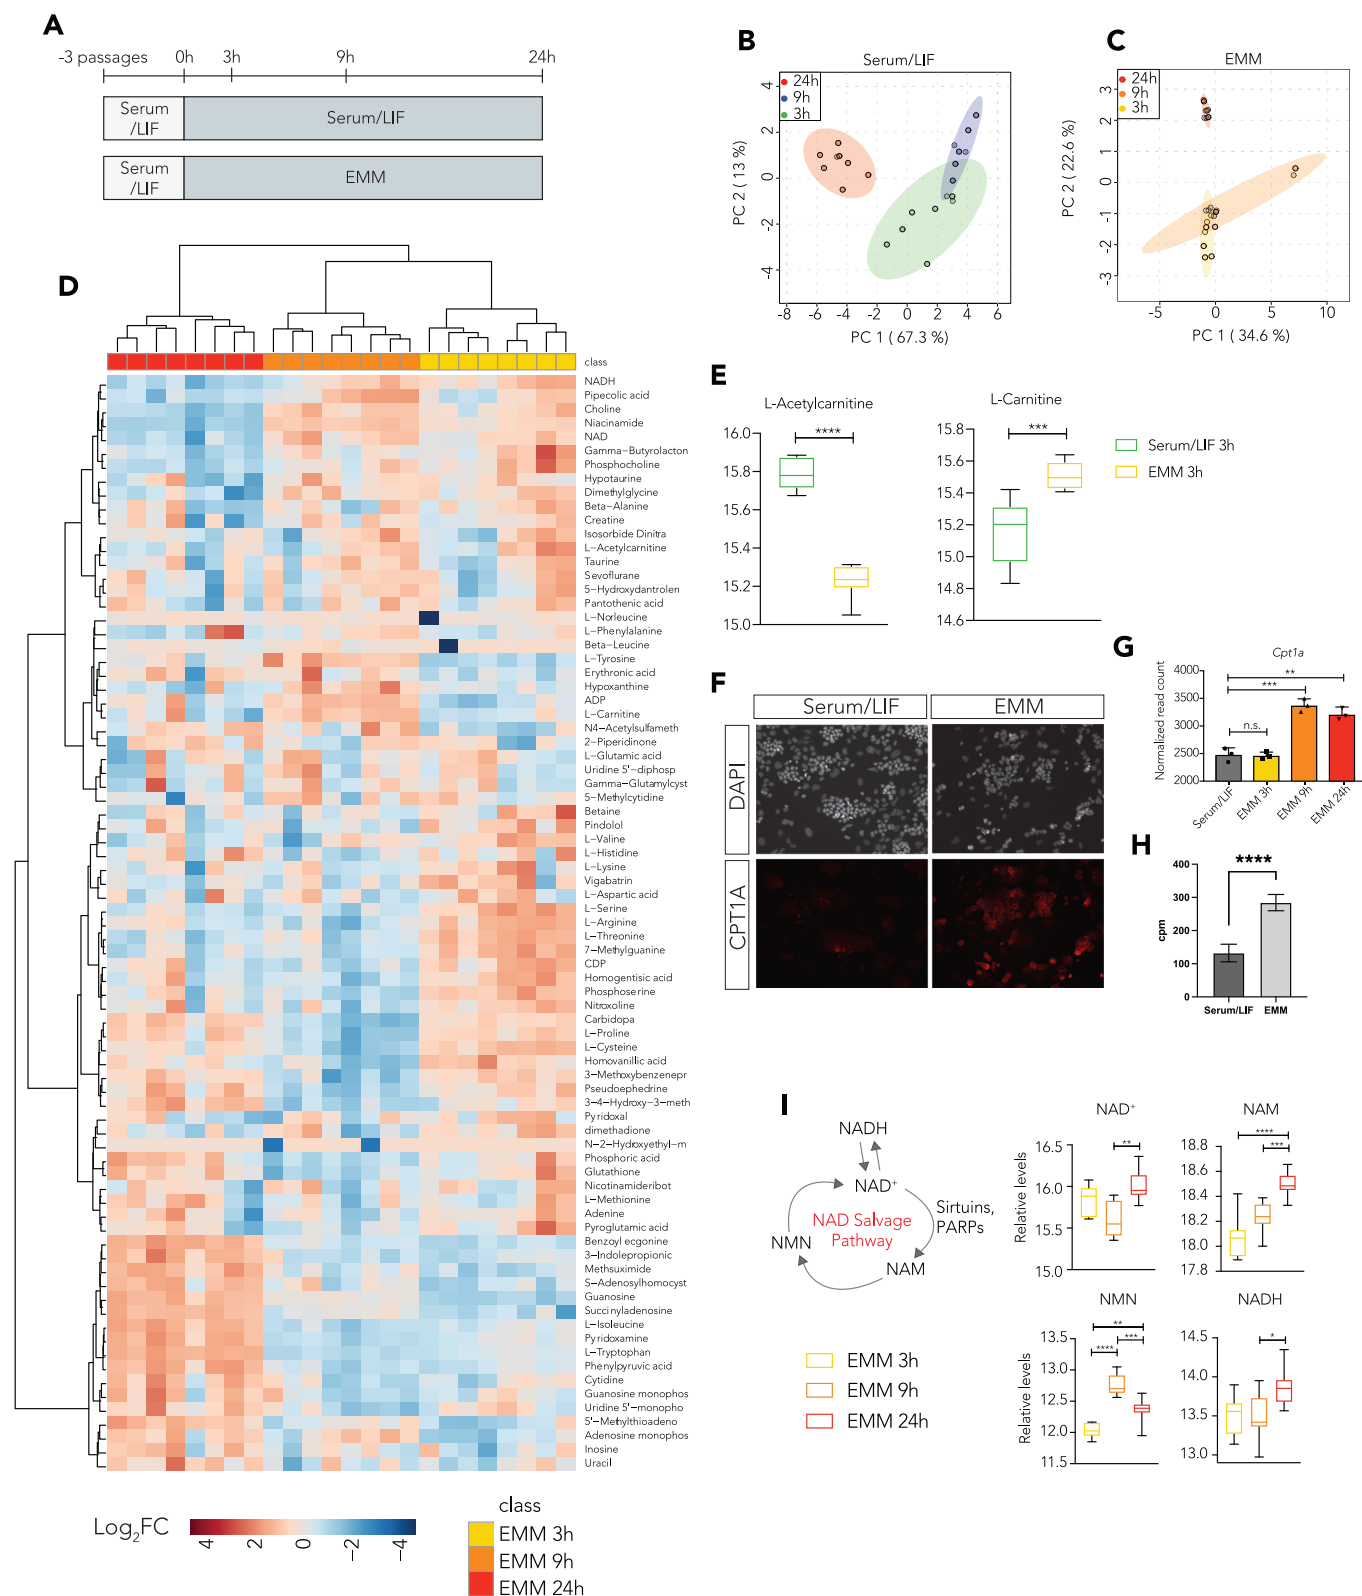

◀ **Figure EV3. Downstream responses to EMM metabolic phenotypes and the enzymes propagating them.**

(A) Experimental outline for Serum/LIF and EMM time course used for metabolomic analysis. (B) PC1 vs 2 for Serum/LIF-cultured ESCs at 3 h, 9 h and 24 h in culture. (C) PC1 vs 2 for EMM-cultured ESCs at 3 h, 9 h and 24 h in culture. (D) Heatmap of enriched metabolites ( $\text{Log}_2\text{FC} < 1$ ,  $P_{\text{adj}} < 0.05$ ) in Serum/LIF-cultured ESCs versus all time points during EMM culture,  $n = 8$  technical replicates per sample. (E) Levels of L-Acetylcarnitine (left) and L-Carnitine (right) in Serum/LIF and EMM-cultured ESCs after 3 h culture.  $P$  values: L-Acetylcarnitine \*\*\*\* $P < 0.0001$ ; L-Carnitine \*\*\* $P = 0.0004$ , unpaired two-tailed  $t$  test,  $n = 8$  technical replicates per sample. (F) Immunostaining for CPT1A in Serum/LIF and EMM-cultured ESCs after 24 h. Data are representative of 3 biological replicates. Scale bar = 40  $\mu\text{m}$ . (G) Normalized counts from RNA-seq for *Cpt1a* in Serum/LIF and EMM-cultured ESCs after 3 h, 9 h and 24 h in the indicated condition.  $P$  values: n.s.=0.846 \*\*\* $P = 0.0008$ , \*\* $P = 0.0015$ , unpaired two-tailed  $t$  test,  $n = 3$  biologically independent samples. (H) Fatty acid oxidation assay, measuring metabolism of  $\text{C}^{14}$ -labeled palmitic acid in SL- and EMM-cultured ESCs after 24 h, representative of 3 independent experiments. Data was normalized to protein levels. \*\*\*\* $P < 0.0001$ , unpaired two-tailed  $t$  test. (I) Schematic for  $\text{NAD}^+$  salvage pathway with individual plots for the depicted metabolites after 3 h, 9 h, 24 h in EMM culture.  $P$  values:  $\text{NAD}^+$  9 h vs 24 h \*\* $P = 0.001$ ; NAM 3 h vs 24 h \*\*\*\* $P < 0.0001$ , 9 h vs 24 h \*\*\* $P = 0.0003$ ; NMN 3 h vs 9 h \*\*\*\* $P < 0.001$ , 3 h vs 24 h \*\* $P = 0.0012$ , 9 h vs 24 h \*\*\* $P = 0.0009$ ; NADH 9 h vs 24 h \* $P = 0.0145$ ; unpaired two-tailed  $t$  test,  $n = 8$  technical replicates per sample.

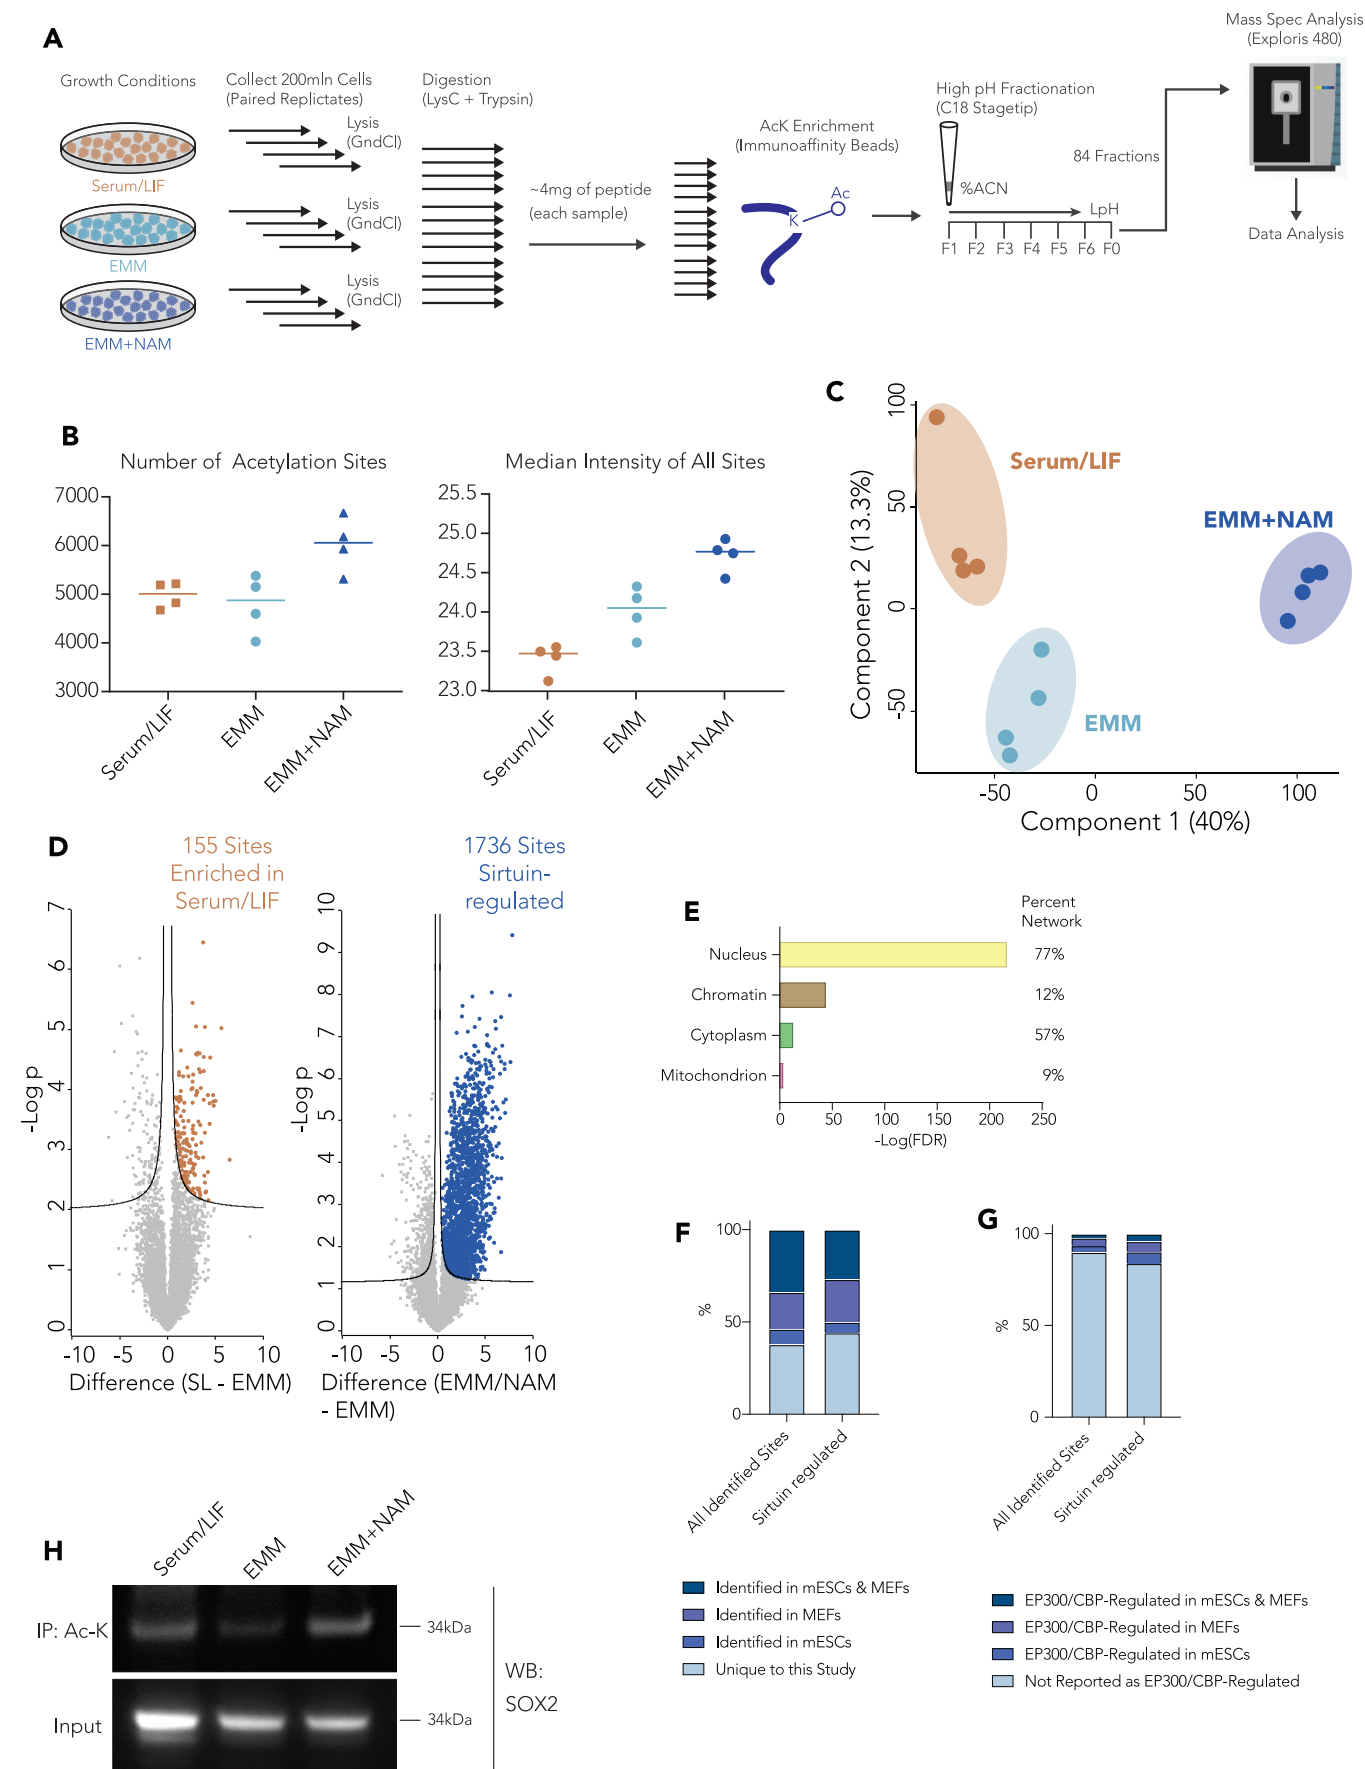

◀ **Figure EV4. Further characterization of acetylome of EMM-cultured ESCs.**

(A) The experimental setup to determine differential acetylation in ESCs cultured in Serum/LIF, EMM and EMM + NAM for 24 h.  $n = 4$  experimentally independent samples. (B) Total number of acetylated sites detected in samples (left); Median intensity of all acetylated sites detected in samples (right). (C) PCA plot of acetylated sites in different samples. (D) Volcano plots depicting significantly differentially acetylated sites (FDR 5%) between EMM and Serum/LIF (left) and between EMM and EMM + NAM (right). (E) GO Cellular Component Enrichment table for sites deacetylated in EMM, with percent network. (F) Bar chart depicting percentage of all identified sites (6733) and that are also identified in datasets from (Weinert et al, 2018; Narita et al, 2021). (G) Bar chart depicting percentage of all identified sites (6733) and the overlap between the Sirtuin-regulated sites we defined (1731) and those regulated by EP300/CBP in datasets from (Weinert et al, 2018; Narita et al, 2021). (H) IP for Acetylated lysine and Western blot analysis of SOX2 in ESCs cultured for 24 h in Serum/LIF and EMM, +/- NAM. Data are representative of 3 biologically independent samples.

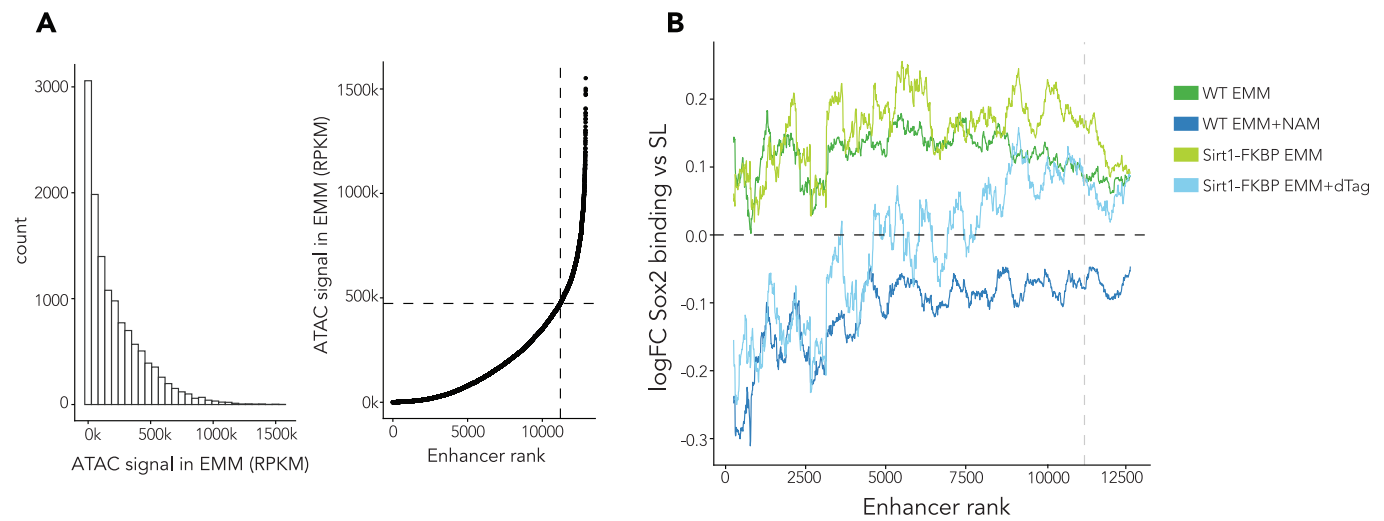

**Figure EV5. Extra analysis of SIRT1 deacetylation of SOX2, and of SOX2 CUT&Tag in Sirt1-FKBP cell lines.**

(A) Histogram ATAC signal count showing the number of SL-EMM merged enhancers plotted against ATAC signal in EMM (left), and enhancers ranked by ATAC signal (right). (B) Sliding window analysis of SOX2 signal pileup at enhancers ranked by ATAC signal in EMM, with the signal normalized to SL (for WT samples) and SL GFP+ (Sirt1-FKBP samples).

How the deposited data were processed for this re-analysis (not part of the article)

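RNA-seq counts from 2 experiments were analysed. In the time course, E14tg2a mouse ESCs were kept in Serum/LIF (0 h) or in EMM for 3, 9 and 24 h, with 3 libraries per group and 12 libraries. In the passage experiment, mESCs were kept in Serum/LIF, EMM or 2i/LIF for 10 or 20 passages, with 3 libraries per group and 18 libraries. Each library was taken as one biologically independent sample, and every column was matched to its sample by the labels deposited with it.

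The paper's methods state for RNA-seq, without separating the experiments, that reads were aligned with STAR and counted per gene with HTSeq. For the time course, the authors deposited whole-number counts without normalization. The methods describe counting reads in introns and in exons, and the paper's text does not say which class this table holds. For the passage experiment, the authors deposited estimated counts (expected counts) per gene without normalization. HTSeq by default counts whole reads, so how these were made stays open. Of these values, 9.982% were not whole and were rounded, so the test planned for counts was kept. The log2 fold changes of ATAC-seq signal in Dataset EV3B are the paper's and were used as given. The files of the other assays were not used here.

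The identifiers are Ensembl gene identifiers. Of 52630 genes in the time-course table, 52397 matched a gene symbol, and of 55487 in the passage table, 55141 did. Identifiers that share a symbol with another numbered 74 and 120 and were kept apart by identifier. Coordinates, gene lengths and GC content were taken from GENCODE M21 (GRCm38). The paper's text names mm10 for its motif pipeline and its CUT&Tag alignment, and does not name the build of the RNA-seq alignment.

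Total counts per library ran from 24074132 in Serum/LIF to 35301962 at 3 h of EMM in the time course, and from 6944904 in P20 2i/LIF to 27912928 in P20 EMM in the passage experiment. A gene was said to be at the floor when every library of a group had at most 3 counts. Fold changes against such a group are given as lower bounds computed against the floor. Floors cover counting error only.

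Genes were filtered with edgeR's filterByExpr by group, which left 16049 and 16054 genes. Libraries were scaled with TMM and fitted with edgeR's quasi-likelihood method (edgeR 4.0.16, R 4.3.3), with all groups of an experiment in one model and no covariate. Adjusted p-values are Benjamini-Hochberg values over all tested genes of a comparison. A gene was called when its log2 fold change was above 1 in size and its adjusted p was under 0.01, as in the paper. For members of gene lists, the counts of higher and lower genes use the adjusted p alone. Standard errors of log2 fold changes come from the same fit. Normalized counts are counts divided by the TMM effective library size and multiplied by its mean in the experiment.

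Gene lists were read from Appendix Fig. S3E and S3F, Fig. EV1G to EV1I and Dataset EV2B before the data were examined. Lists were tested with fry of limma 3.58.1, a rotation test that looks for a shift of a list in one direction, with Benjamini-Hochberg adjustment over the list tests of an experiment and a threshold of 0.05. Principal components used log2 CPM values with a prior count of 2 over the 500 most variable genes. The correlation across gene and region pairs used permutation tests with 100000 resamples. Genes detected were counted after drawing every library of an experiment down to the smallest, and groups were compared with exact two-sided permutation tests, for which the smallest p is 0.1.

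The genes named in the text follow a rule set at the same time. It takes the genes the paper names for these samples, the genes of Fig. EV1B, and for the lists of Appendix Fig. S3E and S3F the members with the largest rise and fall past the thresholds. It also takes the 3 largest rises and 3 largest falls at 3 h, 24 h, P10 and P20 against Serum/LIF. These had to change the same way in every pair of libraries and reach a mean of 50 normalized counts in 1 group. Some genes the rule takes are not named in the text, and genes outside the rule are said to be named after their values were seen.

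The alternatives were DESeq2 size factors in edgeR, library totals alone, no filter beyond a total count of 1, genes with at least 10 counts in every library, and the Wald test of DESeq2 1.42.0. For counts of genes, no fold threshold and an adjusted p under 0.05 were also tried. Fits of only the 2 groups compared, the replicate number as a block, and each replicate left out in turn were run as well. For lists, camera with a preset correlation between genes of 0.01 was tried. Alternatives for 24 h against 3 h of EMM, and lists without the genes of chromosomes 6 and 8, were added after the data were examined.

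The methods were tested on simulated counts in which 200 genes were changed by known amounts. Of these, 200 of 200 were recovered with 12 simulated libraries (1 false call) and 195 of 200 with 18 (0 false calls). All changed genes had counts well above the floor and changes past the fold threshold, so high recovery was likely by design. Recovery of genes with low counts, or of changes close to the threshold, was not tested. Differences between 2 contrasts were tested as interactions. Technical explanations were tested after drawing all libraries to the smallest total, after leaving out mitochondrial genes and each library's most abundant gene, and after removing each library's lowess trends (span 0.3) on GC content and length.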

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

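In this part, the test of a handling difference and the count of other splits for 24 h against 3 h of EMM were chosen only after the result was seen, and the other technical tests of 24 h against 3 h and of 2i/LIF were set after the number of genes was known but before they were run.

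The change of EMM against Serum/LIF differed between P10 and P20 in 1349 genes, tested as an interaction, with 812 higher and 537 lower at P20. The paper does not report this test. In EMM, 1371 genes differed between P20 and P10, against 296 in Serum/LIF, which argues against a handling difference shared by the media. Leaving out the mitochondrial genes and each library's most abundant gene gave 1360 genes. Removing trends on GC content and length gave 1384. A dilution of the P20 EMM cultures by Serum/LIF cells would place P20 between P10 and Serum/LIF. Of 1546 genes past the thresholds at P20, 215 (13.9%) lay beyond that range, 143 on the opposite side of Serum/LIF and 72 with a larger change, so dilution alone is unlikely. With all libraries drawn down to 6944904 counts, 882 genes differed, with 14431 genes tested in place of 16054. Of the 1349 genes, 1322 were tested at both depths, so the loss was not one of genes tested. A difference in depth cannot be told apart from the passage for the genes lost, because fewer counts also lower the power. In a fit of the 12 libraries of these groups, 1628 genes differed, and 1 of 100 splits of the libraries by passage within each medium, the real one, gave as many, the next largest giving 938. A change of the EMM culture itself between P10 and P20, by adaptation or selection of cells, stays open and was not tested.

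Of the genes of Fig. EV1G to EV1I, 4 had a change against Serum/LIF that differed between P10 and P20 past both the fold and the p threshold. Lrp2 had an interaction of 2.19 on the log2 scale, Dusp4 of 1.13, Col4a1 of −1.11 and Sox7 of −2.31. For Sox7, P20 against P10, change of EMM against Serum/LIF, the call was lost in 8 of the 12 fits that each left out one library of these groups, and over all 12 the value ran from −2.67 to −1.93. By an edgeR adjusted p under 0.01 alone, 10 genes differed. The other 6 all had a lower change at P20, among them 5 of the 6 embryonic genes: Nr0b1 (−0.98), Nanog (−0.85), Sirt1 (−0.84), Pou5f1 (−0.61) and Sox2 (−0.43), and Bid (−0.50). With no filter on low counts the calls of Bid and Sox2 were lost. With one library left out, the call of Bid was lost in 10 of 12 fits, and that of Sox2 without P10 Serum/LIF replicate 2 and without P20 EMM replicate 2. The technical tests above cover all genes together and not these genes alone, and no separate explanation was tested for them.

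The change of EMM against 2i/LIF differed between P10 and P20 in 2654 genes, 1643 higher and 1011 lower at P20. In 2i/LIF, 1629 genes differed between P20 and P10. At equal depth 1979 genes differed, without the mitochondrial and most abundant genes 2648, and after removal of the trends on GC content and length 2476. Outside chromosomes 6 and 8, whose expression was raised in P20 2i/LIF, 2372 genes differed. None of these explanations therefore accounts for the whole, and each may account for part. In a fit of the 12 libraries of these groups 2324 genes differed, and 1 of 100 splits gave as many, the next largest giving 353. Among the genes of Fig. EV1G to EV1I past both thresholds, Dusp4 had an interaction of 1.88 and Nr0b1 of 1.13, and Col4a2 of −1.97 and Col4a1 of −3.13. Others had an edgeR adjusted p under 0.01 but a smaller interaction, among them Bid (−0.97), Sirt1 (−0.90), Pou5f1 (−0.70), Nanog (−0.66), Sall4 (−0.45) and Sox2 (0.48). Col4a1, Col4a2 and Dusp4 lie on chromosome 8. For Col4a2, P20 against P10, change of EMM against 2i/LIF, the call was lost without P10 2i/LIF replicate 3 (−1.74) and without P20 2i/LIF replicate 2 (−1.72). A change of either culture with passage stays open.

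Between 3 h and 24 h of EMM, 713 genes differed, 375 higher and 338 lower at 24 h, a comparison the paper does not report. At equal depth 666 genes differed. Without the mitochondrial genes and each library's most abundant gene, 713 differed, and after removal of the trends on GC content and length, 708. These tests argue against depth, a few abundant genes and base composition as the whole cause. Of 10 splits of the 6 libraries, 1, the real one, gave as many higher genes and 1 as many lower genes, and 10 splits cannot give a share under 0.1. The time in EMM is a biological explanation that the design offers, and it remains a hypothesis.

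In P20 2i/LIF, genes of chromosome 8 had a median log2 fold change of 0.51 against P20 Serum/LIF and genes of chromosome 6 one of 0.42, a signal in chromosomes the paper does not discuss. Each of the 3 P20 2i/LIF libraries had a chromosome 8 median above every autosome other than 6, from 0.48 to 0.52, while the other autosomes reached at most 0.14. One odd library therefore cannot explain it. The chromosome 8 median was 0.55 after removal of the trends on GC content and length and 0.51 at equal depth. The lowest median among 4 equal parts of chromosome 8 was 0.45, which argues against a cluster of co-regulated genes. Of the chromosome 8 genes, 79.7% were higher, against 53.3% on the other autosomes. These values are consistent with an extra copy of chromosome 8 in part or all of the cells, which mouse ESCs may gain in culture, but the files hold no DNA to test it. On chromosome 6 the 4 parts had medians of 0.07, 0.26, 0.62 and 0.54, so a gain there could cover part of the chromosome. Between P20 and P10 in 2i/LIF the medians were smaller, 0.34 for chromosome 8 and 0.20 for chromosome 6. Single libraries of both passages were compared with P20 Serum/LIF. At P10 part of the signal was there in 2i/LIF replicate 1, with medians of 0.27 (chromosome 6) and 0.21 (chromosome 8). Its other autosomes reached 0.12. P10 2i/LIF replicates 2 and 3 had 0.039 and 0.023 on chromosome 8, and 0.110 and 0.166 on chromosome 6. These were not above all their other autosomes, which reached 0.172 and 0.168. In P20 EMM the chromosome 8 median against Serum/LIF was 0.16. Against P20 Serum/LIF, every EMM library had a chromosome 8 median above its other autosomes. It ran from 0.14 to 0.20 at P10, with the others at most 0.12, and from 0.14 to 0.21 at P20, with the others at most 0.08. In Serum/LIF itself the chromosome 8 median was −0.06 at P20 against P10, which may raise the values of both passages against P20 Serum/LIF. With P10 Serum/LIF as the reference, the P10 EMM group had 0.108 on chromosome 8. Chromosomes 4 and 14 had more, 0.114 and 0.110, so chromosome 8 was not the highest there.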

How the results depend on the processing

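The alternatives for 24 h against 3 h of EMM, and the splits of its libraries, were chosen only after the result was seen. Of the values of comparisons under alternatives other than leaving out a library, 348 kept their direction and side of the threshold, or stayed near the reported value, 38 moved, 10 fell short of the threshold, 1 passed it and 2 changed sign. Of the fits that each left out one library, 335 kept them, 1 moved, 3 passed the threshold and 3 changed sign. Except where stated, the cause was not tested.

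Without the fold threshold, a looser rule by construction, genes higher and lower than in Serum/LIF numbered 2622 and 2916 at 3 h (273 and 405 with it), 2967 and 3164 at 9 h (329 and 561), and 3501 and 3556 at 24 h (561 and 752). Genes changed at any time numbered 9711 (1814), of which 51.9% were lower at 3 h (58.2%). Against Serum/LIF the counts were 3004 and 2997 at P10 (1070 and 1683) and 2176 and 2003 at P20 (553 and 993). Against 2i/LIF they were 3673 and 3564 at P10 (1771 and 1773) and 4127 and 3677 at P20 (2561 and 1507). For P20 against P10, change of EMM against Serum/LIF, genes that differed numbered 2362 (1349), and for P20 against P10, change of EMM against 2i/LIF, genes that differed numbered 5190 (2654). Between 24 h and 3 h of EMM, 3339 genes were higher and 3089 lower (375 and 338).

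Keeping only genes with at least 10 counts in every library tests fewer genes. It left 262 genes lower at 3 h, 211 higher and 369 lower at 9 h, 496 lower at 24 h and 201 lower at 24 h than at 3 h of EMM. Against Serum/LIF it left 597 higher and 676 lower at P10 and 275 and 329 at P20. Against 2i/LIF it left 820 and 913 at P10 and 1084 and 814 at P20, and the change against Serum/LIF differed between passages in 836 genes. The RNA and ATAC correlation was 0.602 (0.649). For extra-embryonic genes, P10 EMM against Serum/LIF, the median changed sign, to −0.28 from 0.64, with fewer genes of the list left. Sox7 was dropped for its low counts in 2i/LIF, which is not part of that comparison. With no filter, for 2C genes, EMM 24 h against Serum/LIF, the median changed sign, to −0.58 from 0.11, because more of its genes were tested.

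Under camera, which allows for correlation between genes, these lists no longer passed the threshold that they passed under fry: Epi at 3 h (0.15) and 24 h (0.079), PrE at 3 h (−0.17) and 24 h (0.32), late TE (−1.43) and general pluripotency (−0.067) at 24 h, and against Serum/LIF apoptosis at P10 (−0.19), embryonic at P20 (0.16) and extra-embryonic at P10 (0.64). The medians are the same by construction. With only the 2 groups compared in the fit, the 2C list at 24 h, which is Ets2 alone, passed (0.11). The embryonic list at P20 against Serum/LIF then no longer passed (0.14).

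With library totals alone as the scaling, 63.4% of the genes changed at any time were lower at 3 h. The median of all genes moved most at P10 against Serum/LIF, by −0.10. The first principal component of the time course held 42.0% of the variance with all genes past the filter (55.3%). Counting genes with at least 5 counts as detected gave −603 in P20 EMM against Serum/LIF (−754) and −610 at P10 (−559), each with an exact p of 0.1 in both ways of counting. At 24 h it gave −221 with an exact p of 0.2 (−397 with 0.1), at 9 h −238 with 0.2 (−373 with 0.2) and at 3 h −271 with 0.1 (−236 with 0.2). Against 2i/LIF it gave 621 with an exact p of 0.1 at P20 (456 with 0.4) and −73.3 with 0.5 at P10 (−3.33 with 0.7).

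Leaving out one library at a time, the nucleosome list ran from −2.65 to −0.67 at 3 h and from −2.18 to −0.29 at 24 h, the value nearest 0 being without Serum/LIF replicate 1 at both times. The RNA and ATAC correlation ran from 0.621 to 0.655, and genes detected in P10 EMM against 2i/LIF from −124 without EMM replicate 1 to 116 without 2i/LIF replicate 3. The general list was −0.10 without EMM 24 h replicate 1. Genes detected at 3, 9 and 24 h were −68.3, −206 and −230 without Serum/LIF replicate 1. At P20 against 2i/LIF they were 792 without 2i/LIF replicate 1 and 260 without replicate 2.

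Single genes that changed sign did so around small or imprecise values, and none of these values passed the thresholds as reported. The value of Cpt1a, EMM 3 h against Serum/LIF, ran from −0.054 to 0.015 with one library left out and was 0.0024 with no filter. That of Pou5f1, P20 EMM against Serum/LIF, ran from −0.034 to 0.051. It was −0.0211 with DESeq2 size factors, −0.090 with library totals, −0.048 with at least 10 counts, −0.0211 with the DESeq2 Wald test and −0.0094 with only the 2 groups. That of Sox2, P20 EMM against Serum/LIF, was −0.029 with library totals. With one library left out, the value of Pou5f1, P20 EMM against 2i/LIF, ran from −0.014 to 0.043. The value of Casp9, P10 EMM against Serum/LIF, ran from −0.076 to 0.10. Against Serum/LIF, Eomes at P10 ran from −0.45 to 0.10, and at P20 Col4a2 from −0.12 to 0.41, Gata6 from −0.15 to 0.42 and Myc from −0.072 to 0.0037. The difference between passages for Gata6 ran from −0.52 to 0.054 against Serum/LIF and from −1.24 to 1.00 against 2i/LIF. Among other values of single genes, 8 fell short of the threshold and 17 passed it under an alternative, and 60 and 7 did so with one library left out.

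Libraries share replicate numbers across groups. Deviations of same-numbered libraries correlated above 0.1 in 5 of 18 pairs in the time course by the numbers of the titles. By those of the descriptions it was 5 of 15, and in the passage experiment 7 of 45. Among pairs with different numbers it was 7 of 36, 7 of 39 and 20 of 90. Mean r in the time course was 0.072 (titles) and 0.095 (descriptions) for the same number, against −0.039 for different numbers by either. In the passage experiment the means were 0.007 and −0.002. A pairing of the time-course libraries can therefore not be excluded. With the number as a block, 1803 genes changed at any time by the titles and 1667 by the descriptions. The block changed the call of 0 of 43 values of comparisons and of 3 of 173 values of single genes by the titles (Gata6, Bid and Lrp2 gained one), and of 0 of 7 by the descriptions. By the descriptions only counts of genes were tried, not lists or single genes.

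For 41 results from fits across all genes, each of the 10 splits of the 6 libraries was tried, and in 40 of them the real split alone (1 of 10) gave a result as large. For the nucleosome list at 24 h, 3 of 10 splits did. With 10 splits the share is never under 0.1. For genes changed at any time, 1 of 100 splits of the 12 libraries, the real one, gave 1814, the next largest giving 370.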

Differences from the paper's values

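No test in this part was chosen after the result was seen. A count, a level or a share of variance counted as different only when more than 1.5-fold from the paper's value, a loose rule. Levels and the first component also had to lie more than 1 SD away. The correlation had a stricter rule, a distance of more than 1 jackknife SD (0.028). By these rules, of 22 values compared with the paper's, 3 differed. A value that did not count as different is not shown to be equal.

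The paper gives 771 significantly differentially expressed genes over its 4 clusters, and 1814 genes passed the same thresholds here at 3, 9 or 24 h. None of the alternatives set before the data were examined closed the gap. The count was 9711 without the fold threshold, 2091 at an adjusted p under 0.05, 1811 with DESeq2 size factors and 1850 with library totals alone. It was 2120 with no filter, 1240 with at least 10 counts in every library, 1649 with the DESeq2 Wald test and 1728 with only the groups of each comparison. At 3 h alone, which is the time the paper's sentence names, 678 genes passed, within 1.5-fold of 771 and so not counted as different. Which comparison the paper's 771 refers to is not clear.

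The paper gives 434 genes for its downregulated clusters, and 1055 of the genes changed at any time were lower at 3 h here. No alternative closed this gap either. The count ran from 718 with at least 10 counts in every library to 5038 without the fold threshold, and was 940 with the DESeq2 Wald test. Of the genes past the thresholds at 3 h alone, 405 were lower, which did not count as different from 434.

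The paper's correlation between RNA and ATAC log2 fold changes at 24 h is about 0.68 in Appendix Fig. S3K, read by eye, against 0.649 here. The changes of scaling, filter and test did not close the gap, with 0.644 under the DESeq2 Wald test, 0.602 with at least 10 counts in every library and 0.640 with one value per gene. Without EMM 24 h replicate 1 it was 0.655, without Serum/LIF replicate 1 0.653 and without Serum/LIF replicate 2 0.653, which did not count as different from the reading.

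Some directions here differ in part from statements of the paper. The paper associates nucleosome and chromatin assembly with both the genes down and the genes up at 3 h, its clusters 2 and 3. The tested genes of the nucleosome term listed for cluster 3, the cluster of genes up, had a median log2 fold change of −2.12 at 3 h. This list did not pass the threshold (fry adjusted p = 0.0817 from limma), except in 2 of 6 fits with one library left out. Its median was −0.67 without Serum/LIF replicate 1. The paper states that PrE genes were largely upregulated, and at 3 h their median was −0.17, with 8 of 25 lower and 5 higher over all genes tested, while at 24 h the median was 0.32, with 12 higher and 8 lower. The paper states the same of Epi genes, and their median was 0.15 at 3 h, with 6 of 12 higher and 3 lower, and 0.08 at 24 h, with 4 higher and 1 lower. The paper states that Elf5 was downregulated and that genes of the 2-cell state were unchanged. At the depth of these libraries Elf5 and the Zscan4 genes were near the floor, with at most 3 and 5 counts in each library. Ets2, the only 2-cell gene tested, had a log2 fold change of −0.18 at 3 h and 0.11 at 24 h.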

Other observations

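The tests of shared controls and of a single library behind the nucleosome genes were chosen only after the result was seen.

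With every library drawn to the same total, fewer genes had any count in EMM than in Serum/LIF at 24 h, with a difference of −397 (exact permutation test, p = 0.1, the smallest possible). The difference was −236 at 3 h (exact p = 0.2), −373 at 9 h (exact p = 0.2), −559 at P10 (exact p = 0.1) and −754 at P20 (exact p = 0.1). Against 2i/LIF it was −3.33 at P10 (exact p = 0.7) and 456 at P20 (exact p = 0.4). With at least 5 counts required, the 24 h difference was −221 (exact p = 0.2), so its size depends on how detection is defined. Without Serum/LIF replicate 1 the time-course values were −68.3, −206 and −230, so part of them may come from that library.

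Across 14652 genes tested in both experiments, the log2 fold change at 24 h correlated with that of EMM against Serum/LIF at P10 (Pearson r = 0.437) and at P20 (r = 0.401). Of 1169 genes past the thresholds at 24 h, 967 (82.7%) had the same sign at P10 and 891 (76.2%) at P20. The first-day response may thus in part be kept over passages, a hypothesis formed on these data. Past the thresholds at both P10 and P20 were 863 genes, 820 of them in the same direction.

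The responses at 3 h and 24 h share their Serum/LIF libraries. Their log2 fold changes correlated with r = 0.596, and 20 simulations of unchanged groups against the same controls gave a mean of 0.527 and at most 0.543. Unchanged groups with shared controls therefore gave a lower correlation in each simulation, and how much of the observed one the controls cause was not measured. In these simulations at most 1 gene passed the thresholds at 3 h, against 678 observed. The same sign was found in 68.5% of genes, against 67.1% in the simulations. Of 678 genes past the thresholds at 3 h, 627 (92.5%) had the same sign at 24 h and 332 were past them there too.

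The fall of the nucleosome genes at 3 h may rest largely on Serum/LIF replicate 1, without which their median was −0.67.

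The genes of Fig. EV1B were also counted in the passage libraries. Against Serum/LIF, Tfcp2l1 had a log2 fold change of 1.31 at P10 and −0.15 at P20, Myc of 0.97 and −0.03, Gata3 of −0.49 and −1.53, Gata4 of −0.59 and 0.65, and Eomes of −0.12 and −0.21. Of these, Tfcp2l1 at P10 passed the thresholds. The P20 value of Gata3 may rest largely on Serum/LIF replicate 3, with 55.1 normalized counts against 15.8 and 16.4 in replicates 1 and 2. Against 2i/LIF, Tfcp2l1 had −0.81 and −1.74, Myc 3.26 and 2.42, Gata4 0.97 and 1.29, and Eomes 0.53 and −0.37. Gata3 had 0.98 at P10 and was at least 2.41-fold higher at P20, where every 2i/LIF library was at or under the floor. P10 EMM replicate 1 held 17.7 normalized counts of Gata3, against 6.23 and 6.87 in replicates 2 and 3.

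The clusters of Dataset EV2A hold 751 distinct gene names. The mean counts listed there were within 2% of the means computed here for 1 of 96 matched genes in cluster 1, 4 of 385 in cluster 2, 4 of 220 in cluster 3 and 1 of 96 in cluster 4.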
